# CDK4 phosphorylation status and a linked gene expression profile predict sensitivity to palbociclib

**DOI:** 10.15252/emmm.201607084

**Published:** 2017-05-31

**Authors:** Eric Raspé, Katia Coulonval, Jaime M Pita, Sabine Paternot, Françoise Rothé, Laure Twyffels, Sylvain Brohée, Ligia Craciun, Denis Larsimont, Véronique Kruys, Flavienne Sandras, Isabelle Salmon, Steven Van Laere, Martine Piccart, Michail Ignatiadis, Christos Sotiriou, Pierre P Roger

**Keywords:** CDK4/6 inhibitors, breast cancer, cyclin‐dependent kinase 4, PD0332991, sensitivity biomarker, Cancer, Chromatin, Epigenetics, Genomics & Functional Genomics, Pharmacology & Drug Discovery

## Abstract

Cyclin D‐CDK4/6 are the first CDK complexes to be activated in the G1 phase in response to oncogenic pathways. The specific CDK4/6 inhibitor PD0332991 (palbociclib) was recently approved by the FDA and EMA for treatment of advanced ER‐positive breast tumors. Unfortunately, no reliable predictive tools are available for identifying potentially responsive or insensitive tumors. We had shown that the activating T172 phosphorylation of CDK4 is the central rate‐limiting event that initiates the cell cycle decision and signals the presence of active CDK4. Here, we report that the profile of post‐translational modification including T172 phosphorylation of CDK4 differs among breast tumors and associates with their subtypes and risk. A gene expression signature faithfully predicted CDK4 modification profiles in tumors and cell lines. Moreover, in breast cancer cell lines, the CDK4 T172 phosphorylation best correlated with sensitivity to PD0332991. This gene expression signature identifies tumors that are unlikely to respond to CDK4/6 inhibitors and could help to select a subset of patients with HER2‐positive and basal‐like tumors for clinical studies on this class of drugs.

## Introduction

Deregulation of the cell division cycle necessarily affects all cancers (Sherr & McCormick, 2002; Malumbres & Barbacid, 2009; Hanahan & Weinberg, 2011). Cell cycle commitment at the G1 phase restriction (R) point is initiated by inactivating phosphorylations of the central cell cycle/tumor suppressor pRb by the cyclin‐dependent kinases CDK4 and CDK6. These kinases are activated by D‐type cyclins upon mitogenic/oncogenic signaling (Sherr, 1995; Bartek *et al*, 1996; Bockstaele *et al*, 2006a; Asghar *et al*, 2015; Sherr *et al*, 2016). pRb phosphorylation in committed cells is maintained by a positive feedback loop linking pRb to E2F‐dependent transcription of cyclin E, which activates CDK2 and leads to further phosphorylation of pRb (Lundberg & Weinberg, 1998). This feedback is completed by the self‐induction of E2F1 and by the mutual inhibition between cyclin E‐CDK2 and p27^Kip1^. Together, these events convert graded mitogen inputs into all‐or‐none E2F responses and cell cycle commitment (Yao *et al*, 2008). CDK4 activity requires its binding to cyclins D (*CCND1‐3* genes). INK4 CDK4 inhibitors such as p16 (*CDKN2A‐D* genes) compete for this binding (Sherr, 1996; Asghar *et al*, 2015). Importantly, CDK4 activation also requires its phosphorylation at T172 (Kato *et al*, 1994a,b). This activation step has been much less studied due to lack of easy detection tools (Bockstaele *et al*, 2006a). By separating the modified forms of CDK4 by two‐dimensional (2D) gel electrophoresis, we have shown that the activating T172‐phosphorylation of CDK4 bound to cyclin D is the central rate‐limiting event in CDK4 activation. This event determines pRb phosphorylation and cell cycle commitment in pRb‐proficient cells (Bockstaele *et al*, 2006a; Paternot *et al*, 2010; Bisteau *et al*, 2013). T172 phosphorylation of CDK4 is exquisitely regulated in various cell models and mitogenic regulations (Kato *et al*, 1994a; Paternot *et al*, 2003, 2010; Bockstaele *et al*, 2006b, 2009; Rocha *et al*, 2008; Paternot & Roger, 2009; Blancquaert *et al*, 2010; Bisteau *et al*, 2013; Merzel Schachter *et al*, 2013), whereas T177 phosphorylation of CDK6 was found to be weak and unregulated or absent (Bockstaele *et al*, 2006b, 2009). Moreover, in contrast to CDK2 and CDK1, CDK4 activation is not restricted by stoichiometric inhibitory phosphorylations (Kato *et al*, 1994b; Bockstaele *et al*, 2006a,b).

One in eight women is diagnosed with breast cancer, a heterogeneous disease with variable histology, clinical presentation, and response to therapy. Prognosis and treatment of breast cancer are significantly informed by biomarkers. For example, estrogen receptor alpha (ER)‐positive status, which is detected in 70% of breast cancers, predicts a more favorable outcome and indicates treatment with endocrine therapy. ER‐negative/HER2‐positive status is associated with a less favorable outcome, though it has been considerably improved by targeted therapies such as anti‐HER2 antibodies. In contrast, tumors lacking estrogen, progesterone, and HER2 receptors (triple‐negative tumors) have the worst outcome and are treated mainly by genotoxic chemotherapy.

The use of gene expression profiles has further classified breast tumors into at least five biologically and clinically relevant molecular subtypes: the low proliferative ER‐positive/HER2‐negative luminal A, the high proliferative ER‐positive/HER2‐negative luminal B, the basal‐like (mainly triple‐negative), the HER2‐enriched, and the normal‐like subtypes (Sorlie *et al*, 2001; Sotiriou *et al*, 2006; Cleator *et al*, 2007; Prat & Perou, 2011; Prat *et al*, 2012a). In breast tumors, the alterations of the CDK4/pRb axis include amplification of *CCND1* or *CDK4*, loss of *CDKN2A/B* or, less often, loss or mutation of pRb (Ertel *et al*, 2010; Curtis *et al*, 2012; The Cancer Genome Atlas Network, 2012). Preclinical studies using breast tumor cell lines (Finn *et al*, 2009; Dean *et al*, 2010; Miller *et al*, 2011), mouse models (Choi *et al*, 2012), and *ex vivo* patient tumor cells (Dean *et al*, 2012) have demonstrated the efficacy of inhibiting CDK4/6 by PD0332991 (palbociclib) to arrest proliferation. Resistance to this drug is mainly ascribed to pRb loss and *CCNE1* amplification (Wang *et al*, 2007; Dean *et al*, 2012; Herrera‐Abreu *et al*, 2016). PD0332991 and other CDK4/6 inhibitory drugs (LEE‐011, Novartis; LY2835219, Eli Lilly) are being tested in a growing number of phase II/III clinical trials against most cancers (91 studies totaling 15,500 patients recorded in *ClinicalTrials.gov*; Asghar *et al*, 2015; Hamilton & Infante, 2016; Patnaik *et al*, 2016; Sherr *et al*, 2016). In multiple breast cancer clinical trials (Asghar *et al*, 2015; DeMichele *et al*, 2015; Finn *et al*, 2015, 2016; Cristofanilli *et al*, 2016; Hamilton & Infante, 2016; Sherr *et al*, 2016), PD0332991 combined with endocrine treatment substantially improved progression‐free survival compared to endocrine treatment alone in women with ER‐positive/HER2‐negative advanced breast cancer. Therefore, PD0332991 in combination with endocrine therapy was approved by the FDA (February 2015) and EMA (November 2016) as a first‐line treatment for advanced ER‐positive breast cancers.

Except the currently used estrogen receptor status of breast cancers, no reliable biomarkers could be defined to diagnose tumors that depend on CDK4 activity and hence would respond to CDK4/6 inhibitors (Dickson, 2014; Asghar *et al*, 2015; DeMichele *et al*, 2015; Sherr *et al*, 2016). Here, we show that the presence or absence of the T172‐phosphorylated CDK4 form and its relative abundance varies among breast tumors according to their molecular subtypes and risk and that it predicts the response of breast cancer cell lines to PD0332991. To overcome the difficulty of using proteomic analysis in the clinic, we developed a surrogate CDK4 modification signature based on the expression of 11 genes. This signature correctly predicts the CDK4 modification profile of tumors and breast cancer cell lines, and the sensitivity of the latter to PD0332991. This signature identifies tumors that are likely to be insensitive to CDK4 inhibitors. Once adapted into a clinically validated assay, it may optimize the use of the drug and extend its indication to most HER2‐positive and some basal‐like tumors.

## Results

### CDK4 modification profile varies in breast tumors and is associated with specific molecular subtypes

The presence of phosphorylated active CDK4 has never been assessed in tumors. Detection of CDK4 phosphorylation is complicated by the lack of adequate antibodies, the absence of a SDS–PAGE migration shift associated with phosphorylation, and the very low expression level of CDK4. Therefore, we modified our 2D‐gel electrophoresis immunodetection assay to analyze the modified and native CDK4 forms in minimal amounts of frozen breast tumor samples extracted in urea buffer. As previously characterized (Bockstaele *et al*, 2006b), CDK4 was resolved by its charge into three main forms in breast cancer cell lines such as MCF7 cells and in breast tumor samples (Fig 1A–D). The most basic form (form 1) was the native CDK4. The most acidic form (form 3), which increased in response to proliferation stimulation of MCF7 cells (Fig 1B), had been identified as the highly regulated T172‐phosphorylated CDK4 form using several approaches (Bockstaele *et al*, 2006b) including a T172‐phosphospecific antibody (Fig 1A and C). Another yet unidentified modified CDK4 form (form 2), which is variably observed in tissue samples and in most cell lines, does not incorporate [^32^P] phosphate (Bockstaele *et al*, 2006b).

**Figure 1:**
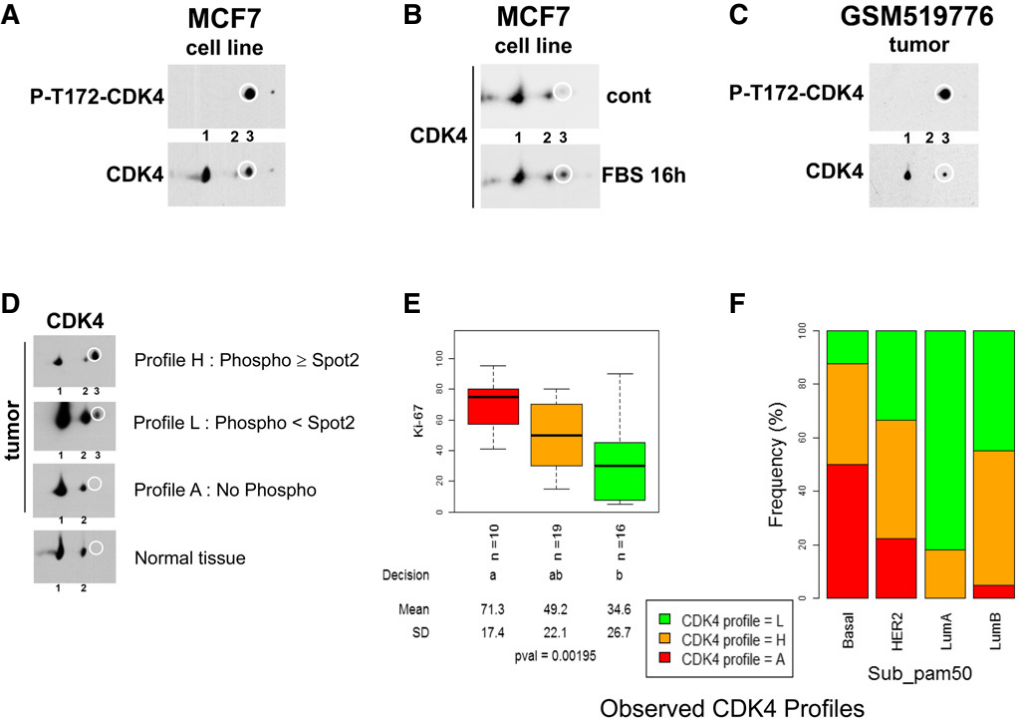
CDK4 modification profiles in breast cell lines and tumors and their relations to the tumor Ki‐67 labeling index and molecular subtypes A–CIdentification of the CDK4 T172‐phosphorylated form after separation by 2D‐gel electrophoresis of protein extracts and immunodetection with a CDK4 T172‐phosphospecific antibody (P‐T172‐CDK4) or the CDK4 H22 antibody. The main T172‐phosphorylated form (spot 3) is circled. Extracts were from (A) asynchronous MCF7 cell line, (B) MCF7 cells rendered quiescent by serum withdrawal and addition of fulvestrant (cont) or re‐stimulated for 16 h with FBS, or (C) frozen sections of a breast tumor sample.DProteins were extracted from frozen sections of breast tumor samples or normal tissue, resolved by 2D‐gel electrophoresis and detected with the CDK4 H22 antibody. Three representative modification profiles of CDK4 are shown. The position of the T172‐phosphorylated CDK4 form (spot 3) is circled. Profile H indicates strong relative presence of the T172‐phosphorylated CDK4 form 3 vs. modified (non‐phosphorylated) form 2. Profile L indicates weak presence of the phosphorylated CDK4 form 3 vs. form 2. Profile A indicates absence of phosphorylated CDK4.EThe Ki‐67 labeling index was determined in parallel FFPE sections of the tumors stained with the DAKO Ki‐67 antibody. Data (box and whiskers) represent median, quartiles and the largest and smallest values. Pairwise comparisons were performed with the Kruskal–Wallis test (level of confidence set at 0.95). The first line below the plot indicates the number of observations for each CDK4 modification profile (Ki‐67 index was available for 45 of the 56 tumors in this study). The second line reports whether the true effect of observed CDK4 modification profile was considered significant (levels with the same letter are not significantly different at alpha set to 0.05). The third and fourth lines report the respective mean and SD. The last line provides the *P*‐value of rejection of the null hypothesis that all means are equal.FThe relative proportion of the three CDK4 modification profiles in the different intrinsic molecular subtypes is shown for the 56 breast tumor samples analyzed in this study. The molecular subtypes were defined with the genefu package based on expression values of the PAM50 selected genes in each tumor.

The relative abundance of these three CDK4 forms was compared in normal breast tissue obtained from reduction surgery and in an exploratory set of 19 breast tumors for which clinical records and gene expression microarray data are available (accession GSE20713; Dedeurwaerder *et al*, 2011; Fig 1D). In breast tumor samples, the relative abundance of the T172‐phosphorylated form 3 of CDK4 was highly variable. We decided to class the profiles of CDK4 modifications in three categories. In a subset of nine tumors, both the T172‐phosphorylated form 3 and the intermediate CDK4 form 2 were detected. In this profile (profile H for *high*), the abundance of the phosphorylated form was greater than or almost equal to the abundance of the intermediate form 2. In a second group of six tumors, the phosphorylated form was also detected, but its abundance was lower than that of the intermediate form 2 (profile L for *low*). Interestingly, these profile L tumors had lower Ki‐67 labeling (Fig 1E). Finally, the T172‐phosphorylated CDK4 was undetectable in four tumors (profile A for *absent*). These tumors paradoxically presented the highest Ki‐67 labeling rates (Fig 1E). Hence, this absence of CDK4 phosphorylation could not have been due to low proliferation rate. In normal breast (mostly quiescent tissue), only the native unmodified form 1 and the intermediate CDK4 form 2 were detected (Fig 1D, lowest profile).

The same profiles were observed in validation cohorts with quantifiable CDK4 profiles and at least 30% cellularity. These cohorts included 31 new untreated breast tumors from Jules Bordet Institute (Brussels) with newly acquired gene expression profiles (accession GSE87007) and six non‐inflammatory breast tumors analyzed at the University of Antwerp (E‐MTAB‐1006) (Van Laere *et al*, 2007). Datasets EV1 and EV2 describe the demographic distributions of the clinical parameters in all the tumors analyzed in this study. The relative levels of the CDK4 forms 3 and 2 (Spot3/Spot2 ratios) were quantified using ImageJ. Two empirical thresholds of the Spot3/Spot2 ratio were used to define the three CDK4 modification profiles: profile A, Spot3/Spot2 ratio below 0.1; profile H, ratio ≥ 0.9; profile L, ratio 0.1–0.9. In the merged breast tumor cohorts, the relative proportions of tumors with profiles A, H and L (Fig 1F) differed significantly (*P*‐value = 0.0014 by chi‐square test) between basal‐like, HER2‐positive, luminal A, and luminal B molecular subtypes as defined by the PAM50 gene expression classification (Parker *et al*, 2009; Prat *et al*, 2012b). Profile A tumors were enriched in basal‐like tumors (8 of 16). Profile H tumors were more frequent among luminal B and HER2‐positive tumors. Profile L tumors were most frequent among luminal A tumors. Remarkably, almost half of basal‐like tumors displayed profile H (7 of 16). The relative proportions of these three CDK4 modification profiles among breast tumors were also significantly associated with their grade, estrogen receptor, progesterone receptor, and HER2 and triple‐negative statuses, as well as with their genomic grade index (GGI) (Sotiriou *et al*, 2006) and Oncotype DX risk score (Paik *et al*, 2004) (upper panels in Fig EV1A and B, Dataset EV3). Importantly, most grade 1 tumors and tumors with low GGI or Oncotype DX risks displayed profile L. Profiles H and A tumors were enriched in grade 3 and high GGI tumors. Profile A tumors were also enriched in triple‐negative tumors.

**Figure EV1:**
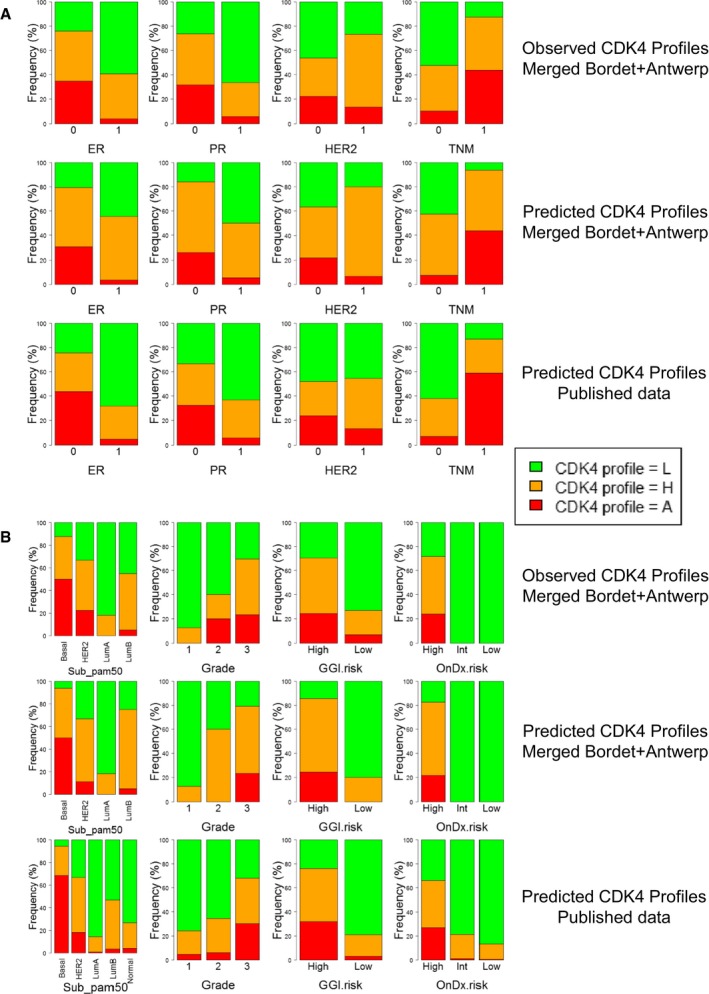
Observed and predicted CDK4 modification profiles differentially associate with different clinical parameters in the 56 breast tumors examined in this study and in a cohort of 4,034 tumors with published gene expression profiles The relative proportions of the observed CDK4 modification profiles according to the different levels of the ER, PR, HER2, and triple‐negative (TNM) status, intrinsic molecular subtypes, grade, GGI risk, and Oncotype DX risk of the 56 breast tumors samples analyzed in this study (topmost panels) are compared to the relative proportions of the predicted values of the same samples (middle panels) and those predicted using a database of 4,034 published gene expression profiles of breast cancer samples with published clinical records (lowest panels). 
The ER, PR, and HER2 statuses were defined by immunohistochemistry. The triple‐negative status was defined based on whether the gene expression of *ESR1*,* PGR,* and *ERBB2* genes measured using the probe sets 205225_at, 208305_at, and 216836_s_at, respectively, were below a threshold predefined with pROC.The molecular subtype, grade, GGI risk, and Oncotype DX risk (OnDx) were determined in R with the genefu package using the corresponding reference probe sets.

### Development of a surrogate marker of tumor sensitivity to CDK4 inhibitors based on correlation with CDK4 modification profiles

As tumors lacking active phosphorylated CDK4, the main target of CDK4/6 inhibitors, will likely be insensitive to these drugs, analysis of the CDK4 modification state may be clinically useful. Unfortunately, preservation and detection of the phosphorylation of a low abundance protein in formalin‐fixed (FFPE) material is technically challenging. We therefore explored whether a gene expression profile could serve as a surrogate assay that faithfully predicts tumor CDK4 modification profiles and hence responsiveness to CDK4 inhibitors. The CDK4 modification profiles were used as categorical variables to compare the variations of the expression of specific genes or reported gene expression signatures among tumors. The GGI index, the Rb LOH score defined in Perou's laboratory (Herschkowitz *et al*, 2008), and the Rb loss index introduced by Knudsen's laboratory (Ertel *et al*, 2010) were significantly lower only in tumors with profile L (Fig 2A–C, Dataset EV4). This indicates that these scores cannot be used to predict the absence of active phosphorylated CDK4. Moreover, the CDK4 modification profile could not be predicted by the expression of any single‐cell cycle marker (Fig EV2, Dataset EV5). In most profile A tumors compared to profile H and L tumors, the expression levels of *CDKN2A* and *CCNE1* were specifically elevated and the expression levels of *RB1* and *CCND1* were lower. However, these values were not strictly related to each other or to the CDK4 modification profile (Fig EV3). For instance, two of the eleven tumors lacking CDK4 phosphorylation (profile A; one HER2‐positive and one basal‐like) displayed a high expression level of *CCNE1* but not of *CDKN2A* (Fig EV3).

**Figure 2:**
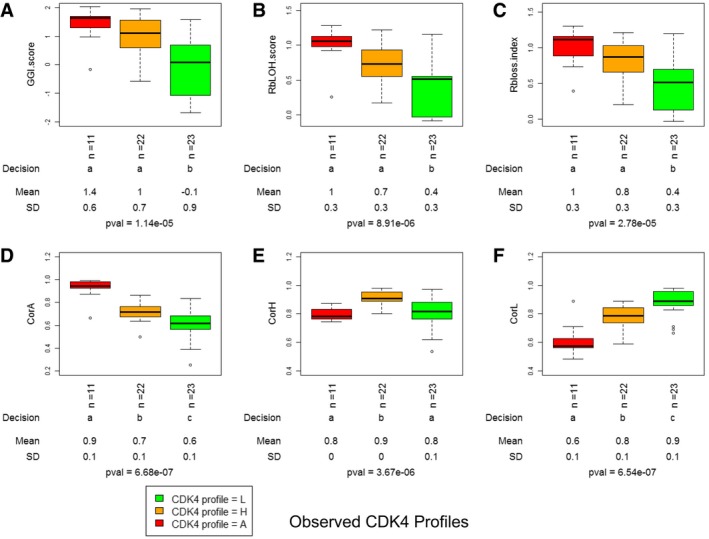
Association of the three observed CDK4 modification profiles with the predictive scores of risk and Rb loss (A–C) or with the Spearman coefficient of correlation between the expression profiles of 11 genes and the corresponding references representative of the three CDK4 modification profiles (D–F) Data (box and whiskers) represent median, quartiles and the largest and smallest values with outliers excepted. The first line below the plots indicates the number of observations. The second lines reports whether the true effect of CDK4 modification profile is significant (levels with the same letter are not significantly different at alpha set to 0.05). The third and fourth lines report the respective means and SD. The last line provides the *P*‐value of rejection of the null hypothesis that all means are equal. Pairwise comparisons were performed with the Kruskal–Wallis test (level of confidence set at 0.95).
A–CGGI risk score (Sotiriou *et al*, 2006) (A), Rb LOH score (Herschkowitz *et al*, 2008) (B), and Rb loss index (Ertel *et al*, 2010) (C) were computed from the expression levels measured by the probe sets corresponding to the genes selected in the corresponding publications.D–FThe gene expression levels of the 11 selected genes were measured in each tumor with the Affymetrix HG‐U133 plus2 platform using the probe sets mentioned in Dataset EV7. These values were compared by Spearman correlation to three reference centroids representative of each of the three tumor CDK4 modification profiles. CorA (D), CorH (E), and CorL (F) indicate the coefficients of correlation to the reference centroids corresponding to the CDK4 modification profiles A, H, and L, respectively.

**Figure EV2:**
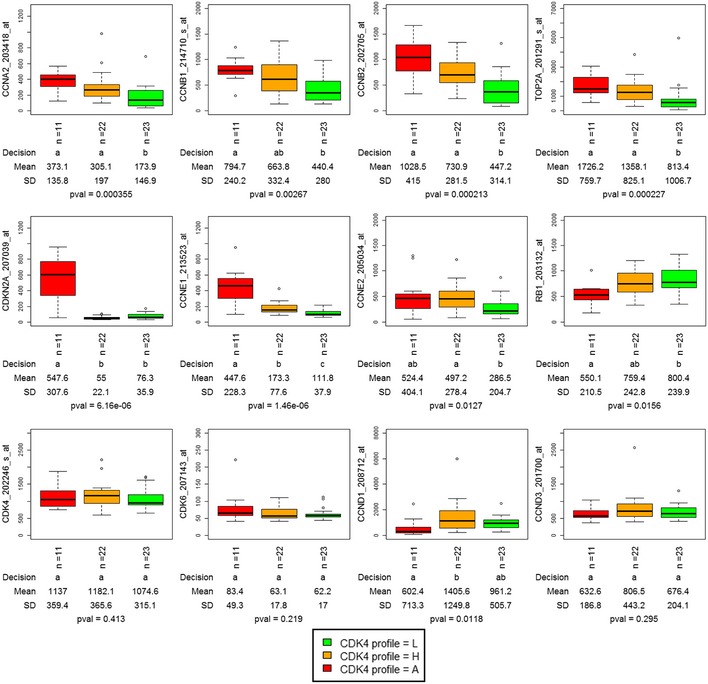
Distributions of expression levels of selected cell cycle genes among tumors with the three observed CDK4 modification profiles The gene expression levels of selected cell cycles genes were measured using the indicated probe sets. The distributions of these levels among the three CDK4 modification profiles are illustrated. Only the expression levels of *CDKN2A*,* CCNE1,* and *CCND1* were significantly different in profile A relative to profile H tumors. By contrast, expression levels of *CCNA2*,* CCNB1*,* CCNB2*,* TOP2A,* and *CCNE2* were significantly lower in profile L tumors than in profile A and/or profile H tumors. Data (box and whiskers) represent median, quartiles and the largest and smallest values with outliers excepted. The first line below the plot reports whether the true effect of CDK4 modification profile is significant (levels with the same letter are not significantly different at α = 0.05). The second and third lines report the respective means and SD. The last line provides the *P*‐value of rejection of the null hypothesis that all means are equal. Pairwise comparisons were performed with the Kruskal–Wallis test (level of confidence set at 0.95).

**Figure EV3:**
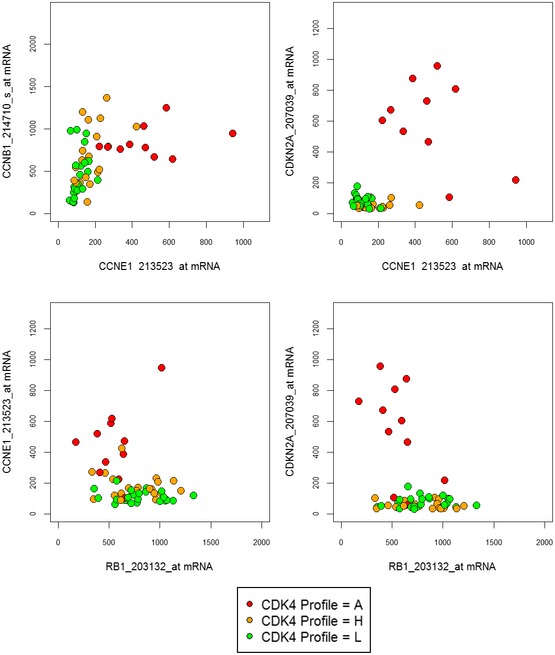
Relationships among selected cell cycle markers in breast tumors according to their CDK4 modification profiles The gene expression levels of selected cell cycles genes were measured with the Affymetrix HG‐U133 plus2 platform using the indicated probe sets. The following comparisons are illustrated for tumors characterized by the three CDK4 modification profiles: *CCNE1* and *CCNB1* (cyclin B1) used as a cell cycle progression marker; *CCNE1* and *CDKN2A*;* RB1* and *CCNE1*;* RB1* and *CDKN2A*.

Therefore, we investigated whether the combined expression of selected genes could be used to build a surrogate marker to predict the CDK4 modification profile of a tumor. Our supervised strategy was inspired by the one adopted in Perou's laboratory for defining the molecular subtypes of breast tumors (Sorlie *et al*, 2001). As detailed in the Appendix Supplementary Text, we used significance analysis of microarrays (SAM) to identify genes that were either differentially expressed among the three CDK4 modification profiles or were associated with them. Probe selection was repeated for 50 randomly selected subsets of the tumors from the Bordet Institute as described in details in the Appendix Supplementary Text. Next, for each list of selected genes, we built three reference centroids by computing the mean expression value of each selected gene in tumors representative of each of the three CDK4 modification profiles. Centroids were defined within the same subset of tumors used to select probes. Finally, the gene expression profile of the selected genes in a particular tumor was compared to these three references by Spearman correlation. The predicted profile was the one corresponding to the centroid with the highest correlation coefficient. The performance of the classification was evaluated by comparing the proportions of matching observed/predicted profiles in the complementary subset of patients. The selected gene lists were optimized by stepwise removal of the probe contributing the least to the classification performance (see Appendix Supplementary Text for details). At the end of this procedure, a gene expression signature consisting of 11 genes (Fig 3, Dataset EV6) was selected as the shortest list providing the best agreement between observed and predicted CDK4 modification profiles in the three merged cohorts of breast tumors (84% agreement in the 56 tumors; all mismatches except one were between profiles H and L). Taken individually, with the exception of *CCNE1*, none of the 11 the genes clearly distinguished the three profiles (Appendix Fig S1). By contrast, the correlation coefficients to the three profile references varied differently between tumors with profiles A, H, or L. Correlation coefficients to profile A reference decreased from profile A tumors to profile L ones (Fig 2D). The opposite was observed with correlation to profile L (Fig 2F). Correlation coefficients to profile H were only higher in profile H tumors (Fig 2E). The concordance rate between observed and predicted CDK4 modification profiles was reproduced neither after prediction based on 1,000 random lists of 11 genes nor after 1,000 random permutations of the patient labels (Appendix Fig S2). Hierarchical clustering of the expression levels of the 11 probes (Fig 3) correctly segregated profile A tumors from those with profile H or L, whereas Rb loss index and molecular subtype did not (Fig 3). A complementary relationship between the tumor Ki‐67 labeling index and the expression of the 11 genes was noted (Appendix Fig S3). Expression of *CCDC99*,* NUP155*,* TAGLN2,* and to some extent *TIMM17A* and *CCNE1* was positively correlated to the Ki‐67 labeling index. Expression of *FBXL5*,* TP53TG1*,* PPP1R3C,* and to a lesser extent *RAB31* and *GSN* was negatively correlated to the proliferation index. Similar correlations of the expression levels of these 11 genes to the gene expression of proliferation markers were observed (Dataset EV7). The coefficients of correlation to the references of CDK4 profiles A and H were positively correlated to GGI, Oncotype Dx, and Rb LOH scores as well as to the Ki‐67 labeling index (Appendix Fig S4). In contrast, the coefficients of correlation to the references of profile L were negatively correlated to these scores and to the Ki‐67 index. All the associations described above between the proportions of tumors with the observed CDK4 modification profiles and ER, PR, HER2, or triple‐negative statuses, molecular subtypes, histological grade, Oncotype DX and GGI risks, and node involvement were preserved when the predicted profiles were used (middle panels in Fig EV1A and B, Datasets EV3 and EV4).

**Figure 3:**
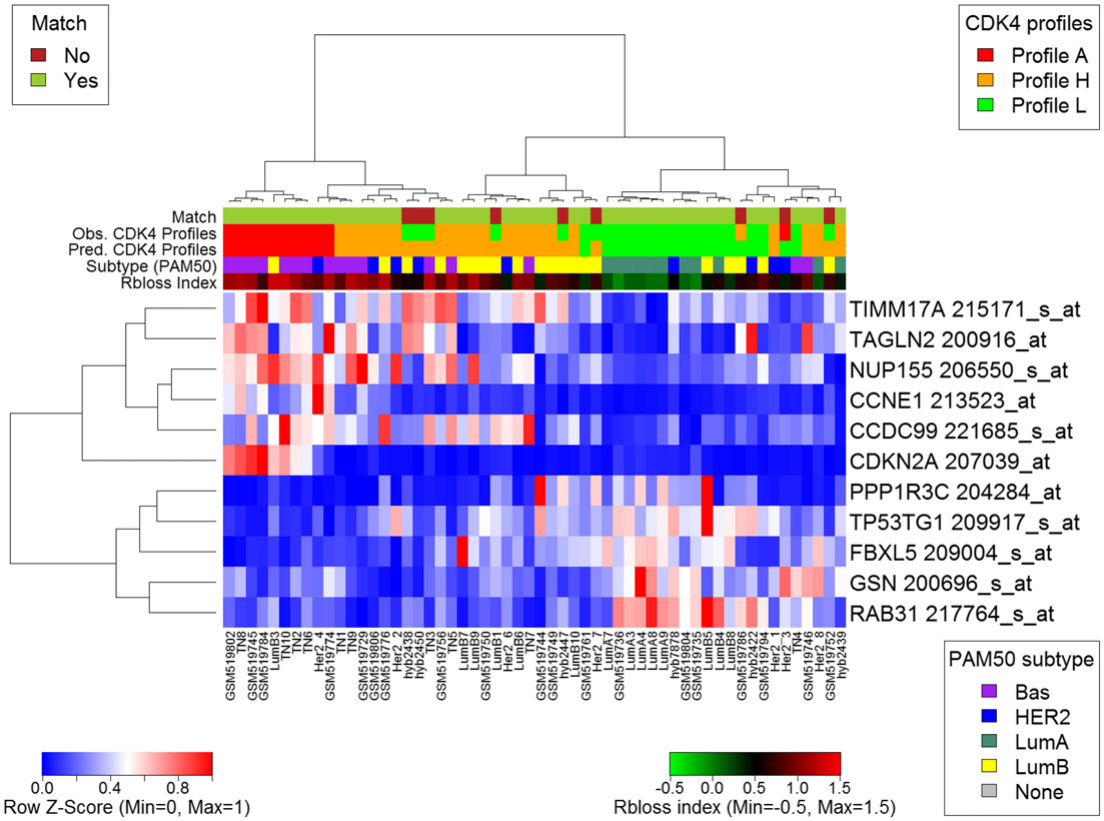
An optimized 11‐probe gene expression signature predicts the three CDK4 modification profiles in breast tumors RNA was extracted in parallel from the same tumor samples and quantified with the Affymetrix HG‐U133plus 2 platform. Heatmaps were drawn with the heatmap.plus R package using the normalized expression values of the optimal 11 probe sets predicting the CDK4 modification profiles corresponding to the 56 breast tumors analyzed in this study. Displayed above each heatmap are the Rb loss index (Ertel *et al*, 2010), the molecular subtype defined with the genefu package based on each sample PAM50 expression value, the observed and predicted CDK4 modification profiles, and the matches between them.

The consistency and prognostic values of these observations were extended to a cohort of 4,034 gene expression profiles from unique patients published in GEO and ArrayExpress (see Dataset EV1 for the summary of the demographic distributions of clinical parameters of these tumors and Dataset EV8 for detailed clinical records). The classification of the tumors in three clusters (Fig EV4A) and the association of the predicted CDK4 profiles with clinical parameters were similar to those observed in our exploratory cohort (lower panels in Fig EV1A and B, Datasets EV3 and EV4). In these 4,034 patients, CDK4 profile A was predicted in 70% of triple‐negative tumors, 18% of HER2‐positive tumors, and 5% of ER‐positive tumors (lower panels in Fig EV1A and B). In contrast, profile L tumors were enriched in low‐risk categories (Oncotype DX score) or grade (GGI) (Fig EV1B). The relapse‐free probability was lower in tumors with profile A or H than in those with profile L (Fig EV4B).

**Figure EV4:**
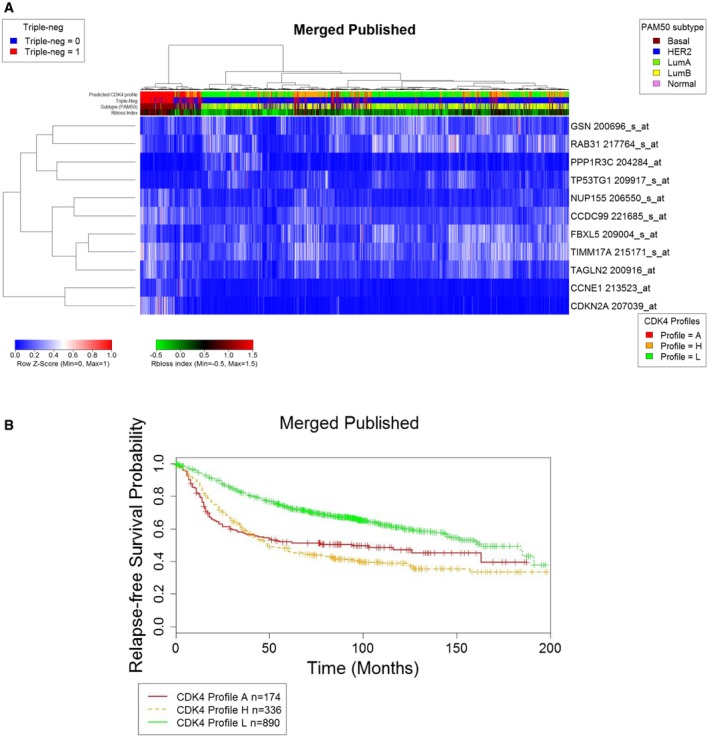
The 11‐probe predictor of CDK4 modification profiles classifies 4,034 breast tumors and is associated with their relapse hazard The published expression levels of the 11 selected genes (see Dataset EV7 for the probes) of the CDK4 modification profile predictor are displayed for 4,034 tumors analyzed with the Affymetrix HG‐U133 plus2 or HG‐U133A platforms. The heatmap was drawn with the heatmap.plus R package using the fRMA‐normalized expression values of the 11 probes. Displayed above the heatmap are the predicted CDK4 modification profiles, the triple‐negative status, the molecular subtype defined with the genefu package by the PAM50 expression value, and the Rb loss index computed as reported by Knudsen's laboratory (Ertel *et al*, 2010).The association of the predicted CDK4 modification profile type with relapse hazard was estimated using the Survival package in R in a cohort of 1,400 non‐redundant patients with available survival data and gene expression profiles published before September 2009.

### The presence or absence of phosphorylated CDK4 correctly predicts the sensitivity to PD0332991 in 20 breast cancer cell lines

Next, to relate the CDK4 modification profiles to PD0332991 sensitivity in breast cancer cell lines, we selected 20 previously studied cell lines (Finn *et al*, 2009; Barretina *et al*, 2012; Garnett *et al*, 2012). Our selection represents the whole spectrum of PD0332991 sensitivities and includes different breast cancer molecular subtypes, as well as pRb and p16 status (Dataset EV9). We adapted our BrdU incorporation assay (Roger *et al*, 1992) into a 96‐well format to directly determine the effect of PD0332991 on the rate of S phase entry (Fig 4A). To compare our data to published results, we completed these measurements with sulforhodamine and MTT assay data (Fig 4C). PD0332991 reduced in a concentration‐dependent manner the proportion of DNA‐replicating cells in 14 of these 20 cell lines. This confirmed the reported effect of PD0332991 on proliferation (see Fig 4B for representative sensitive and insensitive cell lines and Appendix Fig S5A–E for all the 20 selected cell lines). Only the HER2‐positive HCC1954 cell line was sensitive in our hands (Appendix Fig S5A and Dataset EV9), while it is insensitive in Finn's report (Finn *et al*, 2009) and partially sensitive in Kang's work (Kang *et al*, 2014). The lower IC_50_ values (5–50 nM) observed with the BrdU incorporation assay (Dataset EV9) were close to the PD0332991 IC_50_ on CDK4 activity *in vitro* (11 nM; Toogood *et al*, 2005). The effect of PD0332991 on cell accumulation (sulforhodamine assay) and viability (MTT assay) was generally less marked (Fig 4C, Appendix Fig S5A–E). This indicates that PD0332991 is mainly cytostatic *in vitro*. The reduction of the proportion of cells in the S phase measured in the BrdU assay (Fig 4A–C) was either partial (as in MCF7, HCC1954 and BT474 cells) or complete (as in MDAMB231, ZR75‐1, and HCC1500 cells). In HCC1806 cells, this proportion was only slightly reduced to an average of 80% of the control value in five independent experiments (Fig 4C, Appendix Fig S5A). This cell line conserved residual sensitivity to the drug, as confirmed by a marked inhibition of pRb phosphorylations in response to PD0332991 (Fig EV5A). Whole protein extracts of these 20 cell lines in asynchronous growth phase were resolved by 2D‐gel electrophoresis and immunodetected by a CDK4 antibody (Fig 4D shows four representative cell lines and Appendix Fig S5A–E all cell lines). The T172‐phosphorylated CDK4 form 3 was detected in all sensitive breast cancer cell lines, including the partially sensitive HCC1806 (Fig 5, Appendix Fig S5A). Conceivably due in part to stimulation of their proliferation in the presence of serum (see Fig 1B for MCF7), no cell lines with phosphorylated CDK4 displayed profile L. On the other hand, phosphorylated CDK4 form 3 was undetectable (profile A) in the six cell lines that were completely insensitive to PD0332991 (Fig 5, Appendix Fig S5A–E). Therefore, the presence or absence of the T172‐phosphorylated CDK4 form correctly predicted the sensitivity or insensitivity to PD0332991 in these 20 cell lines.

**Figure 4:**
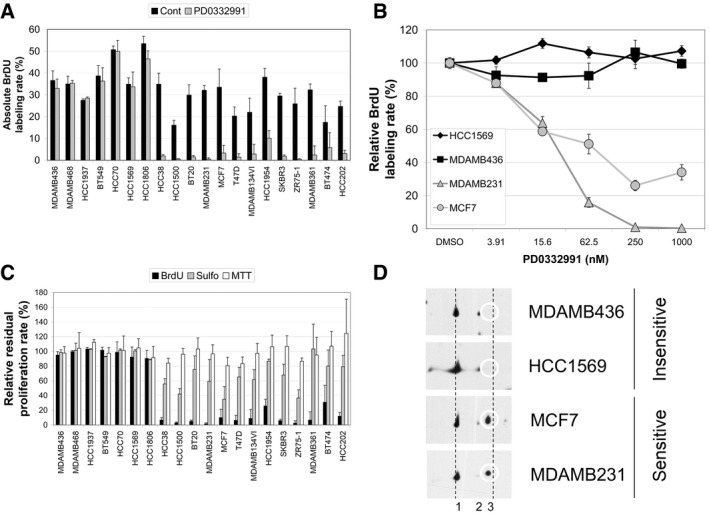
Sensitivity of 20 breast tumor cell lines to PD0332991 A–CThe effect of PD0332991 on the rate of S phase entry was assayed by pulse labeling the indicated cells for 1 h with BrdU as described in the Materials and Methods section. The proportions of BrdU‐positive cells in control asynchronous growth in the presence of 10% fetal bovine serum (Cont) or 24 h after challenge with 1 μM PD0332991 displayed in (A) are average values + SD from at least three independent experiments. In (B), typical concentration–action curves of PD0332991 are displayed for two sensitive and two insensitive cell lines. The relative proportion of BrdU‐stained cells is expressed as percent of the mean value ± SD of untreated control cells. In (C), the average values + SD of the residual proliferation rate after challenge with 1 μM PD0332991 (expressed as percent of the control value) were determined in at least three independent experiments using BrdU labeling after a 24‐h treatment, sulforhodamine assay after a 6‐day treatment, and MTT assay after a 48‐h treatment.DTypical Western blots of 2D‐gel electrophoresis profiles of proteins extracted from two sensitive and two insensitive breast cancer cell lines revealed with an anti‐CDK4 antibody. The position of the T172‐phosphorylated CDK4 form (spot 3) is circled.

**Figure EV5:**
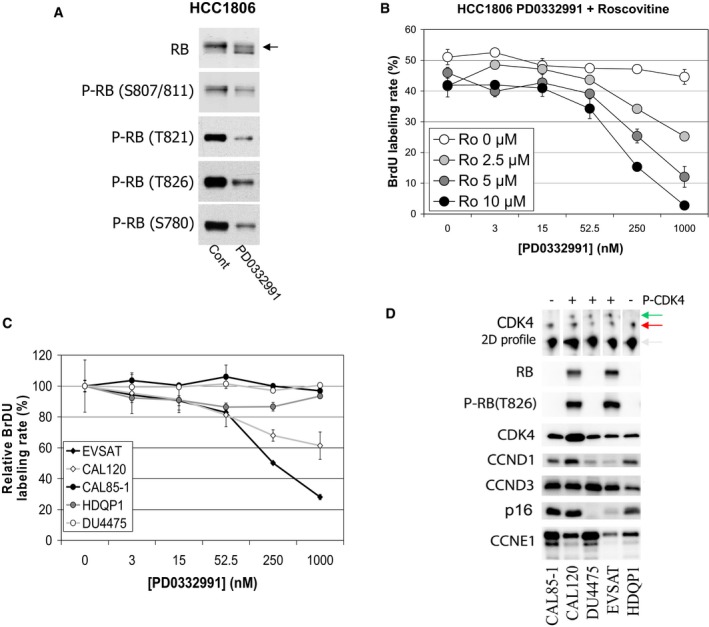
Characterization of PD0332991 sensitivity and proteomic profiles of HCC1806, CAL85‐1, CAL120, DU4475, EVSAT, and HDQP1 breast cancer cell lines Effect of PD0332991 on different phosphorylations of pRb. HCC1806 cells were cultured in the presence of 10% FBS and challenged with or without (Cont) 250 nM PD0332991 for 24 h. pRb and its phosphorylations were immunodetected after SDS–PAGE of whole‐cell extracts. The arrow indicates the band corresponding to hyperphosphorylated pRb.Effects of the combined administration of increasing concentrations of PD0332991 and R‐roscovitine (Ro) on the proportion of BrdU‐incorporating HCC1806 cells. Treatment and BrdU labeling are as in Fig 4. Values are mean ± SD from triplicates.Effect of increasing concentrations of PD0332991 on the DNA synthesis rate of CAL85‐1, CAL120, DU4475, EVSAT, and HDQP1 breast cancer cell lines. Treatment and BrdU labeling are as in Fig 4. Relative proportion of BrdU‐labeled cells is expressed as % of the mean value of untreated control cells. Values are mean ± SD from triplicates.CDK4 modification profile and expression of cell cycle regulatory proteins in CAL85‐1, CAL120, DU4475, EVSAT, and HDQP1 breast cancer cell lines. Total protein extracts from asynchronous cells in culture were resolved by SDS–PAGE or 2D‐gel electrophoresis and detected with the indicated antibodies. The position of the T172‐phosphorylated form of CDK4 is indicated by a green arrow. Grey and red arrows indicate the non‐phosphorylated forms of CDK4 corresponding to spots 1 & 2, respectively. Chemiluminescence was imaged with a Vilber Lourmat Fusion Solo camera.

**Figure 5:**
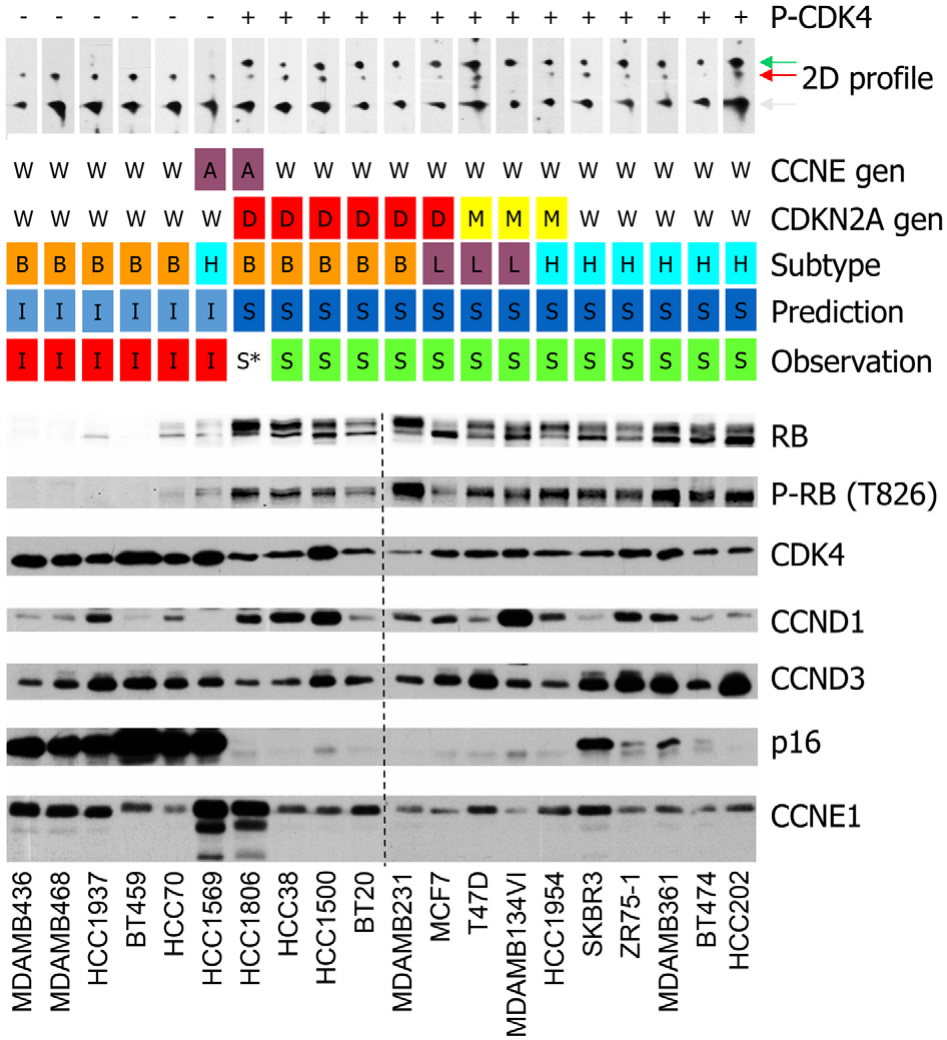
Proteomic profiling of breast cancer cell lines shows that the presence of the T172‐phosphorylated CDK4 predicts sensitivity to PD0332991 Proteins from total extracts were resolved by SDS–PAGE and detected with the indicated antibodies. For each detection, the vertical broken line separates the two blots that were identically processed in parallel. Proteins from total extracts were also resolved by 2D‐gel electrophoresis and detected with an anti‐CDK4 antibody (the T172‐phosphorylated CDK4 is indicated by a green arrow in 2D profile; the non‐phosphorylated CDK4 forms corresponding to spots 1 & 2 are indicated by grey and red arrows, respectively). The following are indicated for each cell line: *CDKN2A* and *CCNE1* genomic locus status according to the Cosmic database (W, wild‐type; D, homozygous deletion; M, methylation; A, amplification), the corresponding intrinsic molecular subtypes defined by PAM50 gene expression profiles (B, basal‐like; H, HER2‐positive; L, luminal), and the observed and predicted PD0332991 sensitivity (I, insensitive; S, sensitive).Source data are available online for this figure.

The CDK4 modification profiles of the 20 cell lines were also compared to the immunodetection of key cell cycle regulatory proteins (Fig 5). The relation of the expression of these proteins to the sensitivity of the cells to PD0332991 was more ambiguous than was the phosphorylation of CDK4. Indeed, pRb was present not only in all the sensitive cell lines and in HCC1806 cells, but also at lower levels in three of the six insensitive cell lines (HCC1937 and HCC70, which harbor different pRb mutations, and HCC1569). It was undetectable in the other three resistant cell lines, which is consistent with their loss of the *RB1* locus (BT549 and MDAMB468) or with a frame shift mutation of *RB1* (MDAMB436) reported in the Cosmic database (cancer.sanger.ac.uk; Forbes *et al*, 2015). pRb was phosphorylated on T826 to different extents in all the sensitive cell lines, including the BT20 cell line with the pI388S and pP515L Rb mutations. However, it was also detectable in the insensitive HCC70 and HCC1569 cells and in the partially resistant HCC1806 cells. In the HCC1569 and HCC1806 cell lines, very high levels of cyclin E1 were detected, consistent with amplification of their *CCNE1* genomic locus (Cosmic database). Cyclin D1 levels were lower in most of the insensitive cell lines, except for HCC1937 cells. CDK4 levels tended to be higher in insensitive lines (Fig 5). Finally, in several PD0332991‐sensitive cell lines, p16 was undetectable due to deletion of the *CDKN2A* locus (e.g., MCF7) or to its methylation (e.g., T47D and MDAMB134VI; Hui *et al*, 2000). It was detectable in four of the five sensitive cell lines in which the *HER2* locus is amplified (SKBR3, ZR75‐1, MDAMB361 and BT474). p16 was strongly elevated in all the insensitive cell lines lacking pRb expression (Fig 5), as reported (Parry *et al*, 1995; Witkiewicz *et al*, 2011). Strikingly, it was also elevated in two cell lines that have detectable pRb phosphorylation (HCC70 and HCC1569). Also remarkably, in the partially resistant HCC1806 cells with strong cyclin E1 expression, p16 was absent due to deletion of the *CDKN2A* locus (Cosmic database). To test whether the probably increased CDK2/1 activity in this cell line can bypass the need for CDK4 activity in initiating DNA synthesis, we treated HCC1806 cells with increasing concentrations of PD0332991 in the presence of R‐roscovitine concentrations that block the activity of CDK2 and CDK1 (Meijer *et al*, 1997). As shown in Fig EV5B, roscovitine indeed dose dependently increased the sensitivity of HCC1806 cells to PD0332991. Overall, the presence of T172‐phosphorylated CDK4 more accurately predicted the sensitivity to PD0332991 than the expression levels of cell cycle markers.

### Prediction of PD0332991 sensitivity in breast cancer cell lines using gene expression profiles

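RNA from 20 breast cancer cell lines was hybridized on Affymetrix Human Genome U133 Plus 2.0 arrays, with 1 array per line. The panel held 6 lines with profile A, in which the T172-phosphorylated form of CDK4 was undetectable, and 14 lines with profile H, in which this form was abundant. Of the profile A lines, 5 are listed as basal and 1 (HCC1569) as HER2, and of the profile H lines, 5 are listed as basal, 6 as HER2 and 3 as luminal. The PAM50 row of Appendix Fig S7 differs from these labels for 5 lines: HCC1569 is basal there, HCC1500 (labeled basal), BT474 and ZR751 (labeled HER2) are luminal A and MDAMB231 (labeled basal) is luminal B. Comparisons within basal lines or by subtype use the labels. For PD0332991 (palbociclib, an inhibitor of CDK4 and CDK6), Dataset EV9 lists an IC50 above 1000 nM in every profile A line and of 3 to 25 nM (median 15 nM) in the profile H lines. The medium was DMEM for 2 profile A and 4 profile H lines and RPMI for the others. The methods name more than 1 site for the hybridization, and an effect of the site was not tested.

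The authors processed the scans with frozen RMA, which subtracts the background, normalizes every array to a fixed reference distribution and summarizes the probes of a probe set by median polish. The deposited log2 values of 22215 probe sets ranged from 4.23 to 14.68, and the median of an array lay between 7.07 and 7.15. The platform annotation gave 1 gene for 19065 of these probe sets (11963 genes), several genes for 1043 and none for 2107. Arrays correlated with each other at 0.903 (median over all pairs), and no pair held identical values. Intensities are 2 to the power of the deposited value, since the methods give signal intensities. Each line counts as 1 replicate of its profile. Each SD thus measures the spread between cell lines, and p-values from limma and the permutation tests rest on it. Single genes were compared with a two-sided exact permutation test of the rank sum over all splits of the lines into groups of 6 and 14, adjusted by the Benjamini-Hochberg method, and all probe sets together with limma. The number of arrays limits the precision. In simulated data with the spread of these 20 lines, limma recovered 62% of the probe sets shifted by 1 on the log2 scale and 94% of those shifted by 2, with 200 of 22215 probe sets shifted. The simulated probe sets were independent with normal errors, and many shifted probe sets ease the adjusted threshold. These shares therefore need not hold for the real comparison. There, *RB1* differed by -2.44 on the log2 scale and did not pass in limma (adjusted p = 0.237).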

Next, we explored whether our tumor‐based prediction tool can predict CDK4 modification profiles and PD0332991 sensitivity when applied to the gene expression profiles acquired from RNA extracted from our panel of 20 cell lines (accession GSE87006). The distributions of expression values of the 11 genes were generally similar to those observed in the tumors with the corresponding profiles A and H (Appendix Fig S6). 

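Of the 11 signature genes, 7 differed between profiles A and H in the same direction in the 20 cell lines as in the reference values that Dataset EV6 gives for the tumors, by the ratio of mean intensities; by the difference of mean log2 values 8 did, *RAB31* in addition. *CDKN2A*, which encodes the CDK4 inhibitor p16, had the largest difference in both. The ratio of its mean intensity in profile A to that in profile H was 3.42 on the log2 scale in the lines and 3.29 in the paper's reference values. For *CCNE1*, which encodes the CDK2 partner cyclin E1, the log2 ratios were 1.36 in the lines and 1.30 in the paper's reference. *TAGLN2* (0.92 in the lines, 0.50 in the paper's reference), *NUP155* (0.77 and 0.24) and *CCDC99* (0.56 and 0.10) were also higher with profile A in both, and *TP53TG1* (-1.18 and -0.97) and *FBXL5* (-0.25 and -0.47) were lower in both.

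By the ratio of mean intensities the other 4 genes ran in opposite directions. *PPP1R3C*, a regulatory subunit of protein phosphatase 1 that acts on glycogen, had a log2 ratio of 0.25 in the lines and -0.90 in the paper's reference. The log2 ratios of *TIMM17A* (-0.27 and 0.23), *GSN* (-0.27 and 0.12) and *RAB31* (-0.01 and 0.07) were small on both sides. None of these 4 genes passed the exact permutation test between the profiles in the lines, with adjusted p-values from 0.416 (*TIMM17A*) to 0.968 (*RAB31*). Dataset EV6 gives the reference values without an error, and the spread between tumors was not used here.

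**Figure D1:**
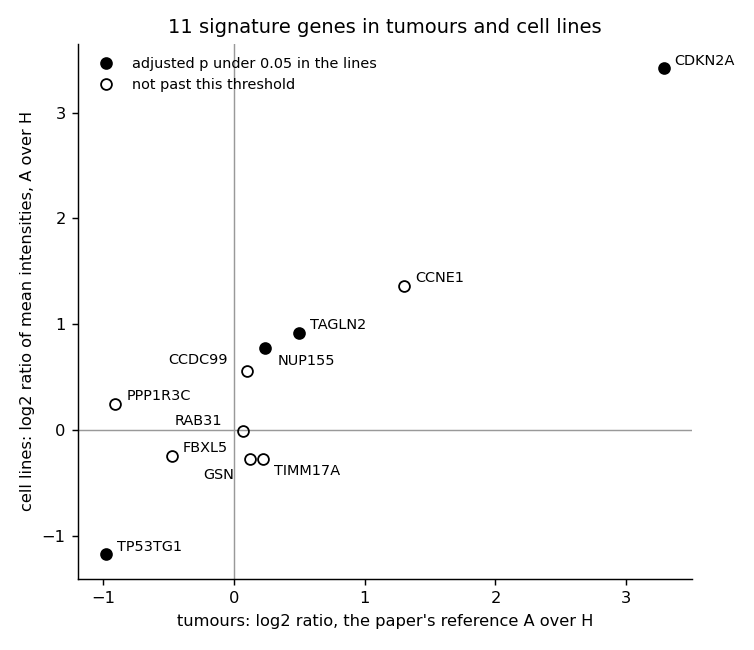
Each point is 1 of the 11 signature genes. The x axis gives the log2 ratio of the paper's tumor reference values, profile A over profile H, and the y axis gives the log2 ratio of mean intensities in 6 profile A and 14 profile H cell lines. Filled points are the 4 genes with an adjusted p under 0.05 in the lines (*CDKN2A*, *TAGLN2*, *NUP155* and *TP53TG1*), and all 4 lie in the quadrants of shared direction.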

The difference reached statistical significance in cell lines *NUP155* and *TAGLN2*, but it was less significant in *CCNE1* (*P* = 0.069) and not significant in *FBXL5* (*P* = 0.187). 

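*NUP155*, a component of the nuclear pore, and *TAGLN2*, an actin-binding protein, were higher in the profile A lines, and so was *CDKN2A*, while *TP53TG1* was lower. The intensity of *NUP155* was 1108 ± 276 (SD, n = 6 lines) in profile A and 649.8 ± 247 (SD, n = 14) in profile H, that of *TAGLN2* was 3294 ± 1394 and 1743 ± 639.7, and that of *TP53TG1* was 166.5 ± 88.8 and 377 ± 172. *CDKN2A* was at 1137 ± 529 in profile A and 106.2 ± 96.8 in profile H, and the lowest profile A line lay above the highest profile H line. On the log2 scale the differences were 0.84 for *NUP155* (exact permutation test, adjusted p = 0.0132), 0.93 for *TAGLN2* (adjusted p = 0.00588), 3.90 for *CDKN2A* (adjusted p = 0.000619) and -1.18 for *TP53TG1* (adjusted p = 0.0461). The adjustment was over the 11 signature genes and *MKI67*.

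*CCNE1* was at 729.6 ± 829.3 (SD, n = 6) in profile A and 283.4 ± 139.4 (SD, n = 14) in profile H. On the log2 scale the difference was 1.02, with SDs of 1.19 in profile A and 0.74 in profile H. It did not pass a permutation test of mean log2 values (adjusted p = 0.0626) or the exact permutation test of the rank sum (p = 0.0757, adjusted p = 0.182). *FBXL5*, a ubiquitin ligase subunit that regulates iron metabolism, was at 935.4 ± 274.4 and 1110 ± 246.5, a difference of -0.27 on the log2 scale (p = 0.207, adjusted p = 0.356 from the same exact test). Within the 10 basal lines, *CDKN2A* and *TAGLN2* passed the exact permutation test (adjusted p = 0.0476 for each) and *NUP155* (0.381) and *TP53TG1* (0.452) did not. The call for *TP53TG1* was also lost with the Kruskal-Wallis approximation (adjusted p = 0.0503) or without HCC1806 (0.0659), and when limma was adjusted over all 22215 probe sets *CDKN2A* alone of these genes passed (adjusted p = 0.0255). That limma call for *CDKN2A* ended without BT474, HCC1500, MCF7 or ZR751 (adjusted p from 0.0516 to 0.0605), omissions chosen after seeing the data.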

As for the tumors, the hierarchical clustering of the 20 cell lines based on the expression levels of the 11 probes was consistent with their observed CDK4 proteomic profiles (Appendix Fig S7). Moreover, the predicted and observed CDK4 modification profiles were perfectly concordant (Appendix Fig S7).

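On the 11 probe sets, all 6 profile A lines fell in 1 of the 2 main branches, together with 6 profile H lines, and the other branch held profile H lines alone. The profile H lines in the branch of the profile A lines were BT20, HCC1806, HCC38 and MDAMB231, which are listed as basal, HCC1954, listed as HER2, and T47D, listed as luminal. Thus 14 of the 20 lines lay in the branch of their own profile (Fisher's exact test, two-sided, p = 0.0419). As many would match if all 20 lines were called profile H. The clustering used complete linkage on Euclidean distances of log2 values, with each probe set centred and scaled. The branch of the profile A lines also took in SKBR3 with Ward's method (13 lines in their own branch, exact p = 0.0515) and SKBR3 and HCC202 with average linkage (12 lines, exact p = 0.115). With linear values, centred and scaled, HCC1569 left it (13 lines, exact p = 0.157). Without scaling more lines lay with their own profile: 15 on log2 values (exact p = 0.0141), and 17 on linear values (exact p = 0.0175), where the branch held 3 of the 6 profile A lines and no profile H line. With each probe set scaled from 0 to 1, a setting chosen after seeing the data, 18 lines did so on log2 values (exact p = 0.00219; SKBR3 joined the branch and HCC1937 left it) and 16 on linear values (exact p = 0.0609).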

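Every one of the 20 lines was closest to the tumor centroid of its observed profile: all 6 profile A lines to centroid A and all 14 profile H lines to centroid H (Fisher's exact test, two-sided, p = 2.58e-05). No line was closest to the centroid of profile L. Profile A lines were less similar than profile H lines to centroids H and L. The Spearman coefficient with centroid H was 0.585 ± 0.192 (SD, n = 6) in profile A lines and 0.844 ± 0.056 (SD, n = 14) in profile H lines (exact permutation test, adjusted p = 0.000215), and that with centroid L was 0.162 ± 0.259 and 0.613 ± 0.115 (the same adjusted p). The coefficient with centroid A was 0.708 ± 0.150 and 0.632 ± 0.130, a difference within the spread between lines (adjusted p = 0.198 from the same exact test).

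The coefficient with centroid A minus that with centroid H was 0.123 ± 0.095 in profile A lines and -0.212 ± 0.097 in profile H lines, without overlap. It was largest in HCC1569 (0.291), a line with amplified *CCNE1*, and smallest among profile A lines in MDAMB436 (0.0091), where the 2 coefficients almost tied. Among profile H lines it was lowest in HCC202 (-0.336). MDAMB436 was assigned to profile H when *GSN*, *TP53TG1* or *PPP1R3C* was left out, and its 2 coefficients tied without *CCNE1*. With Pearson correlation of linear values, 18 lines matched and HCC1954 and SKBR3 were assigned to profile A.

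**Figure D2:**
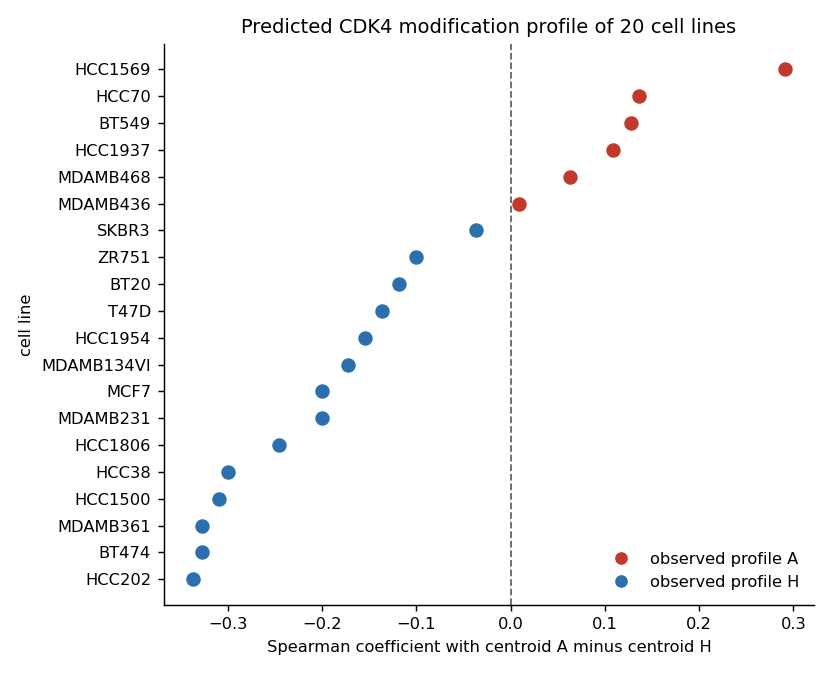
For each of the 20 cell lines, the x axis gives the Spearman coefficient of its 11 probe sets with tumor centroid A minus that with centroid H, and the color gives the observed CDK4 modification profile. All 6 profile A lines lie above 0 and all 14 profile H lines below it, and MDAMB436 (0.0091) lies nearest to 0.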

As the predicted profile perfectly matched the sensitivity of these 20 cell lines to PD0332991, we extended the validation of our prediction tool to the published gene expression data of breast cancer cell lines that had been acquired with the Affymetrix HG‐U133 plus2 platform (which we used to profile our samples). 

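The 6 lines predicted as profile A were the 6 lines insensitive to PD0332991, and the 14 lines predicted as profile H were the 14 sensitive ones, HCC1806 with its partial response included. *CDKN2A* was the gene on which this match rested most. When its probe set was left out, 14 of the 20 lines were still assigned to their profile, among them 2 of the 6 profile A lines (BT549, HCC1937, HCC70 and MDAMB436 were missed), and the match was no longer past the threshold (Fisher's exact test, p = 0.549). Leaving out any other gene kept 17 to 20 lines, with *RAB31* at the lower end and *TAGLN2* and *CCDC99* at the upper. Without *TAGLN2*, 1 of the 20 matched lines had its 2 highest coefficients tied. A threshold set on these same lines for 1 gene at a time could separate all 20 lines with *CDKN2A*. It placed 19 correctly with the brighter probe set of *RB1*, a gene outside the signature, 18 with *TAGLN2*, 17 with *NUP155* or *TP53TG1* and 15 with *CCNE1*. Assigning every line to profile H would already place 14 correctly, as many as matched without *CDKN2A*.

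The IC50 of the 14 sensitive lines takes few values, with many ties, so a relation could be missed. None of the 11 genes, *MKI67* or the difference between the coefficients with centroids A and H passed the threshold in a correlation with it. By Spearman's rho the closest was *TAGLN2*, at 0.501 (permutation test, p = 0.0713, adjusted p = 0.886 over 13 measures), with a Pearson's r of 0.361 (p = 0.203), or 0.423 without the 2 lines farthest from its median. By Pearson's r it was *PPP1R3C*, at 0.382 (permutation test, p = 0.183, adjusted p = 0.941), or 0.575 without the 2 farthest lines. The IC50 of the insensitive lines is known as a bound and was not correlated. Because the predicted profile matched the sensitivity of the 20 lines, the paper extends the test of its tool to published expression data of breast cancer cell lines.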

The profiles of 52 cell lines, including the 20 cell lines analyzed in this work, were available. We compared the predicted CDK4 modification profile to the reported PD0332991 sensitivity of the cell lines analyzed by Kang with BrdU labeling (Kang *et al*, 2014), then of the cell lines analyzed by Finn (Finn *et al*, 2009), and finally of the cell lines analyzed at the Broad Institute or Sanger Institute (Barretina *et al*, 2012; Garnett *et al*, 2012). As summarized in Fig 6, the concordance rates between the observed and predicted CDK4 profiles ranged between 88 and 95% in the five studies that had at least 10 cell lines in common with those we used (top 5 rows of the figure). The concordance rates between the predicted CDK4 profiles and the observed PD0332991 sensitivity ranged between 88.2 and 100% in nine studies that had analyzed at least 10 cell lines. The consensus of predicted profiles matched the observed sensitivity in all the cell lines except for SKBR3, AU565 (established from the same patient as SKBR3), DU4475, and CAL120 (concordance rate of 92.3% in the 52 cell lines). Nevertheless, the CDK4 profile and PD0332991 sensitivity were correctly predicted in our transcriptomic profile of SKBR3 (GSE87006; Fig 6) and in one of three transcriptomic profiles (GSE36133) in AU565 (Fig 6). 

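SKBR3, a HER2-positive line with profile H, had a Spearman coefficient of 0.827 with centroid H and 0.791 with centroid A, and the difference of -0.0364 was the closest to 0 of the 14 profile H lines. Its *CCNE1* intensity of 596.5 was the highest among the 18 lines without a listed *CCNE1* amplification. SKBR3 was assigned to profile A with Pearson correlation of linear or log2 values and when *CDKN2A* or *NUP155* was left out, and it no longer matched with Kendall's tau. SKBR3 was measured on 1 array, so the error of its coefficients is not known. AU565 was not analysed here.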

The prediction was generally robust even if the data came from different sources. Indeed, in 45 cell lines out of 52 (86.5%) all predictions converged to a single profile typical of the respective cell lines.

**Figure 6:**
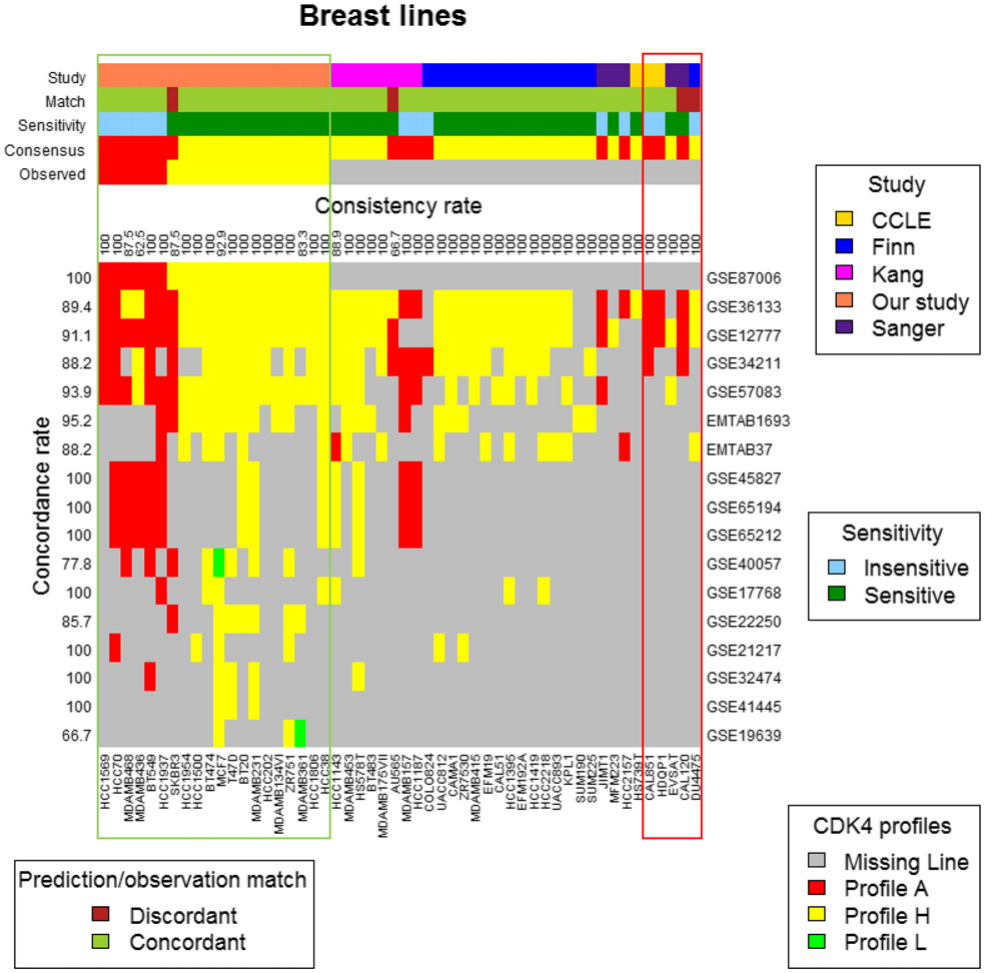
The 11‐probe gene expression predictor predicts PD0332991 sensitivity in 52 breast tumor cell lines The CDK4 modification profiles were predicted in 52 cell lines with known PD0332991 sensitivity by comparing the gene expression of the 11 selected probes to the three representative reference centroids. These expression values were extracted from 17 published studies in which the Affymetrix HG‐U133 plus2 platform was used (accession numbers are in the rightmost column). The different studies reporting the effect of PD0332991 on growth or cell cycle entry are color‐coded in the first row. The concordance (Match) between the most frequently predicted CDK4 profile for each cell line (Consensus) and PD0332991 sensitivity is color‐coded in the second row. PD0332991 sensitivity is color‐coded in the third row. This parameter was defined based on the published data, except for the first 20 cell lines (green box) and DU4475, CAL120, CAL85‐1, HDQP1, and EVSAT cells (red box), for which our own BrdU labeling data were used. The last two rows of the upper part of the figure illustrate the most frequently predicted CDK4 modification profile (consensus) and the observed CDK4 profile. At the top of the chart (consistency rate), we report the proportion of CDK4 modification profiles that were consistent with the most frequently predicted CDK4 profile. The leftmost column (concordance rate) reports the proportion of predicted CDK4 modification profiles that were concordant with sensitivity of the cell line to PD0332991.

As the published sensitivity diverged from the predicted CDK4 modification profiles in the cell lines DU4475 and CAL120 and was uncertain in CAL85‐1, EVSAT and HDQP1, we re‐analyzed the effect of PD0332991 on the S phase entry in these models (Fig EV5C). We determined in parallel their CDK4 modification profiles by 2D‐gel electrophoresis and the expression of key cell cycle proteins (Fig EV5D). PD0332991 reduced DNA synthesis in EVSAT and CAL120 cells. The other three cell lines were confirmed to be insensitive to the drug, and no pRb was detected in them. This was consistent with the reported loss of *RB1* locus in DU4475 and HDQP1 cells (Robinson *et al*, 2013) and with its mutation in CAL85‐1 cells as described in the canSAR database (Tym *et al*, 2016). The predicted presence or absence of CDK4 phosphorylation was consistent with its detection in these cell lines except for CAL120. In this partially sensitive cell line, unlike the prediction, CDK4 phosphorylation was clearly detected but with profile L. pRb was normally present and phosphorylated, but p16 levels were as elevated as in most insensitive pRb‐deficient cells (Fig EV5D). This high p16 level was associated with stronger CDK4 expression, consistent with the *CDK4* amplification reported in the Cosmic database. This unexpectedly strong *CDKN2A* expression had likely affected the final prediction in CAL120 cells. Interestingly, a high transcript level of *CDKN2A* was consistently observed in all the tumor cell lines with *CDK4* amplification and high levels of *CDK4* transcript reported in Cosmic database. The opposite was observed in DU4475 cells, in which phosphorylation of CDK4 was correctly predicted by our gene expression signature, but it was associated with pRb loss and total insensitivity to PD0332991 (Fig EV5). In contrast to all the other pRb‐deficient cells that we analyzed, p16 was undetectable in this cell line (Fig EV5D), which is consistent with the methylation status of its *CDKN2A* promoter (Hui *et al*, 2000). Overall, the only confirmed discrepancies between the predicted CDK4 modification profiles and PD0332991 sensitivity in the 52 cell lines were found in the cell lines CAL120 and DU4475. These discrepancies could have been due to a particular molecular alteration (amplification of *CDK4* locus leading to high p16 accumulation) or to the exceptional combination of *RB1* locus loss and *CDKN2A* promoter methylation.

Finally, we examined in the TCGA breast data set the frequency of the molecular defects or their combinations that compromised the prediction of the CDK4 modification profile or its association with PD0332991 sensitivity in the cell lines. Amplification of *CCNE1* associated with strong *CCNE1* expression was identified in 33 out of 1,075 tumors (3.1%). Only one tumor with *CCNE1* amplification also had a *CDKN2A* locus deletion associated with weak expression of *CDKN2A* (0.1%), as observed in HCC1806 cells. Amplification of *CDK4* associated with strong *CDK4* expression was seen in 14 tumors (1.3%), but only eight of them displayed strong expression of *CDKN2A* (0.7%), as observed in CAL120 cells. Finally, out of 655 tumors with available mRNA expression, copy number variation, and mutation data, only two tumors had either a deletion or truncating mutation of *RB1* and a low expression of *CDKN2A* (0.3%) as observed in DU4475 cells.

## Discussion

Palbociclib (PD0332991) is the first CDK4/6 inhibitor approved by the FDA and EMA for treatment of advanced ER‐positive breast cancer. Although positive estrogen receptor status was chosen as the only clinical criterion to select eligible patients, a better biomarker is desirable. Indeed, a substantial proportion of patients rapidly progressed upon treatment in the PALOMA‐3 study (Cristofanilli *et al*, 2016), and most HER2‐positive and some triple‐negative cell lines are also sensitive to palbociclib (Finn *et al*, 2009; Ertel *et al*, 2010). Based on the study of cancer cell lines, loss of pRb function by gene deletion or mutation, amplification of *CCNE1,* and high p16 expression were often associated with resistance to the drug (Dean *et al*, 2010; Ertel *et al*, 2010; Asghar *et al*, 2015). On the other hand, amplification of *CCND1* was associated with sensitivity (Finn *et al*, 2009). Nevertheless, none of these markers alone could unequivocally predict the response to palbociclib in all cases (Finn *et al*, 2015). Our proteomic and genomic data confirmed this conclusion and extended it to gene expression‐based indexes, including risk and grade prediction scores (GGI, Oncotype DX) and RB LOH or loss predictors. Like other kinases, the activity of CDK4 requires its phosphorylation in the activation segment (T‐loop) (Kato *et al*, 1994a,b). CDK4‐activating T172 phosphorylation is the rate‐limiting event directly regulated by mitogenic and oncogenic cascades (Bockstaele *et al*, 2006b; Paternot *et al*, 2010; Bisteau *et al*, 2013). By contrast, because CDK6 lacks the critical proline that uniquely follows the phosphorylated T172 in CDK4, the activating phosphorylation (T177) of CDK6 is either undetectable or weak and constitutive (Bockstaele *et al*, 2009). For this reason, and because no T177‐phosphospecific CDK6 antibody is currently available, we focused on the analysis of the CDK4 activation. This is the first study to evaluate in tumors and their cell line models the modification profile of CDK4 as a biomarker of the presence of active CDK4 and thus of potential sensitivity to palbociclib.

For the first time, and unexpectedly, we observed that the T172‐phosphorylated CDK4 form was absent in a subset of rapidly proliferating tumors and that it was also absent in the PD0332991‐resistant cell lines. As T172 phosphorylation is required for the opening of the catalytic cleft of CDK4 and its activity, these observations illustrate that engagement of breast tumor cells in the cell cycle can be dependent on or independent of CDK4 activity, as foreseen by previous cell cycle models (Alevizopoulos *et al*, 1997; Lukas *et al*, 1997). Therefore, the absence of CDK4 phosphorylation seems to be the most general and direct biochemical marker of insensitivity to CDK4/6 inhibitors. In this study, we were also surprised by the high variability of the relative proportion of the T172‐phosphorylated form of CDK4 in breast tumors. The distinction between tumors with high or low relative abundance of the phosphorylated CDK4 (profile H and profile L, respectively) proved to be relevant both biologically and clinically: Profile L is strongly enriched in low and intermediate risk and grade tumors, less proliferative tumors, and luminal A tumors.

It is noteworthy that other proposed biomarkers, including detection of pRb (Knudsen & Wang, 2010; DeMichele *et al*, 2015) or its phosphorylation, may not predict palbociclib sensitivity as well as the CDK4 modification profile. The pRb protein was detected in three of six insensitive cell lines, and it was phosphorylated in two of them. Indeed, pRb can be phosphorylated by other kinases, including CDK2 (e.g., in HCC1569 cell line lacking CDK4 phosphorylation). Moreover, mutation of pRb does not always preclude its phosphorylation (Otterson *et al*, 1999), as observed here in BT20 and HCC70 cell lines. On the other hand, we confirmed in several cell lines the association between strong p16 (*CDKN2A*) expression, pRb inactivation, and insensitivity to PD0332991 (Finn *et al*, 2009; Ertel *et al*, 2010). However, high or moderate p16 levels and *CDKN2A* expression were also observed in palbociclib‐sensitive CAL120 and SKBR3 cells, whereas p16 was absent in DU4475 and HCC1806 cells that were completely or partially resistant to PD0332991.

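*CDKN2A* RNA was high in all 6 insensitive lines, whether or not *RB1* RNA was low. *RB1* RNA was lowest in MDAMB468 (intensity 22.5) and BT549 (32.4), which are listed with a deleted *RB1* locus, followed by MDAMB436 (198.8) and HCC1569 (504.7). These 4 lines lay below every sensitive line, the lowest of which was HCC1954, whereas HCC70 (655.7) and HCC1937 (677.6) lay within the range of the sensitive lines. The *CDKN2A* intensity was 2013 in BT549, 1542 in HCC70, 985 in HCC1937, 845.5 in HCC1569, 788.6 in MDAMB436 and 648.4 in MDAMB468. The highest *CDKN2A* intensity among the sensitive lines was 277 (HCC1954).

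*RB1*, by the brighter of its 2 probe sets in Dataset EV5, was at 348.6 ± 301.9 (SD, n = 6) in profile A and 1001 ± 277 (SD, n = 14) in profile H, a difference of -2.44 on the log2 scale (exact permutation test, adjusted p = 0.00433 over 21 probe sets of the CDK4 pathway). In the 4 lines listed with a deleted *RB1* locus or a mutation with deletion (BT549, MDAMB468, HCC70 and HCC1937) it was at 347 ± 369 (SD, n = 4), against 885.5 ± 326.8 (SD, n = 15) in the lines listed as wild type (exact permutation test, p = 0.0139). MDAMB436 is listed as wild type in Dataset EV9, while the text of the paper gives it a frame shift mutation of *RB1*; counted with the changed lines, these were at 317.4 ± 326.5 (SD, n = 5) against 934.6 ± 276.0 (SD, n = 14; exact p = 0.00206). With BT20, whose *RB1* status is listed as Multi and which is in neither of the first 2 groups, added to the 4 changed lines, the difference no longer passed (exact p = 0.142). The dimmer *RB1* probe set did not pass the exact permutation test between the profiles (difference of 0.02 on the log2 scale, adjusted p = 0.468) or by locus (p = 1.0 from the same test). Within basal lines the *RB1* difference was -2.97, with every profile A line below every profile H line. Its exact p of 0.00794 is the smallest that 5 against 5 lines allow, so the adjusted p of 0.0833 over 21 probe sets could pass 0.05 only together with other probe sets of small p.

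**Figure D3:**
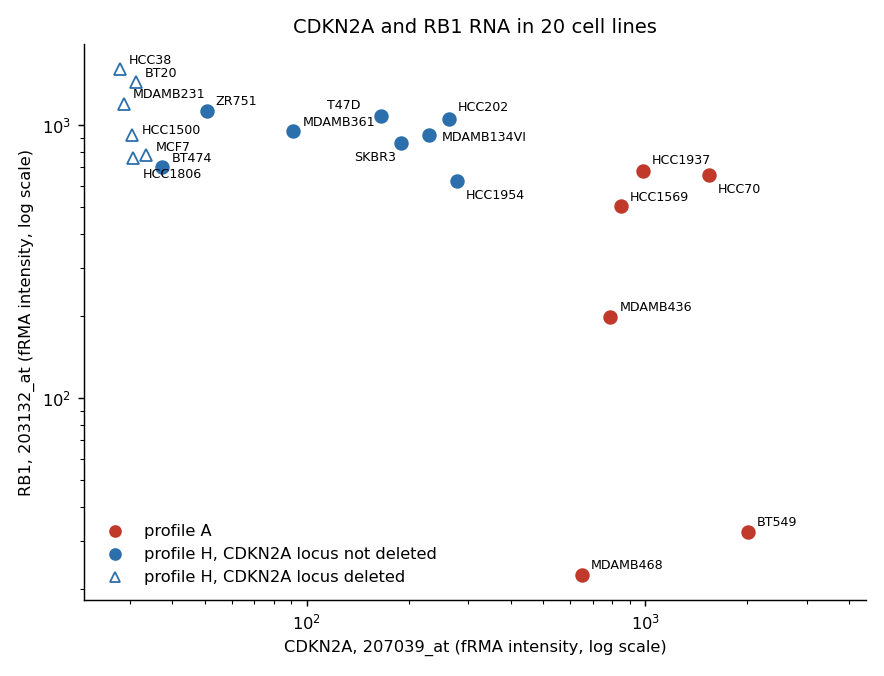
*CDKN2A* intensity (x axis, log scale) against *RB1* intensity (y axis, log scale) in each of the 20 cell lines. The 6 profile A lines (red) lie at 648.4 or above for *CDKN2A* and the 14 profile H lines (blue) at 277 or below, and the profile H lines with a deleted *CDKN2A* locus are drawn as open triangles. *RB1* is far lower in BT549 and MDAMB468 than in any other line.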

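Among the 14 profile H lines, *CDKN2A* RNA was lowest in the 6 lines with a deleted *CDKN2A* locus (BT20, HCC1500, HCC1806, HCC38, MCF7 and MDAMB231), at an intensity of 30.5 ± 1.95 (SD, n = 6). HCC1806 was among them at 30.7. SKBR3, where the locus is listed as wild type and unmethylated, was at 189.5, above the deleted lines and below every profile A line. The 4 lines with a methylated or partly methylated locus (HCC1954, MDAMB134VI, T47D and ZR751) were at 180.7 ± 98.0 (SD, n = 4), and the 3 with neither change (BT474, MDAMB361 and SKBR3) at 106.1 ± 77.1 (SD, n = 3).

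The 3 groups differed (exact permutation test, p = 0.000666). Methylated lines lay 2.32 above deleted lines on the log2 scale (exact permutation test, p = 0.00952). They lay 0.81 above the lines with neither change (exact permutation test, p = 0.4). With 4 against 3 lines this test cannot go below p = 0.0571 and so cannot decide. HCC202, for which no methylation status is listed, was at 263.1 and entered none of the groups. CAL120 and DU4475 were not analysed here.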

Though 2D‐gel electrophoresis is reproducible and sensitive, it is hardly applicable to routine clinical work because it requires frozen tumor samples. On the other hand, phosphorylation events are poorly preserved during formalin fixation. For this reason, because high‐performance phosphospecific CDK4 antibodies are yet to be developed, and because CDK4 is expressed at low level, the immunological detection of CDK4 phosphorylation will be hardly adapted to FFPE tumor samples. Those limitations led us to assess whether a surrogate quantitative estimator of CDK4 modifications can be developed based on the CDK4 profiles H and L and phosphorylation‐negative profile A (defined by 2D‐gel separation) as categorical variables. In this respect, the prediction of these three tumor CDK4 modification profiles based on the gene expression profile of 11 genes is a key promising achievement of our work. An independent validation of this prediction tool with tumors of treated patients is unfortunately not possible yet, because frozen sample collection and gene expression profiling were not included in the protocol of the published palbociclib clinical trials (Finn *et al*, 2015, 2016; Cristofanilli *et al*, 2016). Nevertheless, the following arguments support the validity of our 11‐gene signature as a predictor of the CDK4 profile of tumors and thus their potential sensitivity to CDK4/6 inhibitors. First, the concordance rates achieved with our prediction tool were not obtained with tools built on 1,000 random selections of 11 genes or after 1,000 random permutations of the patient labels (Appendix Fig S2). Second, the associations of the proportions of tumors having the different predicted CDK4 modification profiles with key clinical features were confirmed in an independent cohort of 4,034 breast cancer patients with published gene expression profiles. Third, although the 11‐gene signature was developed exclusively using the gene expression data of tumors, it predicted the observed CDK4 modification profiles in 24 of 25 breast cancer cell lines. Finally, it correctly predicted the observed or reported PD0332991 sensitivity in 49 of 52 breast cancer cell lines (using our own data in SKBR3 cells). The only discrepancies were explained by particular combinations of defects (combined *CCNE1* amplification and *CDKN2A* deletion in partially resistant HCT1806; amplification of *CDK4* locus leading to high p16 expression in sensitive CAL120 cells; combined loss of pRb and p16 expression in the insensitive DU4475 cells). Analysis of the TCGA data indicated that these combinations rarely occur in tumors and may hence have little clinical significance. Nevertheless, future analyses should evaluate whether the occurrence of such combinations of defects might increase in long‐term treatments with CDK4/6 inhibitors.

Once adapted to a qPCR assay compatible with FFPE material and validated, our prediction tool might become clinically useful for optimizing the use of CDK4 inhibitors in the treatment of breast cancer. Our observation that phosphorylated CDK4 is the major modified form of CDK4 in a subgroup of basal‐like tumors and most HER2‐positive breast tumors provides objective arguments for extending the use of CDK4 inhibitors to these ER‐negative tumors. Clinical data presented at the last San Antonio Breast Cancer Symposium support this idea, at least for HER2‐positive tumors (Clark *et al*, 2017; Gianni *et al*, 2017). Even for ER‐positive tumors, identification of patients who would be insensitive to palbociclib‐based treatment is necessary to avoid the ineffective use of expensive treatment and its side effects (mainly fatigue and neutropenia; Hamilton & Infante, 2016). About 20% of the tumors from PALOMA‐3 experienced early progression during treatment with palbociclib in combination with letrozole, indicating that they are intrinsically resistant to both drugs. Importantly, in contrast to patients of the PALOMA‐1 and PALOMA‐2 trials, the patients from the PALOMA‐3 trial had been exposed to endocrine therapy (Finn *et al*, 2015; Cristofanilli *et al*, 2016). Although CDK4 activity is required for hormone‐independent growth of ER‐positive breast cancer (Miller *et al*, 2011), elevated levels of *CDKN2A* and *CCNE1* together with pRb loss (Bosco *et al*, 2007) also drive resistance to endocrine therapy (Musgrove & Sutherland, 2009). In this context, we observed that after treatment for 90 days with letrozole, 8 of the 56 tumors analyzed in Miller's study (GSE20181; Miller *et al*, 2012) had switched to profile A. Prediction of the CDK4 modification profile could therefore identify ER‐positive tumors that are unlikely to respond to palbociclib due to their acquisition of endocrine resistance via alterations that also affect palbociclib sensitivity.

In view of the efficacy of palbociclib, its inclusion in neo‐adjuvant or adjuvant protocols is foreseen. Although the adverse effects of palbociclib were mild and manageable, they led to dose reduction in up to 34% of the cases in the PALOMA‐3 study (Cristofanilli *et al*, 2016). They may also negatively affect long‐term treatment compliance. Sparing palbociclib exposure to patients at lower risk of relapse, who are satisfactorily treated by conventional therapies, would thus be desirable. Stratification of patients based on predefined thresholds of the GGI or of risk indexes is now accepted to select patients for chemotherapy (Ignatiadis *et al*, 2016). Interestingly, the coefficients of correlation to the centroids corresponding to profiles A and H tumors are positively correlated to the Ki‐67 labeling index, the GGI and risk index scores of the tumors, and the expression of cell cycle genes. Conversely, the coefficient of correlation to the centroid corresponding to profile L tumors is negatively correlated to these parameters. Most profile L tumors (mostly luminal A) are thus predicted to be low‐grade tumors with a low risk of relapse. Therefore, the CDK4 modification predictor might also be used to bring together two pieces of information required to decide on treatment with CDK4/6 inhibitors: the sensitivity of the tumor and whether it is at high risk and therefore requires dedicated drugs. Most conditions driving the sensitivity or resistance of tumors to CDK4 inhibitors as well as their risk profiles are thus captured in a single assay and summarized in a single statistic that may guide the decision to treat with CDK4 inhibitors.

The efficacy and robustness of our prediction tool are probably due to the method used to define the prediction statistic (correlation to references rather than weighted average) and by the composition of the gene list selected by this approach. On the one hand, these genes include *CCNE1* and *CDKN2A*, the expression of which independently influences sensitivity to PD0332991. Very strong *CDKN2A* expression reflects functional inactivation or loss of pRb (Gil & Peters, 2006; Witkiewicz *et al*, 2011), whereas deletion of the *CDKN2A* locus should facilitate the phosphorylation of CDK4. High p16 levels likely impair CDK4 activation by diverting CDK4 from cyclin D‐containing complexes (Sherr, 1996; Asghar *et al*, 2015) in which CDK4 is phosphorylated (Kato *et al*, 1994b). Indeed, lack of CDK4 phosphorylation was associated with PD0332991 insensitivity except when p16 expression was lost due to *CDKN2A* locus deletion (as in HCC1806 cells) or *CDKN2A* promoter methylation (as in DU4475 cells). However, as phosphorylated CDK4 was also absent in some tumors with strong *CCNE1* expression while *CDKN2A* expression was moderate or weak (Figs 3, EV3, and EV4A), other factors might contribute to the absence of CDK4 phosphorylation. On the other hand, the selected genes also include two subsets with complementary expression either directly or inversely correlated to the Ki‐67 labeling index or the expression of proliferation markers. Indeed, complementary expression was noticed for *NUP155*,* CCDC99*,* TIMM17A,* and *TAGLN2* in profile A or H tumors and for *RAB31*,* GSN*,* TP53TG1*,* FBXL5,* and *PPP1R3C* in profile L tumors. The expression of the first four genes was positively correlated with the expression of proliferation markers such as *CCNB1*,* MCM5*,* MCM7,* or *MKI67*, whereas the opposite was observed for the five other genes (Appendix Fig S3, Dataset EV7). Functional evidence linked *CCDC99* and *TAGLN2* to cell cycle execution or control (see Appendix Supplementary Text). Interestingly, *TP53TG1* encodes a long non‐coding RNA induced in a wild‐type *TP53*‐dependent manner by cellular stress but repressed by cancer‐specific promoter hypermethylation (Takei *et al*, 1998; Diaz‐Lagares *et al*, 2016). Among other functions, it reduces the growth capacity of cancer cells by binding the DNA/RNA binding protein YBX1 to prevent its nuclear localization (Diaz‐Lagares *et al*, 2016). Additional work is needed to clarify whether the last nine selected genes are directly involved in control or execution of the cell cycle.

In summary, we report that the presence and relative abundance of T172‐phosphorylated CDK4 varied among breast tumors and cell lines. It was associated with PD0332991 sensitivity in cell lines and with key clinical parameters in tumors. Furthermore, we developed a tool for predicting modification of the CDK4 profile that accurately predicted the tumor profile and sensitivity of breast cancer cell lines to PD0332991. After transposition of this tool to a FFPE‐compatible qPCR assay, the utility of this tool for improving and extending patient selection has to be evaluated further in retrospective and prospective studies.

## Materials and Methods

The methods and statistical analyses are fully detailed in the Appendix Supplementary Text.

### Cell culture, DNA synthesis, and cell growth assays

Authenticated human breast carcinoma cell lines were obtained directly from ATCC and passaged for fewer than 6 months after receipt.

For the DNA synthesis assay, cells seeded in triplicates in 96‐well plates were incubated for at least 16 h to attach and then challenged with the indicated serial dilutions of PD0332991 for 24 h. One hour before fixation with methanol, 100 μM 5‐bromo‐2′‐deoxyuridine (BrdU, Sigma‐Aldrich) and 4 μM 5‐fluoro‐2′‐deoxyuridine (FldU, Sigma‐Aldrich) were added to the cells. Immunodetection of DNA‐incorporated BrdU was as described (Roger *et al*, 1992). 4′,6‐diamidino‐2‐phenylindole, dilactate (DAPI, Thermo Fisher Scientific) (1 μg/ml) was used as nuclear counterstain, and round coverslips were mounted in each well of the 96‐well plate with ProLong Gold Antifade Mountant (Thermo Fisher Scientific). Images of the culture plates were taken with a Zeiss Axio Observer.Z1 wide‐field microscope and analyzed semi‐automatically with a custom‐made ImageJ macro to determine the proportion of double‐labeled cells. The image acquisition and analysis procedures are detailed in the Appendix Supplementary Text.

The effect of PD0332991 on cellular growth was also evaluated using the sulforhodamine B (SRB) assay as described previously (Vichai & Kirtikara, 2006). Cells seeded in 96‐well plates were allowed to attach for at least 16 h before being fixed (time 0 point) or incubated with serial concentrations of PD0332991 for 144 h. Protein‐bound SRB solubilized with Tris base solution (10 mM, pH 10.5) was quantified fluorometrically in a Tecan GENios microplate reader at excitation and emission wavelengths of 485 nm and 600 nm, respectively.

Alternatively, cells seeded in triplicates in 96‐well plates were allowed to attach for at least 16 h before being incubated with serial dilutions of PD0332991 for 48 h. Thiazolyl blue tetrazolium bromide at a final concentration of 0.6 mg/ml (MTT, Sigma‐Aldrich) was added to the cell cultures and incubated for 2 h as described (Slater *et al*, 1963). After removal of the medium, accumulated formazan derivatives were solubilized with DMSO for 30 min with shaking and absorbance was measured in a iMark microplate reader (Bio‐Rad) at 540 nm.

### Protein analyses

The references and dilutions of the antibodies used in this work are listed in Appendix Table S1. Equal amounts of whole‐cell extract proteins were separated by molecular mass and immunodetected. For 2D‐gel electrophoresis, cells were lysed in a buffer containing 7 M urea and 2 M thiourea. Frozen tumor slides (5–7 sections of 7 μm per sample) were solubilized in cold 30 mM Tris buffer pH 8.5 containing 7 M urea, 2 M thiourea and 4% CHAPS with continuous vortexing until unfrozen and then kept agitated for 20 min. After centrifugation at 15,700 *g* for 10 min at 4°C, proteins were quantified. An equal volume of 2‐D‐sample buffer (7 M urea, 2 M thiourea, 2% CHAPS, 0.4% 3–10 Pharmalytes, and 0.4% DTT) was added to samples normalized to 150 μg proteins. Proteins were separated by isoelectric focusing on immobilized linear pH gradient strips (pH 5 to 8, Bio‐Rad) before separation by SDS–PAGE and chemiluminescent immunodetection as described (Bockstaele *et al*, 2006b).

ImageJ was used to quantify the volumes of spot 2 and spot 3 corresponding to the two main modified forms of CDK4 from 16‐bit scans of the 2D‐gel electrophoresis immunoblots. A circle selection matching the largest spot was created to measure the volume of the two spots and to quantify the background from an area without detectable signal. The background‐subtracted volume ratio (spot3/spot2) was considered to define the type of CDK4 modification profile (see Dataset EV2 for values). A profile A was attributed to the tumor when this ratio was below 0.1. A profile L was attributed to the tumor if this ratio lied between 0.1 and 0.9, while a profile H was given in the other cases. Chemiluminescence images of the samples from the cohort of the University of Antwerp and from the CAL85‐1, CAL120, DU4475, EVSAT, and HDPQ1 cells were acquired with a Vilber‐Loumat Solo7S camera and quantified using the Bio1D software.

### Transcriptomic and bioinformatic analyses

RNA was extracted with Trizol from 50 to 80% confluent cells seeded in 10‐cm Petri dishes or from tumor samples as described (Dedeurwaerder *et al*, 2011). The microarray experiment, including probe labeling and hybridization on Affymetrix GeneChip [Human Genome U133 Plus 2.0 (HG133plus2)], was performed at the Bordet Institute or at the University of Antwerp as described (Van Laere *et al*, 2007). In addition, we processed the CEL files of tumors analyzed on HG133A or HG133plus2 Affymetrix array platforms and published in GEO or Array Express (accession numbers and clinical records are given in Datasets EV2 and EV8). Expression data were extracted from the CEL files, background‐subtracted, normalized, summarized (median polish option) in R using the frozen RMA package (McCall *et al*, 2010), and converted to signal intensity values. Probe sets with differential expression according to the CDK4 modification profiles of the corresponding tumors were selected in R using either the samr or the pROC package. Reference centroids were generated by computing, for each selected probe set, the average expression value in the selected tumors displaying the same CDK4 modification profile. The expression values for a given tumor of each selected probe set were compared by Spearman correlation to the three centroids corresponding to the three CDK4 modification profiles. The predicted profile was the one corresponding to the centroid that best correlated with the tumor expression profile.

Microarray data analyses, the development of the gene expression‐based predictor of CDK4 modification profiles, and the assessment of the Rb loss index and of the Rb LOH score are fully detailed in the Appendix Supplementary Text.

### Patient data and study approval

Only untreated tumors with a proportion of tumoral cells of at least 30% and a corresponding good quality RNA sample were included in our study. The tumors were selected to achieve a balanced distribution of the four main breast cancer expression subtypes determined by IHC. The study was approved by the Institut Jules Bordet Ethics Committee (approval number: CE2161) and conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. Informed consent was obtained from all patients.

### Data availability

The gene expression profiles of the 20 breast cancer cell lines and the 31 new breast tumors characterized at the Jules Bordet Institute are deposited in GEO (accessions GSE87006 and GSE87007, respectively).

## Author contributions

Conception and design: ER, PPR; development of methodology: KC, ER, LT; acquisition of experimental data: KC, JMP, SP, FR, LC, ER, LT; tumor samples and clinical data: LC, FR, MI, DL, SVL, FS, IS; analysis and interpretation of data including statistical analysis, biostatistics, computational analysis: ER, SB, CS, PPR; writing, review, and/or revision of the manuscript: ER, MI, CS, PPR; study supervision: ER, VK, MP, CS, PPR. All authors have seen and approved the manuscript and its contents.

## Conflict of interest

The Université Libre de Bruxelles has filed a patent application related to these data. ER, PPR, KC, SP, JMP, FR, MI, and CS are listed as co‐inventors. No other potential conflict of interest is declared.

**The paper explained**

**Problem**

The cell cycle is deregulated in all cancers. New drugs including palbociclib that inhibit the activity of cyclin D‐CDK4/6—the first CDK complexes to be activated in G1 phase in response to all oncogenic pathways—are emerging as promising anti‐cancer therapeutics. However, tools remain critically lacking for diagnosing tumors that depend on CDK4 activity and hence would respond to CDK4/6 inhibitors. In advanced breast cancers, estrogen receptor (ER) positivity is so far the only criterion to inform the use of palbociclib combined with endocrine therapy. However, this biomarker is not fully satisfying because up to 20% of ER‐positive tumors progress within the first two months of treatment by palbociclib combined with fulvestrant. Moreover, to extend palbociclib treatment to ER‐negative breast cancers, a biomarker is needed to exclude insensitive tumors.

**Results**

We previously identified the activating T172 phosphorylation of CDK4 rather than cyclin D expression as the highly regulated, rate‐limiting step determining CDK4 activation and activity, pRb inactivation, and cell cycle commitment. This phosphorylation thus signals the presence of active CDK4, which is targeted by inhibitory drugs. Here, for the first time, we examined this phosphorylation in a collection of breast cancer cell lines and human breast tumors. In cell lines, sensitivity to palbociclib was predicted by CDK4 phosphorylation but not by the level of cyclins D or CDK4 or by the absence of p16 or pRb. Using 2D‐gel electrophoresis of protein extracts from frozen tumors, we found that the T172‐phosphorylated form is the major modified form of CDK4 in most luminal B and HER2‐positive tumors. However, 20% of breast cancers, including a majority of basal‐like tumors, lack CDK4 phosphorylation despite their high proliferation rate. Finally, we developed a tool based on the expression of 11 genes that robustly and faithfully predicts the profile of CDK4 modifications.

**Impact**

Our work provides proof‐of‐principle that the relative level of phosphorylated CDK4, and an associated gene expression signature can predict sensitivity or insensitivity to CDK4 inhibitors and their potential clinical benefit. By helping to identify patients who could benefit from the use of CDK4 inhibitors, our tool might help optimize the use of these drugs and its extension to adjuvant protocols. In particular, it will help to extend the indication of CDK4 inhibitors to most HER2‐positive tumors and a subset of basal‐like tumors that are presently not eligible.

## Supporting information

Appendix

Expanded View Figures PDF

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Dataset EV8

Dataset EV9

Review Process File

Source Data for Figure 5

# Supplementary material for: CDK4 phosphorylation status and a linked gene expression profile predict sensitivity to palbociclib
**Source:** EMBO Mol Med. 2017 May 31;9(8):1052–66. doi: 10.15252/emmm.201607084
**Supplement:** Supplementary file 1 — Appendix

APPENDIX

Contents :

-Appendix Supplementary Text including detailed methods and statistical analyses, detailed descriptions and legends to Appendix Supplementary Figures and Tables.

-Bibliography of Appendix Supplementary Vext.

-Appendix Supplementary Figure S1. Distributions of the expression values of the 11 genes selected to predict the CDK4 modification profile and of the *MKI67* gene among breast tumors with different CDK4 modification profiles.

-Appendix Supplementary Figure S2. Statistical evaluation of the performance of the CDK4 modification prediction.

-Appendix Supplementary Figure S3. Relations between the tumor Ki-67 labeling index and the expression of the 11 genes selected to predict the CDK4 modification profile and of the *MKI67* gene in breast tumors with different CDK4 modification profiles

-Appendix Supplementary Figure S4. Relationships between the coefficients of correlation to the 3 profile-specific centroids and GGI, Oncotype DX (OnDx), Rb LOH scores or Ki-67 labeling index of breast tumors.

-Appendix Supplementary Figure S5. Sensitivity to PD0332991 of breast cancer cell lines is associated with CDK4 phosphorylation.

-Appendix Supplementary Figure S6. Distributions of the expression values of the 11 genes selected to predict the CDK4 modification profile and of the *MKI67* gene among breast cancer cell lines with different CDK4 modification profiles.

-Appendix Supplementary Figure S7. Heatmap of the expression values of the optimized 11 gene expression signature in breast cancer cell lines.

-Appendix Supplementary Figure S8. Validation of the automatic estimation of the proportion of BrdU-labelled cells.

-Appendix Supplementary Figure S9. Validation of Rb loss index computation.

-Appendix Supplementary Table S1. Sources and dilutions of antibodies used in this study.

-Appendix Supplementary Table S2. Studies used to evaluate Affymetrix-Agilent probe correspondence.

APPENDIX SUPPLEMENTARY TEXT

Detailed methods and statistical approaches

BrdU-incorporation image acquisition and analysis

Culture plates were imaged with a Zeiss Axio Observer.Z1 wide-field microscope equipped with a 10/0.3x EC Plan Neofluar objective and an AxioCam HSm camera. For each well, a grid of 3x3 fields (each of them 660 μm x 492 μm) was automatically defined using the Mark&Find option of the AxioVision software. DAPI signal was recorded using a 365 nm LED excitation and the Zeiss filterset 49. Alexa Fluor 488 signal was recorded using a 470 nm LED excitation and the Zeiss filterset 52. Exposure times were chosen so as to maximize the signal while avoiding saturation. They were kept constant through all images within one experiment. A software-based autofocus was performed on the DAPI channel. Images were analyzed semi-automatically with a custom-made ImageJ macro. For each field of view, two masks were created, representing the areas positive for the DAPI or for both the DAPI and the BrdU stainings, respectively. Nuclei were then segmented within these masks using the "Analyze particles" function. The total number of nuclei and the area that they represent were recorded to compute the BrdU-positive to total nuclei ratios. The segmentation of the nuclei was verified visually and only values extracted from correctly segmented images were selected for further analysis. Good correlation between the automatic counts obtained using this macro and manual counts using the Cell Counter Image J plugin was achieved (Appendix Supplementary Fig S8) except when only a few cells were stained. Each processed image was therefore systematically inspected to correct low counts and remove image with staining artefacts from the analysis. Images with less than 10 labeled nuclei were counted manually with the Image J cell counter plugin.

Microarray data analyses

Gene expression profiles from breast tumors published in GEO or Array Express (Datasets EV1 and EV8) were downloaded and summarized using the fRMA R package (1). 4034 unique breast tumor profiles were merged into a single dataset with corresponding clinical records obtained from the respective publications. Identity of the patients was defined based on the identity of the patient reference number and confirmed by correlating the gene expression profiles of putative duplicated samples. A correlation coefficient of one indicated identical samples. Since fRMA uses a common reference for correcting probe effects, two profiles from an identical patient will be identical even if included in different studies. Distribution of the patients in the different datasets

is reported in Dataset EV1. Cox survival analyses were performed in R with the Survival package using the predicted CDK4 modification profiles as stratification variable. Molecular subtypes were defined as the subtype identified on the basis of each tumor gene expression profile using the genefu package (2) and the PAM50 references (3). Genefu package was also used to define for each gene expression profile according to published clinical records the genomic grade index and the Oncotype DX risk. Chi-square test incorporated in the table function of R was used to reject the hypothesis that the data are independent. Non parametric Kruskal-Wallis test included in the R package asbio was implemented to test the null hypothesis of identical means of the distributions of values among multiple levels of biological parameters.

Probe sets analyzed in this study were first selected on the basis of the consistency between their annotation and the homology of the probes with their target sequence as reported in the Geneannot (4) or PLANdbAffy (5) databases and on the reproducibility of the expression values corresponding to common breast cancer cell lines described in the studies GSE10890, GSE12777 and GSE16795. A probe set was considered reliable when the corresponding Geneannot annotation quality markers and the specificity and sensitivity indexes were equal to one. A probe set was considered reliable when more than 63% of the probes are flagged as green (perfect match) or yellow (perfect match but with sequence in noncoding RNA) in the PLANdbAffy database. To evaluate reproducibility, we first identified breast cancer reference cell lines that are commonly described in the studies cited above. Next, the expression values for each probe set analyzed in the common cell lines in one study were linearly correlated to the corresponding values described in the two other studies. A probe set was considered reliable if the averaged Pearson correlation coefficient obtained in this way was above 0.5. Out of the 22283 probe sets common between the Affymetrix Human Genome U133A and U133plus2 arrays, 9976 met these criteria. In addition, probe sets with good inter-platform compatibility were further selected based on the correlation between gene expression measured with the Affymetrix platform and with RNA-seq (6). To identify Agilent-Affymetrix compatible probes, the probe sets of both platforms were matched with their corresponding Entrez gene ID before the relative expression values determined with both platforms in at least 20 common samples of cell lines were compared by Spearman correlation. The studies used for these comparisons are listed in the Appendix Supplementary Table S2. Agilent and Affymetrix probe sets are considered compatible when the correlation coefficient is at least above 0.5. Lists of probe sets with increasing compatibility were selected with correlation coefficients of 0.6, 0.7, 0.75 and 0.8.

Development of a gene expression-based predictor of CDK4 modification profiles.

Probe sets differentially expressed in tumor samples with different CDK4 modification profiles were selected using the sam function of the samr package with either the "Multiclass" or the "Two classes unpaired" response

types when the three types of CDK4 profiles or binary classifications (A/non A, H/non H or L/non L) were considered, respectively. The probe set with the minimum q-value statistic having a positive or negative correlation with the outcome were selected. If less than 20 probe sets met these criteria, the 20 first probe sets negatively or positively correlated with the outcome were recorded. Alternatively, the pROC package was also used to select probe sets that could differentiate samples with different CDK4 modification profiles. To this end, a binary category (A/non A, H/non H or L/non L) was first attributed to each sample. Second, for each probe set, a Receiver Operating Characteristic (ROC) curve was built and its area under the curve value (AUC) extracted using the roc and auc functions of the pROC package, respectively. Probe sets with AUC values above 0.9 or below 0.1 were selected for further analysis. When several probe sets corresponding to a same Entrez gene ID were selected, we chose the one with the highest inter-study or inter-platform correlation coefficient described above. The probe set selection was performed either on the first cohort of 19 tumors from the Bordet Institute (on 50 balanced subsets of tumors that included 4 profile A tumors, 8 profile H tumors and 5 profile L tumors as randomly selected from the 19 initial and the 33 new tumors from the Bordet Institute to avoid sampling bias), or on an extended subset of 13 samples from the first cohort merged with 26 samples of the second cohort. Probe sets in common between different lists were further used to create consensus probe set lists. Reference centroids were built with each list by computing the mean expression levels of each probes for each set of tumors with the A, H or L CDK4 modification profile, respectively. These sets corresponded to the initial exploratory set of 19 tumors analyzed at the Bordet Institute or to the same subsets that were used to identify the differentially expressed probes. The concordance rates between observed and predicted CDK4 modification profiles among the tumors of the Bordet Institute were used to rank the lists generated as described above.

Next, we used the R package pROC to shrink the 26 best probe set lists defined above to the minimal optimal probe set list that was correctly predicted the CDK4 modification profiles of the tumors analyzed at the Bordet Institute. To this end, the expression values of each probe set included in the list under evaluation were compared by Spearman correlation with the three reference centroids described above as defined for each CDK4 modification profile. The three resulting Spearman correlation coefficients were binarized to estimate three areas under the ROC curve corresponding to profile A-non A, profile H-non H and profile L-non L classifications using the roc and auc functions of the pROC package. The product of these three AUCs was used as optimization statistic. At each optimization step, one probe at a time was removed from the starting list to generate new centroids to which each tumor gene expression was compared, to binarize the corresponding Spearman correlation coefficient and to estimate the product of the three AUCs. The list of probe sets giving the highest AUC product was selected for the next round of optimization until the list contained 5 probe sets. The list with the highest AUC product was selected to evaluate the total observation/prediction or the class-specific

observation/prediction concordance rates. One list was ultimately selected as the shortest list able to correctly classify the 56 tumors coming from the Bordet Institute and University of Antwerp (84% concordance). The probes of this particular list were selected with a "Multiclass" SAM analysis of 13 samples from the first cohort of Bordet Institute merged with 26 samples from the second cohort of Bordet Institute (67% of the samples). Only probe sets from this list with good compatibility with corresponding Agilent probe sets (correlation coefficient >0.7) were considered for further development of the predictor. Centroids used to optimize the list were defined with the same 39 samples as those used to select the probe sets. To check if the performance of the optimal classifier could have occurred by chance alone, the performance of the optimal classifier was compared to the distribution of the performance achieved with 1000 random lists of 11 genes or with random 1000 random permutations of the patient labels. This was neither the case when 11 genes were randomly chosen nor when the patient labels were permuted (Appendix Supplementary Fig S2).

Definition of the Rb loss index and of the Rb LOH score.

Knudsen's lab introduced a Rb loss signature of 159 genes based on differential gene expression profiles definition using mouse fibroblasts or hepatocytes from Rbfl/fl mice with or without cre excision of Rb (7). The signature was analyzed in a merged cohort of breast tumors including the studies E-TABM158, GSE1456, GSE6532, GSE7390, GSE9195 and GSE12093. The signature index was built by taking the average of the median-centered probes for each sample analyzed. When multiple probe sets correspond to a single gene, the average expression value scaled by the largest SD was used. The 159 genes of the signature published in the supplemental material of Ertel's publication (7) were mapped to their corresponding Affymetrix probe sets via their Entrez gene ID. When multiple probe sets corresponded to the same gene ID, we used only the probe set with the highest inter-study correlation as described above. Compared to the published values, the Rb loss index computed based on the fRMA summarized expression values of the breast tumors samples of the E-TABM158, GSE1456, GSE6532, GSE7390, GSE9195 and GSE12093 studies correlated well with the values of Ertel's publication (7) except for the clearly off-setted values of the E-TABM158 study (Appendix Supplementary Fig S9A). Therefore, this study was discarded to compute the median used to center each probe set expression values. A better correlation between computed and published Rb loss index was achieved when only the samples from the GSE1456, GSE6532, GSE7390, GSE9195 and GSE12093 studies were used to compute the medians used to center the data (Appendix Supplementary Fig S9B). These medians were thereafter used as reference to center the expression values of novel samples.

By implementing a sam analysis pipeline, the group of Perou identified a set of 354 genes differentially expressed between 67 informative cases out of a cohort of 88 breast tumors with or without RB1 loss of

heterozygosity (8). The latter was defined based on the detection of two polymorphic marker (a variable number tandem repeat in intron 20 and D13S153, a microsatellite marker for RB1 LOH analyses). LOH was called when there was at least a 50% loss of an allele/band in the tumor for at least one of the two polymorphic markers compared to normal DNA isolated from lymphocytes or normal adjacent tissue. We successfully mapped 297 of the 339 genes selected in Perou's group work (9) to Affymetrix probe sets. 293 probe sets corresponding to unique Entrez gene IDs were further selected. The Rb LOH score was defined as the median of the median-centered gene expression measured by these 293 probe sets. The median values used to center the data are the medians of each selected probe among the 4034 published Affymetrix gene expression profiles of breast tumors.

Characteristics of the 11 selected probes.

Several of these 11 selected probes detect the expression of key genes implicated in the execution of the cell cycle in addition to *CCNE1* and *CDKN2A*. The protein encoded by *CCDC99* also named *SPDL1* is involved in the localization of dynein and dynactin to the mitotic kinetochore (10). *NUP155* protein is a nucleoporin important for the generation of the nuclear envelope (11, 12). *TAGLN2* is often overexpressed in gastric cancer (13) and hepatocarcinoma (14) and is thought to be involved in proliferation and migration (15). *FBXL5* protein is a targeting subunit of a SKP1-cullin-F-box ubiquitin ligase complex regulating the degradation of, among others, the human single-strand (ss) DNA binding protein 1 (hSSB1) known to participate in DNA damage response and maintenance of genome stability by regulating the initiation of ATM-dependent signaling (16) and to modulate the DNA binding and stability of the EMT inducer Snail1 (17). *TIMM17A* is overexpressed in breast cancer and its protein contributes to a pre-protein import complex, essential for mitochondrial function (18). The other probe sets detect the expression of genes playing key roles in cellular signaling. Rab31 is a small GTP binding protein controlling vesicles and granule traffic leading to a switch from an invasive to a proliferative phenotype in breast cancer (19). It plays a role in the control of plasma membrane localization of EGFR (20). *PPP1R3C* protein is a protein phosphatase 1 regulatory subunit binding to glycogen. Its expression is increased by hypoxia (21). The gelsolin encoded by *GSN* is an actin-binding protein often lost in breast cancer (22-24). *TP53TG1* encodes a long non coding RNA induced in a wild-type TP53-dependent manner by conditions of cellular stress (ultraviolet irradiation or exposure to bleomycin or cisplatin) (25).

Bibliography of Appendix Supplementary Vext.

- (1) McCall MN, Bolstad BM, Irizarry RA. Frozen robust multiarray analysis (fRMA). *Biostatistics* 2010;11:242-53.

- (2) Gendoo DM, Ratanasirigulchai N, Schroder MS, Pare L, Parker JS, Prat A, et al. Genefu: an R/Bioconductor package for computation of gene expression-based signatures in breast cancer. *Bioinformatics* 2015.
- (3) Parker JS, Mullins M, Cheang MC, Leung S, Voduc D, Vickery T, et al. Supervised risk predictor of breast cancer based on intrinsic subtypes. *J Clin Oncol* 2009;27:1160-7.
- (4) Ferrari F, Bortoluzzi S, Coppe A, Sirota A, Safran M, Shmoish M, et al. Novel definition files for human GeneChips based on GeneAnnot. *BMC Bioinformatics* 2007;8:446.
- (5) Nurtdinov RN, Vasiliev MO, Ershova AS, Lossev IS, Karyagina AS. PLANdbAffy: probe-level annotation database for Affymetrix expression microarrays. *Nucleic Acids Res* 2010;38:D726-D730.
- (6) Fumagalli D, Blanchet-Cohen A, Brown D, Desmedt C, Gacquer D, Michiels S, et al. Transfer of clinically relevant gene expression signatures in breast cancer: from Affymetrix microarray to Illumina RNA-Sequencing technology. *BMC Genomics* 2014;15:1008.
- (7) Ertel A, Dean JL, Rui H, Liu C, Witkiewicz AK, Knudsen KE, et al. RB-pathway disruption in breast cancer: differential association with disease subtypes, disease-specific prognosis and therapeutic response. *Cell Cycle* 2010;9:4153-63.
- (8) Herschkowitz JI, He X, Fan C, Perou CM. The functional loss of the retinoblastoma tumour suppressor is a common event in basal-like and luminal B breast carcinomas. *Breast Cancer Res* 2008;10:R75.
- (9) Gatza ML, Silva GO, Parker JS, Fan C, Perou CM. An integrated genomics approach identifies drivers of proliferation in luminal-subtype human breast cancer. *Nat Genet* 2014;46:1051-9.
- (10) Barisic M, Sohm B, Mikolcevic P, Wandke C, Rauch V, Ringer T, et al. Spindly/CCDC99 is required for efficient chromosome congression and mitotic checkpoint regulation. *Mol Biol Cell* 2010;21:1968-81.
- (11) Hawryluk-Gara LA, Shibuya EK, Wozniak RW. Vertebrate Nup53 interacts with the nuclear lamina and is required for the assembly of a Nup93-containing complex. *Mol Biol Cell* 2005;16:2382-94.
- (12) Busayavalasa K, Chen X, Farrants AK, Wagner N, Sabri N. The Nup155-mediated organisation of inner nuclear membrane proteins is independent of Nup155 anchoring to the metazoan nuclear pore complex. *J Cell Sci* 2012;125:4214-8.
- (13) Elsner M, Rauser S, Maier S, Schone C, Balluff B, Meding S, et al. MALDI imaging mass spectrometry reveals COX7A2, TAGLN2 and S100-A10 as novel prognostic markers in Barrett's adenocarcinoma. *J Proteomics* 2012;75:4693-704.
- (14) Zhang Y, Ye Y, Shen D, Jiang K, Zhang H, Sun W, et al. Identification of transgelin-2 as a biomarker of colorectal cancer by laser capture microdissection and quantitative proteome analysis. *Cancer Sci* 2010;101:523-9.
- (15) Leung WK, Ching AK, Chan AW, Poon TC, Mian H, Wong AS, et al. A novel interplay between oncogenic PFTK1 protein kinase and tumor suppressor TAGLN2 in the control of liver cancer cell motility. *Oncogene* 2011;30:4464-75.

- (16) Chen ZW, Liu B, Tang NW, Xu YH, Ye XY, Li ZM, et al. FBXL5-mediated degradation of single-stranded DNA-binding protein hSSB1 controls DNA damage response. *Nucleic Acids Res* 2014;42:11560-9.
- (17) Vinas-Castells R, Frias A, Robles-Lanuza E, Zhang K, Longmore GD, Garcia de HA, et al. Nuclear ubiquitination by FBXL5 modulates Snail1 DNA binding and stability. *Nucleic Acids Res* 2014;42:1079-94.
- (18) Salhab M, Patani N, Jiang W, Mokbel K. High TIMM17A expression is associated with adverse pathological and clinical outcomes in human breast cancer. *Breast Cancer* 2012;19:153-60.
- (19) Grismayer B, Solch S, Seubert B, Kirchner T, Schafer S, Baretton G, et al. Rab31 expression levels modulate tumor-relevant characteristics of breast cancer cells. *Mol Cancer* 2012;11:62.
- (20) Chua CE, Tang BL. Engagement of the small GTPase Rab31 protein and its effector, early endosome antigen 1, is important for trafficking of the ligand-bound epidermal growth factor receptor from the early to the late endosome. *J Biol Chem* 2014;289:12375-89.
- (21) Shen GM, Zhang FL, Liu XL, Zhang JW. Hypoxia-inducible factor 1-mediated regulation of PPP1R3C promotes glycogen accumulation in human MCF-7 cells under hypoxia. *FEBS Lett* 2010;584:4366-72.
- (22) Asch HL, Head K, Dong Y, Natoli F, Winston JS, Connolly JL, et al. Widespread loss of gelsolin in breast cancers of humans, mice, and rats. *Cancer Res* 1996;56:4841-5.
- (23) Dong Y, Asch HL, Medina D, Ip C, Ip M, Guzman R, et al. Concurrent deregulation of gelsolin and cyclin D1 in the majority of human and rodent breast cancers. *Int J Cancer* 1999;81:930-8.
- (24) Thor AD, Edgerton SM, Liu S, Moore DH, Kwiatkowski DJ. Gelsolin as a negative prognostic factor and effector of motility in erbB-2-positive epidermal growth factor receptor-positive breast cancers. *Clin Cancer Res* 2001;7:2415-24.
- (25) Takei Y, Ishikawa S, Tokino T, Muto T, Nakamura Y. Isolation of a novel TP53 target gene from a colon cancer cell line carrying a highly regulated wild-type TP53 expression system. *Genes Chromosomes Cancer* 1998;23:1-9.

Legends to Appendix Supplementary Figures and Tables

Appendix Supplementary Figure S1 - Distributions of the expression values of the 11 genes selected to predict the CDK4 modification profile and of the *MKI67* gene among breast tumors with different CDK4 modification profiles.

The gene expression levels of the 11 genes used to predict tumor CDK4 modification profile were measured with the Affymetrix HG-U133 plus2 platform using the indicated probe sets. The first line below the plot indicates the number of observations. The second line reports the statistical decision whether the true effect of CDK4 modification profile is significant (levels with the same letter are not significantly different at $\alpha = 0.05$). The third and fourth lines report the respective mean and SD. The last line provides the p-value of rejection of the null hypothesis that all means are equal. Pairwise comparisons were performed with the Kruskal-Wallis test (level of confidence set at 0.95).

Appendix Supplementary Figure S2 - Statistical evaluation of the performance of the CDK4 modification prediction.

A The performance of CDK4 modification profile prediction using the optimal set of 11 probes (dotted line) was compared to the distribution of the performances of 1000 random lists of 11 probes.

B The performance of CDK4 modification profile prediction using the optimal set of 11 probes (dotted line) in the whole Bordet breast cancer sample cohort was compared to the distribution of the corresponding performances achieved when the patient labels were randomly switched 1000 times.

Appendix Supplementary Figure S3 - Correlations of mRNA levels of 11 genes used to predict the CDK4 modification profile with the corresponding Ki-67 labeling index of the tumors.

The gene expression levels of the 11 genes used to predict tumor CDK4 modification profile were measured with the Affymetrix HG-U133 plus2 platform using the indicated probe sets. These values are expressed in function of the Ki-67 labeling index measured after Ki-67 staining of parallel FFPE sections. The slope, intercept and R-square values were obtained in R by fitting a linear model ($x \sim y$) to the data. The p-value indicated is the p-value of the test for association between paired samples using the Pearson's product moment correlation coefficient obtained in R.

Appendix Supplementary Figure S4 - Relationships between the coefficients of correlation to the 3 profile-specific centroids and GGI, Oncotype DX (OnDX), Rb LOH scores or Ki-67 labeling index of breast tumors.

The gene expression levels of the 11 genes used to predict tumor CDK4 modification profile were measured for each tumor with the Affymetrix HG-U133 plus2 platform using the probe sets indicated in Dataset EV6. These values were compared by Spearman correlation to three reference centroids representative of each three tumor CDK4 modification profiles. These centroids were built by computing the mean of each selected genes among each gene expression profiles representative of each three CDK4 modification profiles. The three profile-specific Spearman correlation coefficients were compared to the Genomic Grade Index (GGI) and Oncotype DX computed using the *genefu* package in R. They were also compared to the Rb LOH score defined in Perou's lab (8) and to the Ki-67 labeling index determined on parallel FFPE sections of the tumors stained with the DAKO Ki-67 antibody. The slope, intercept and R-square values were obtained in R by fitting a linear model ($x \sim y$) to the data. The p-value indicated is the p-value of the test for association between paired samples using the Pearson's product moment correlation coefficient obtained in R.

Appendix Supplementary Figure S5 - Sensitivity to PD0332991 of breast cancer cell lines is associated with CDK4 phosphorylation.

The effect of 24-hour treatment with increasing concentrations of PD0332991 on DNA synthesis rate was determined by BrdU labeling of the indicated cell lines seeded in 96-well plates. Relative proportion of BrdU-labeled cells is expressed as % of the mean value of untreated control cells. Error bars correspond to standard deviations scaled relative to the mean value of untreated control cells. These values were compared to cell growth estimated after 6 days with the sulforhodamine assay or after 48 hours with MTT assay using increasing concentrations of puromycine as a positive control of cytotoxicity. The 2D-gel electrophoresis profile of total protein extracts of the corresponding cell lines revealed with an anti-CDK4 antibody are also shown. The position of the main T172-phosphorylated form of CDK4 (spot 3) is circled.

A HCC1954, HCC1806, MDAMB361 and MDAMB231 cells.

B MDAMB436, MDAMB468, SKBR3 and MCF7 cells.

C BT549, HCC70, ZR75.1 and MDAMB134VI cells.

D HCC1569, HCC1937, BT474 and HCC202 cells.

E HCC38, HCC1500, BT20 and T47D cells.

Appendix Supplementary Figure S6 - Distributions of the expression values of the 11 genes selected to predict the CDK4 modification profile and of the *MKI67* gene among breast cancer cell lines with different CDK4 modification profiles.

The gene expression levels of the 11 genes used to predict tumor CDK4 modification profile were measured for each cell line with the Affymetrix HG-U133 plus2 platform using the probe sets indicated in Dataset EV6. These values were compared by Spearman correlation to three reference centroids representative of each three tumor CDK4 modification profiles. These centroids were built by computing the mean of each selected genes among each gene expression profiles representative of each 3 CDK4 modification profiles. 

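Of the genes in the Appendix Fig S6 plots, 8 did not pass the exact permutation test between profile A and profile H lines. *CCDC99*, a protein of the mitotic spindle checkpoint, was at an intensity of 848.4 ± 410.5 (SD, n = 6) in profile A and 577.4 ± 243.5 (SD, n = 14) in profile H (exact permutation test, p = 0.109). *TIMM17A*, part of the import machinery of mitochondria, was at 2274 ± 362.3 and 2746 ± 802.6 (p = 0.312 from the same exact test). *RAB31*, a small GTPase of vesicle transport, was at 782.1 ± 483.2 and 786.7 ± 595.2 (exact p = 0.968). The actin-severing protein *GSN* was at 981.1 ± 597.9 and 1186 ± 498.5 (exact p = 0.444), and *PPP1R3C* at 383.2 ± 337.6 and 322.5 ± 377.4 (exact p = 0.547). The proliferation marker *MKI67* was at 510.8 ± 141.1 and 465.5 ± 276.8 (exact p = 0.239), a difference within the spread between lines. The other 2 of the 8 were *CCNE1* and *FBXL5*. The means and SDs match those printed in the plots.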

The first line below the plot indicates the number of observations. The second lines defines the CDK4 modification profile types. The third line reports the statistical decision whether the true effect of CDK4 modification profile is significant (levels with the same letter are not significantly different at $\alpha = 0.05$). The fourth and fifth lines report the respective mean and SD. The last line provides the p-value of rejection of the null hypothesis that all means are equal. Pairwise comparisons were performed with the Kruskal-Wallis test (level of confidence set at 0.95).

Appendix Supplementary Figure S7 - Heatmap of the expression values of the optimized 11 gene expression signature in breast cancer cell lines.

RNA was extracted in parallel to proteins from the indicated fresh frozen cell lines samples and quantified with the Affymetrix HG-U133plus 2 platform. Heatmaps were drawn with the heatmap.plus R package using the normalized expression values of the optimal 11 probe sets predicting the CDK4 modification profiles corresponding to the 56 breast tumors analyzed in this study. Displayed above each heatmap are the Rb loss index computed according to the method reported by Knudsen's lab (7), the molecular subtype defined with the genefu package based on each sample PAM50 expression value, the observed and predicted CDK4 modification profiles, and the matches between them.

Appendix Supplementary Figure S8 - Validation of the automatic estimation of the proportion of BrdU-labelled cells.

T47D and MCF7 cells were seeded in triplicate in 96-well plate at a density of 2×10^4 cells per well and cultured for two days in the presence of increasing concentrations of PD0332991. One hour before fixation with methanol, BrdU was added to the cells. The proportion of double stained cells was determined in 9 pictures per well taken with a Zeiss Axio Observer.Z1 wide-field microscope equipped with a 10/0.3x EC Plan Neofluar

objective and an AxioCam HSm camera either by manual counting using the ImageJ Cell Counter plugin or using a custom ImageJ script described in the Supplementary methods section. Proportions of double stained cells defined by the semi-automatic script are plotted against the corresponding proportions determined by manual counting. Plotted values are the average of the proportions determined manually or semi-automatically in the 9 pictures of three triplicate wells. Error bars correspond to standard deviations.

Appendix Supplementary Figure S9 - Validation of Rb loss index computation.

Correlation between the published and computed Rb loss index is illustrated with all samples used in Ertel et al publication (7) (A) or with all these samples except the ones from the E-TABM-158 study (B).

Appendix Supplementary Table S1 – Sources and dilutions of antibodies used in this study.

Appendix Supplementary Table S2 - Studies used to evaluate Affymetrix-Agilent probe correspondence.

The table details for each study the platform used, its brand, the source of information, the author of the study, and the count of cell lines analyzed that are common to the study indicated by the column headers and the first column of each row.

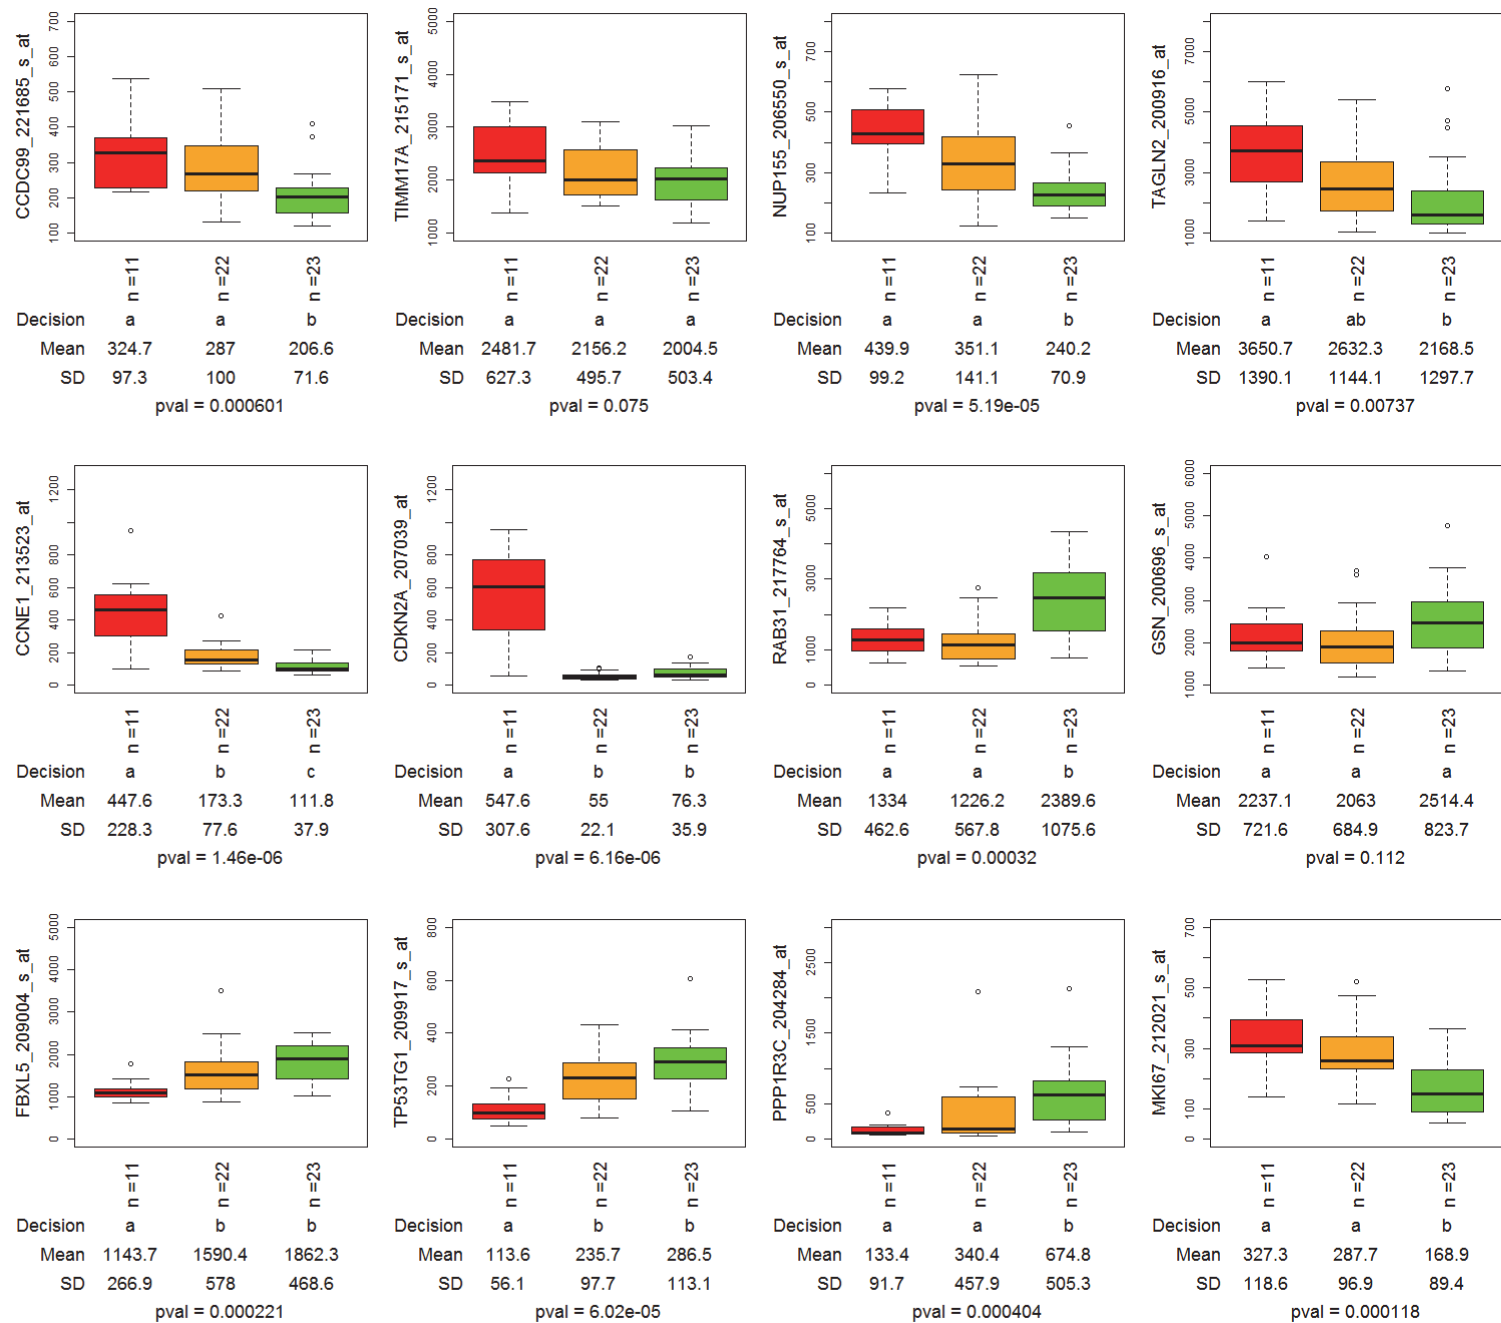

Appendix Figure S1

Doted line = best list

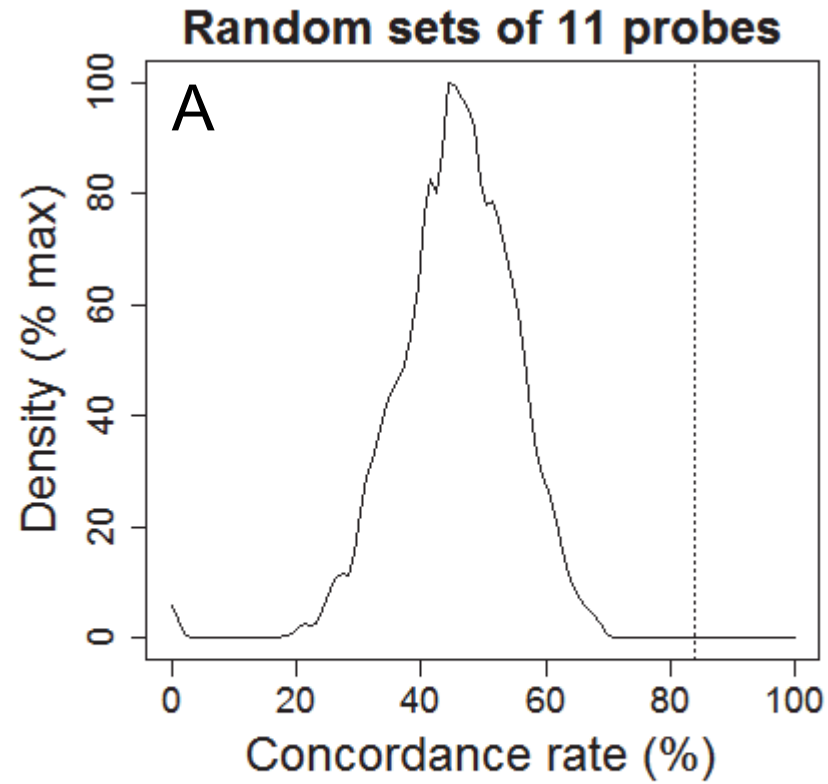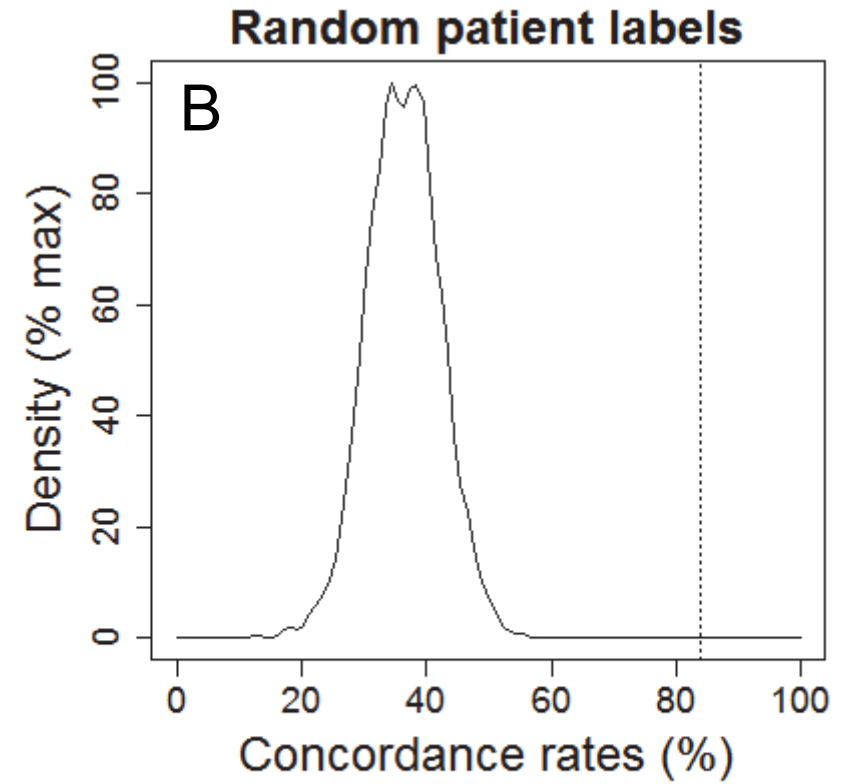

Appendix Figure S2

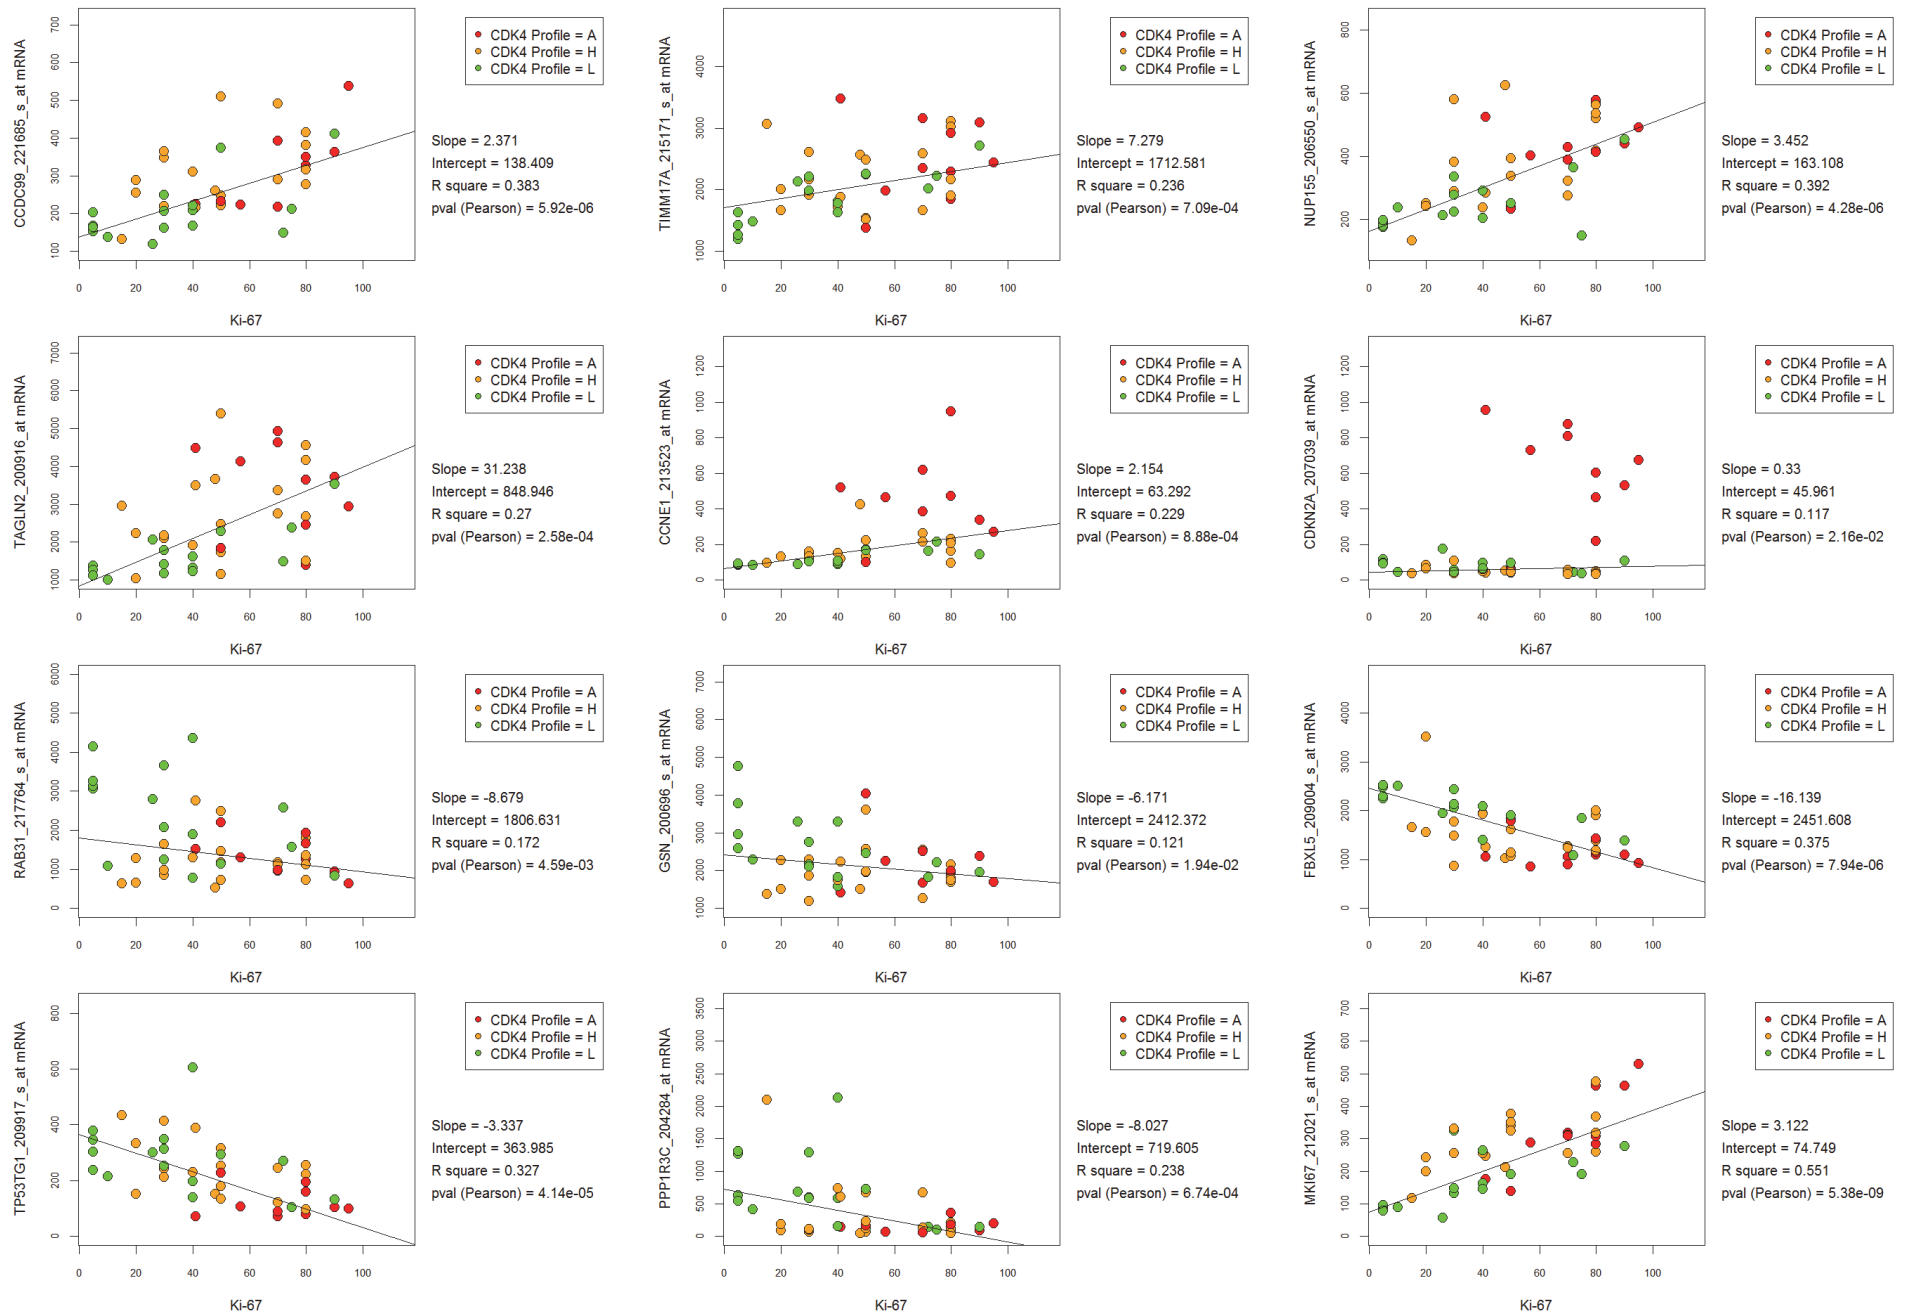

Appendix Figure S3

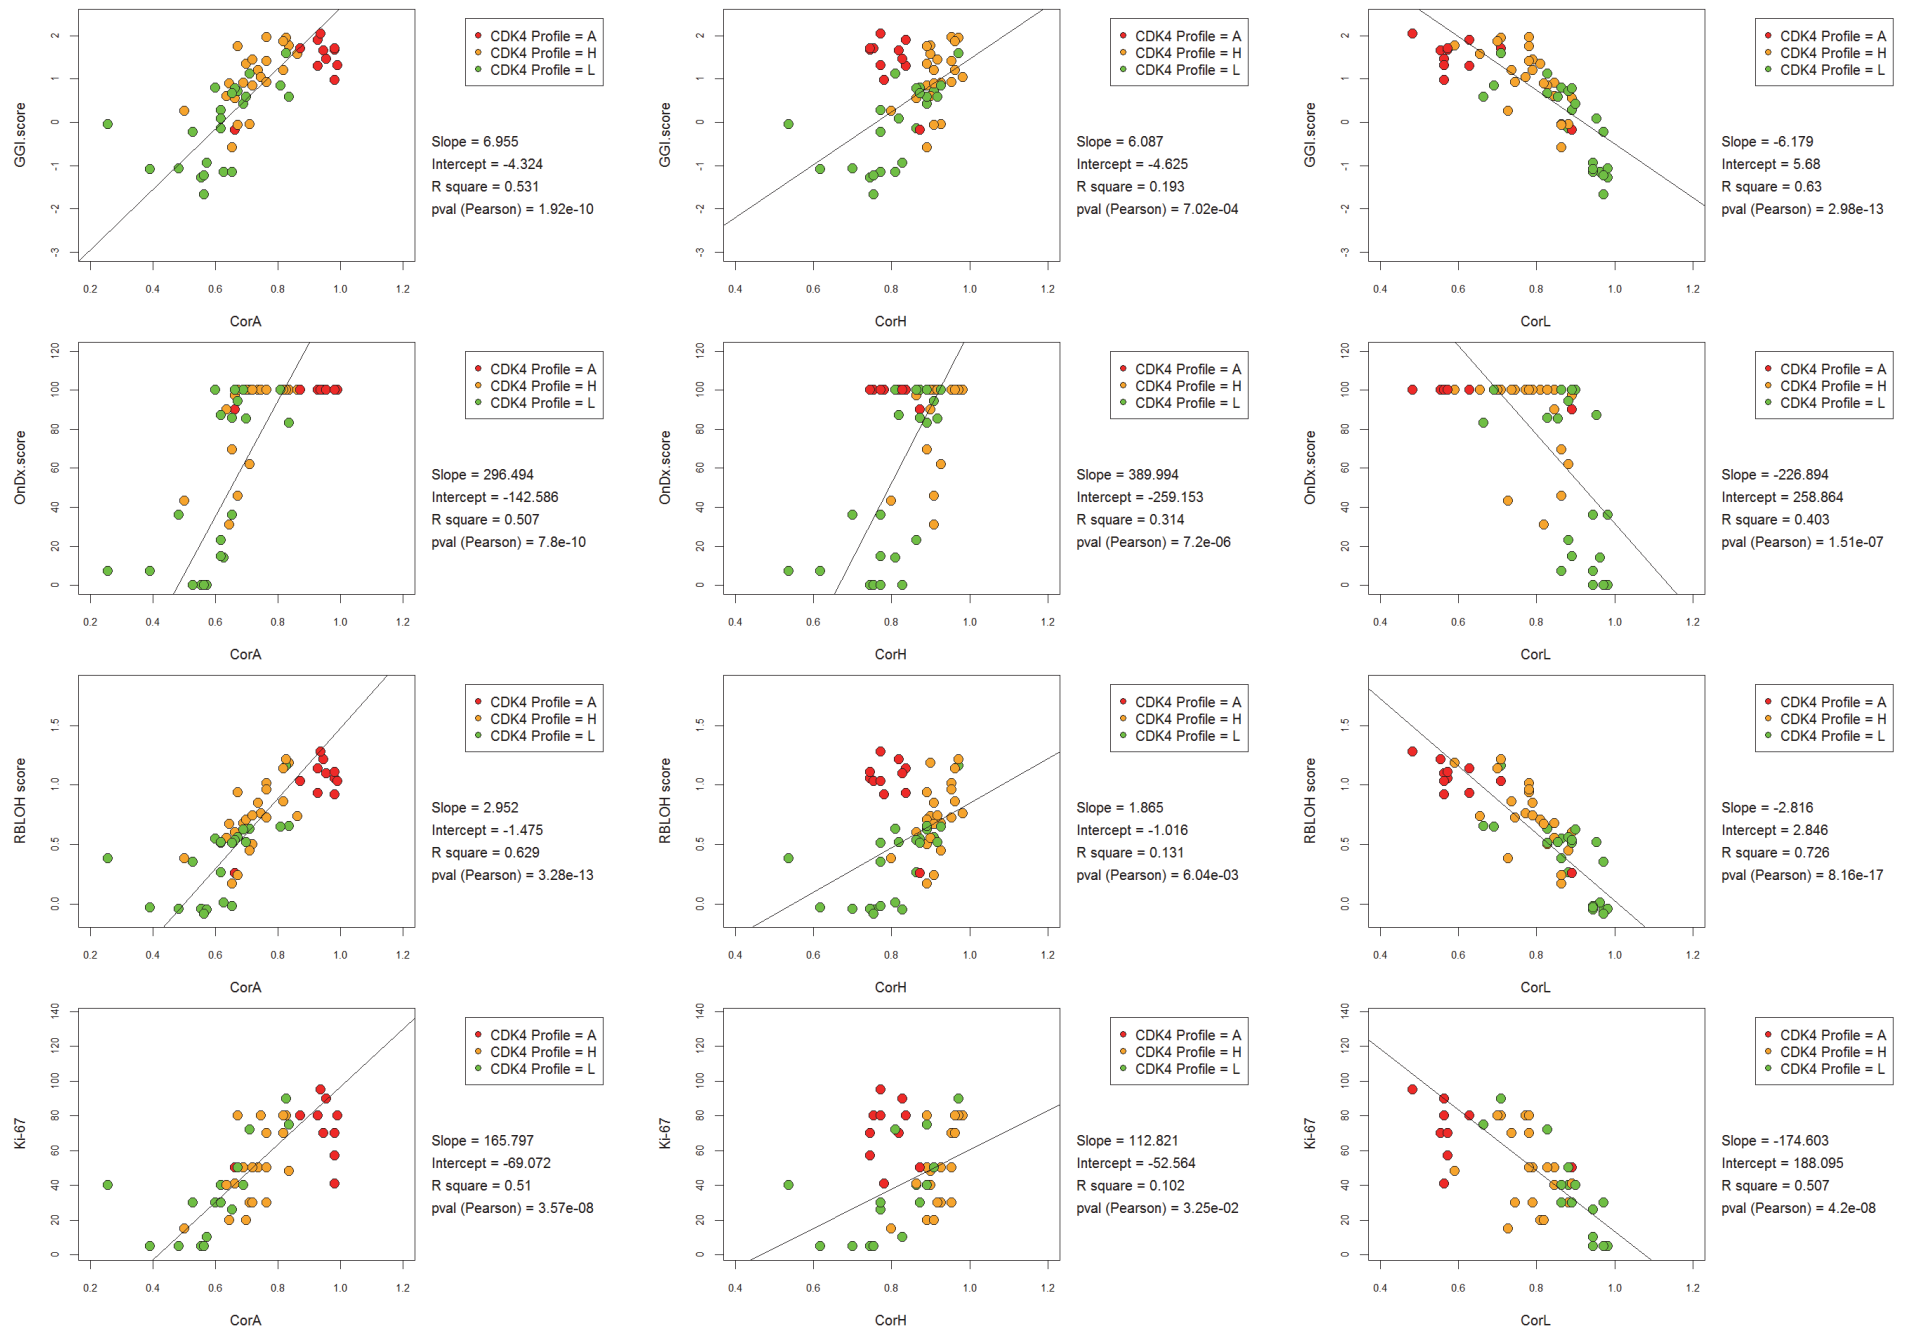

Appendix Figure S4

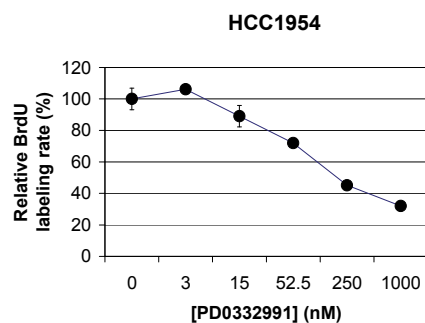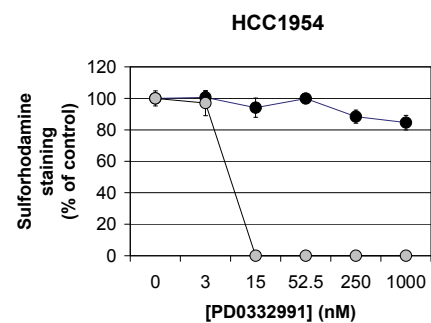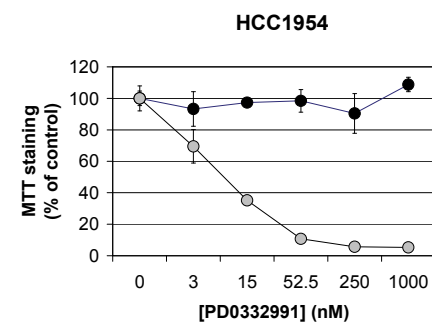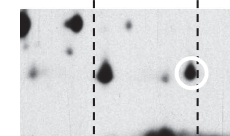

HCC1954
Sensitive

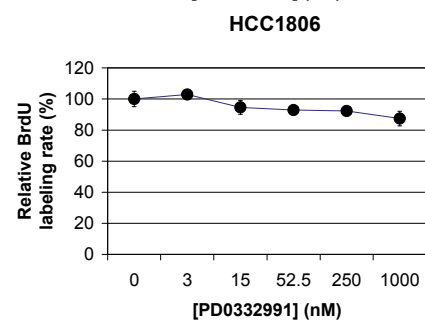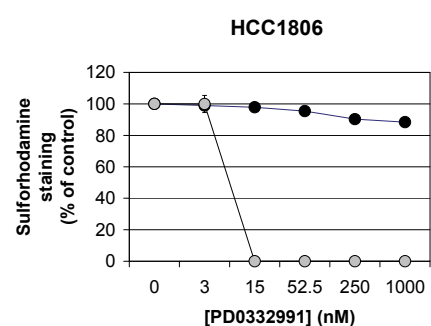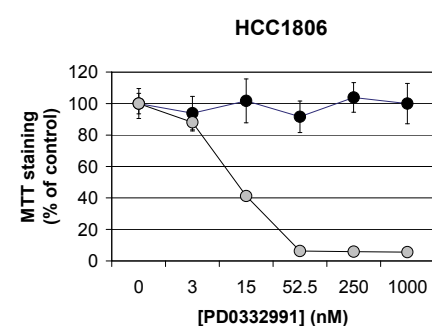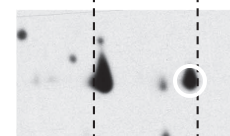

HCC1806
Sensitive*

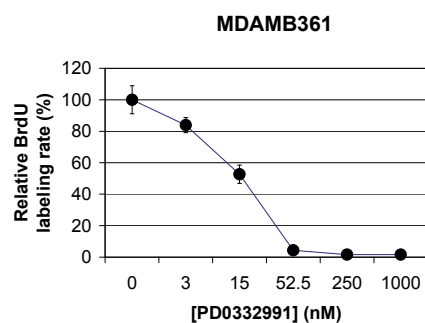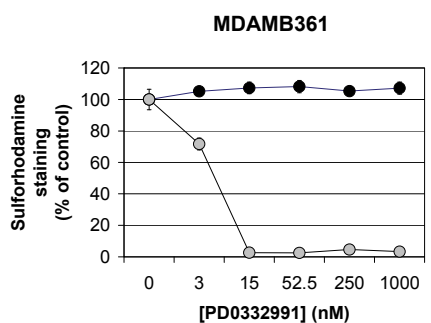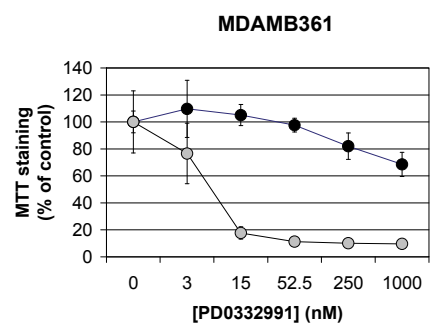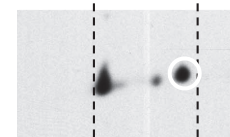

MDAMB361
Sensitive

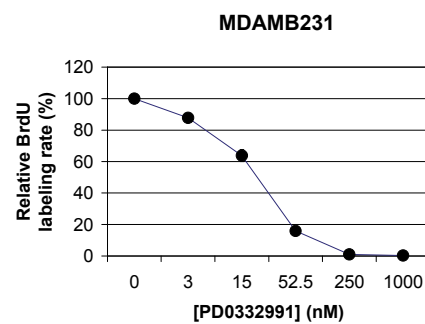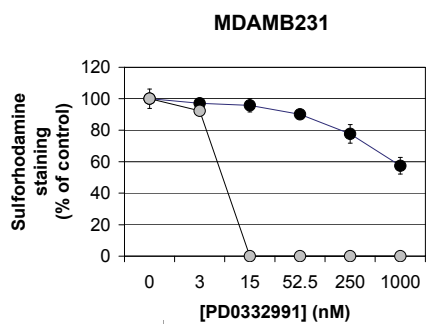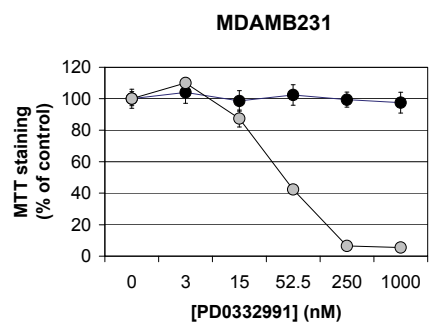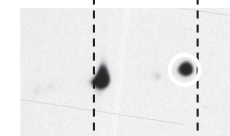

MDAMB231
Sensitive

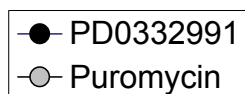

Appendix Figure S5A

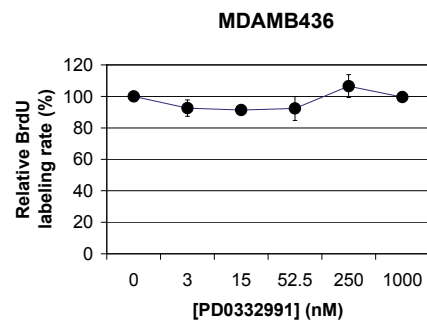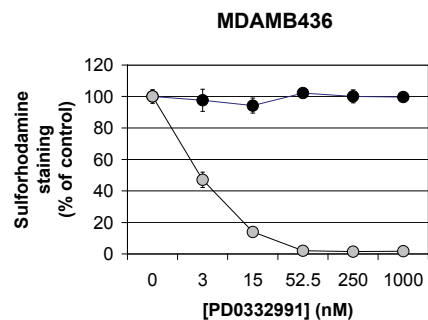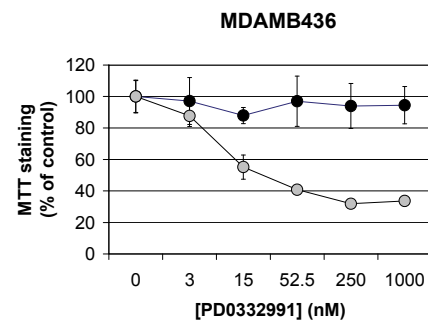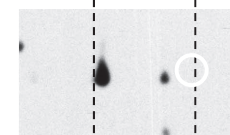

MDAMB436
Insensitive

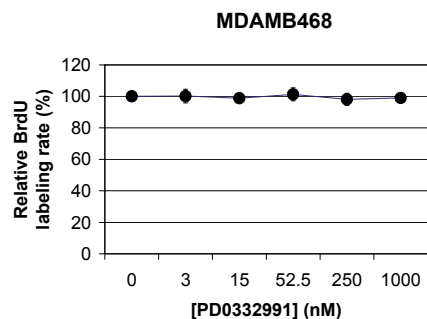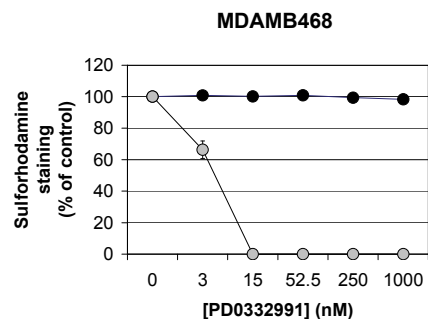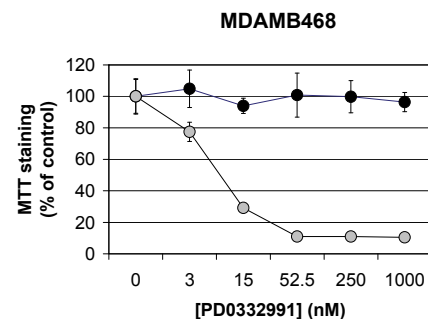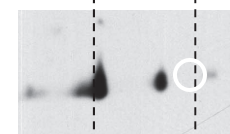

MDAMB468
Insensitive

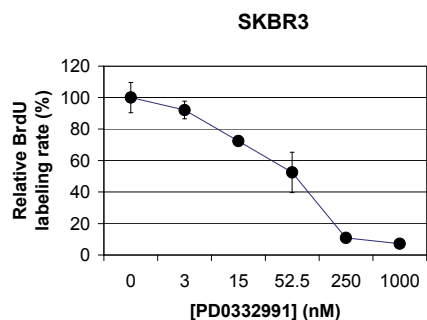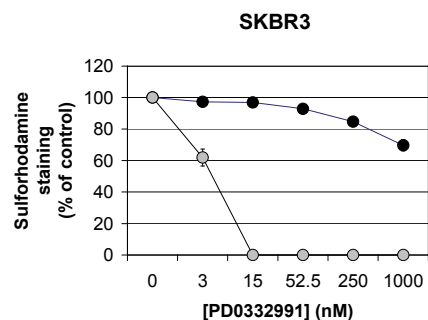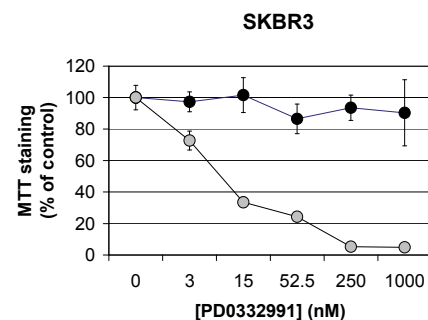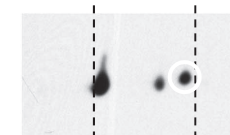

SKBR3
Sensitive

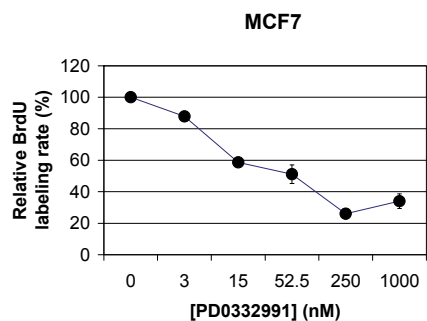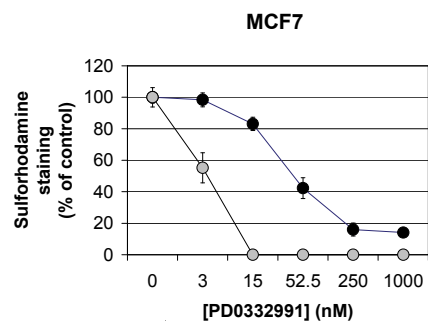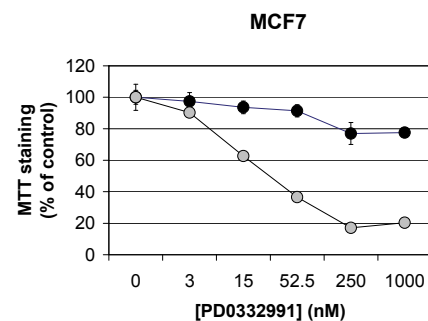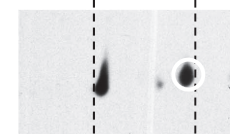

MCF7
Sensitive

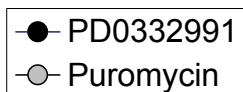

Appendix Figure S5B

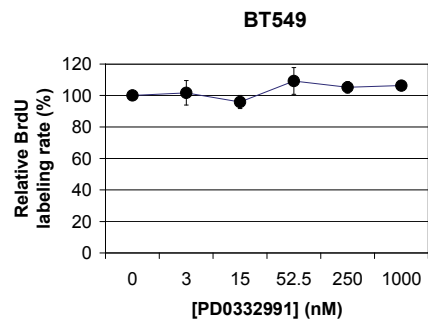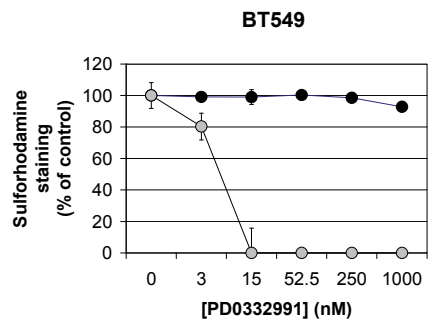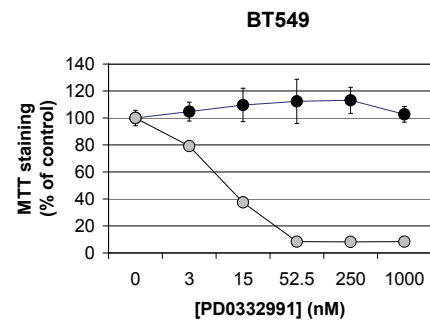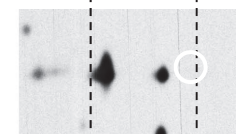

BT549
Insensitive

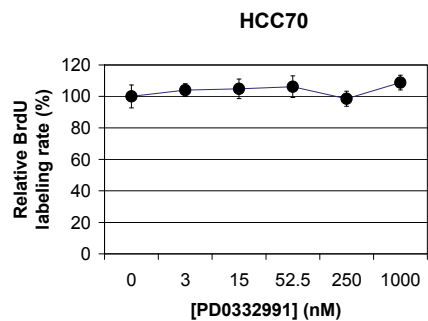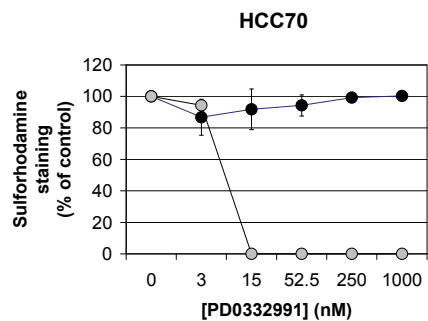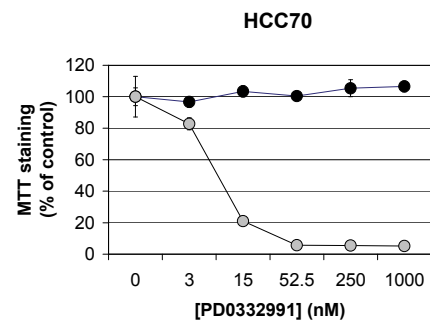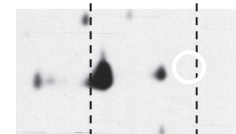

HCC70
Insensitive

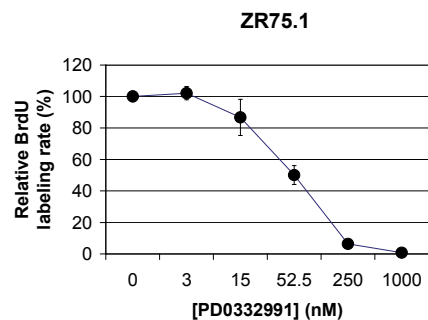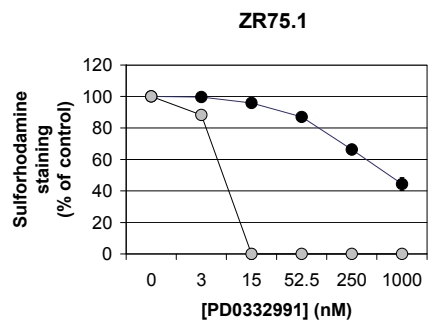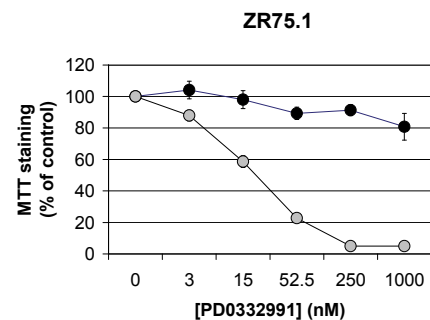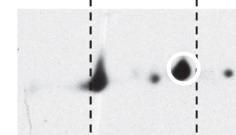

ZR75.1
Sensitive

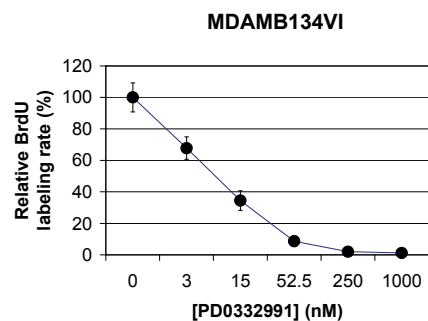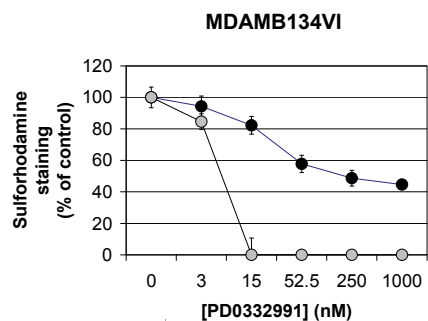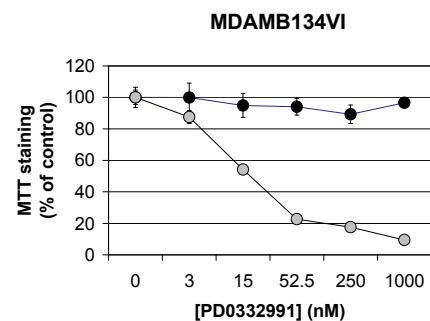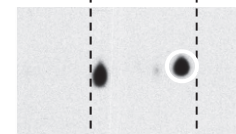

MDAMB134VI
Sensitive

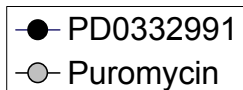

Appendix Figure S5C

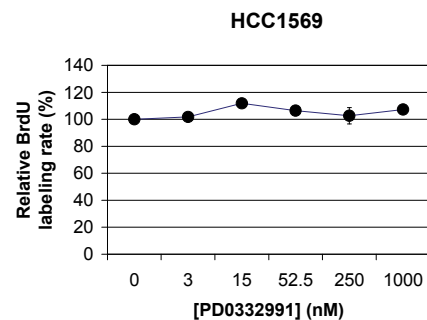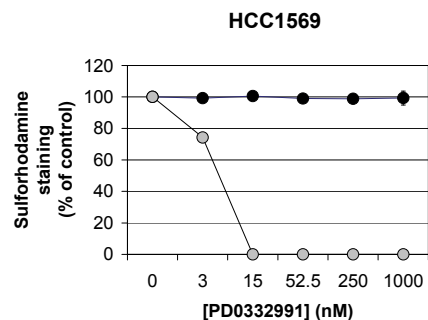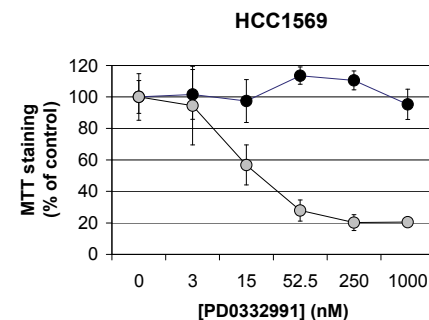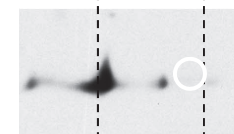

HCC1569
Insensitive

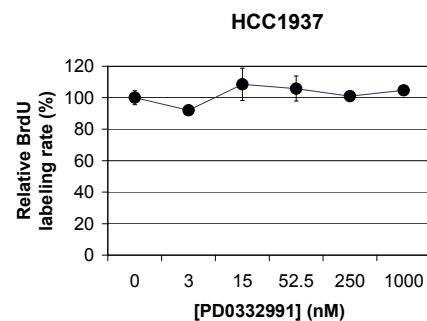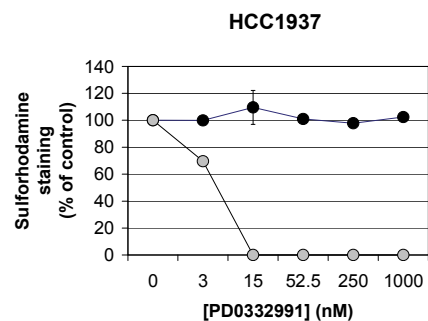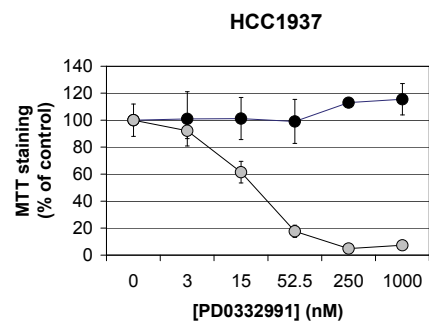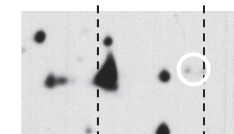

HCC1937
Insensitive

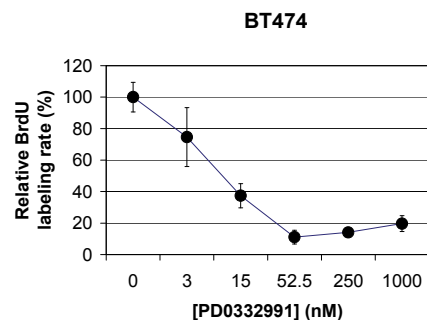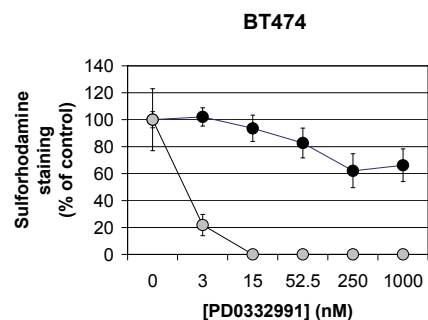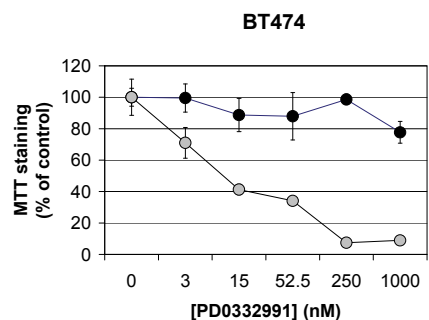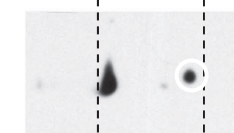

BT474
Sensitive

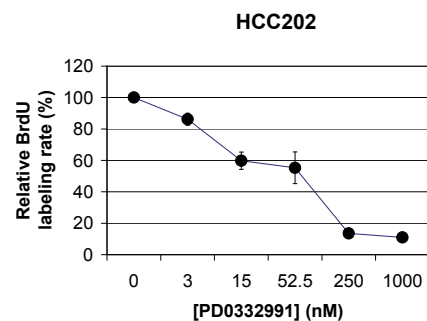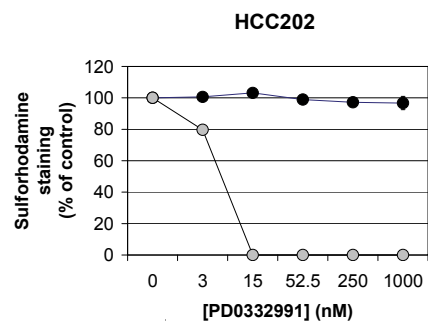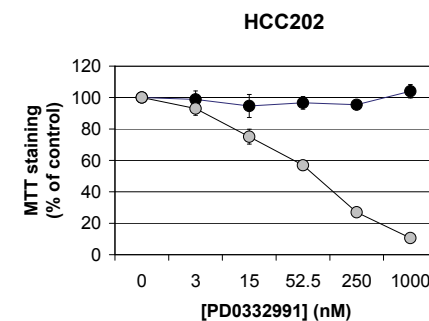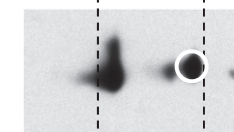

HCC202
Sensitive

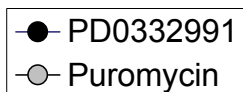

1 2 3

Appendix Figure S5D

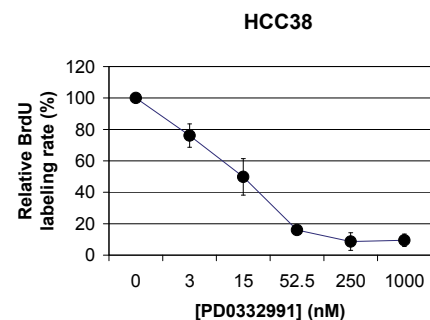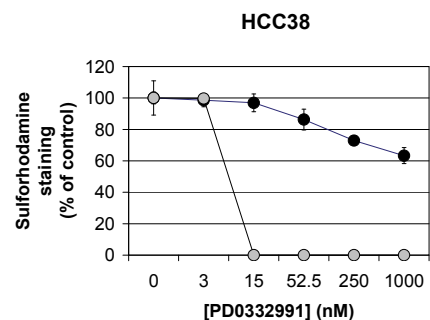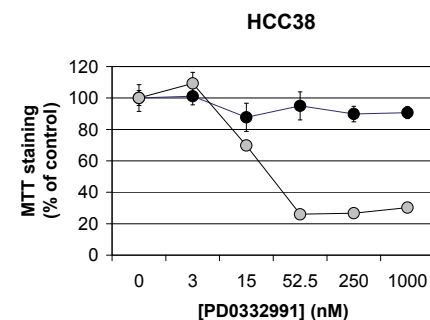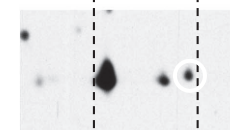

HCC38
Sensitive

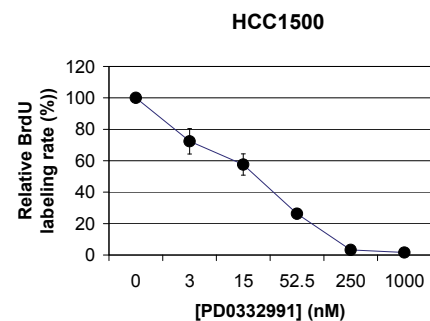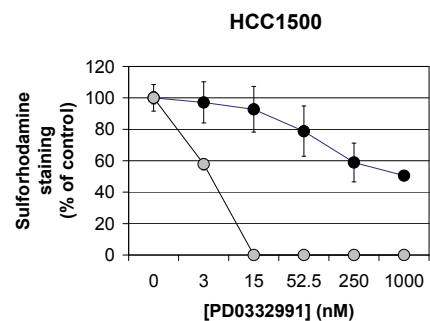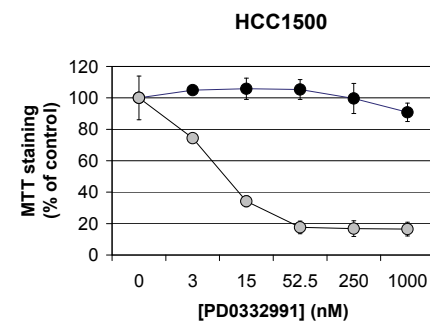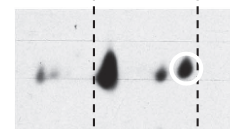

HCC1500
Sensitive

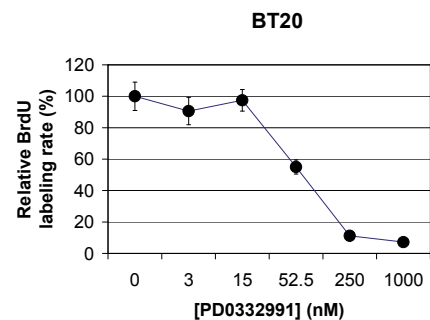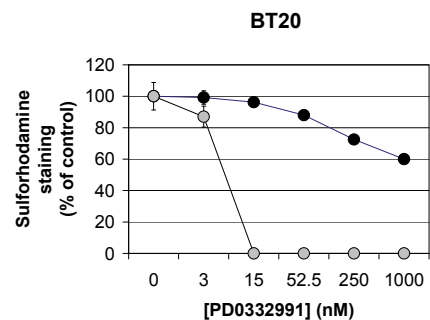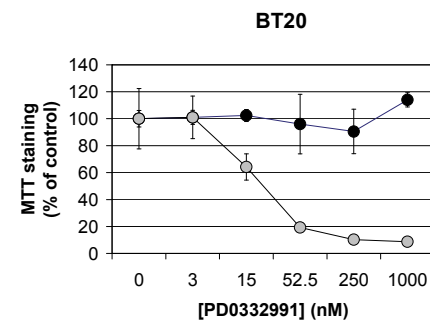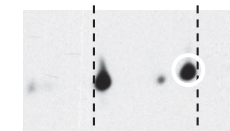

BT20
Sensitive

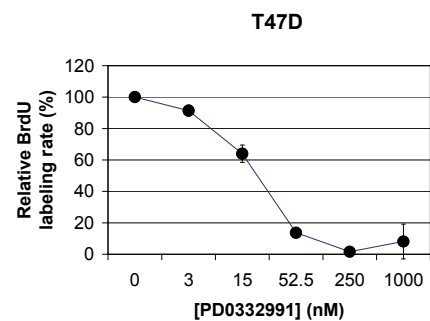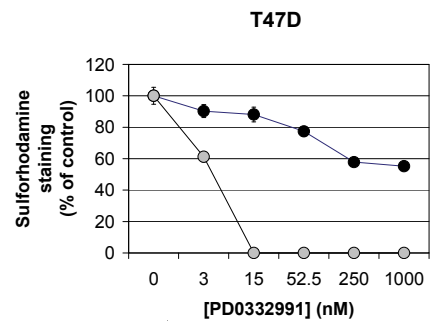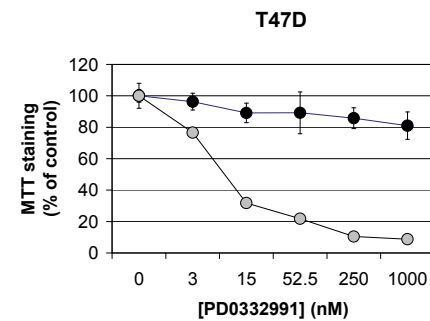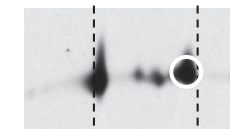

T47D
Sensitive

1 2 3

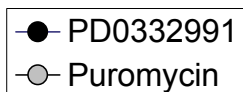

Appendix Figure S5E

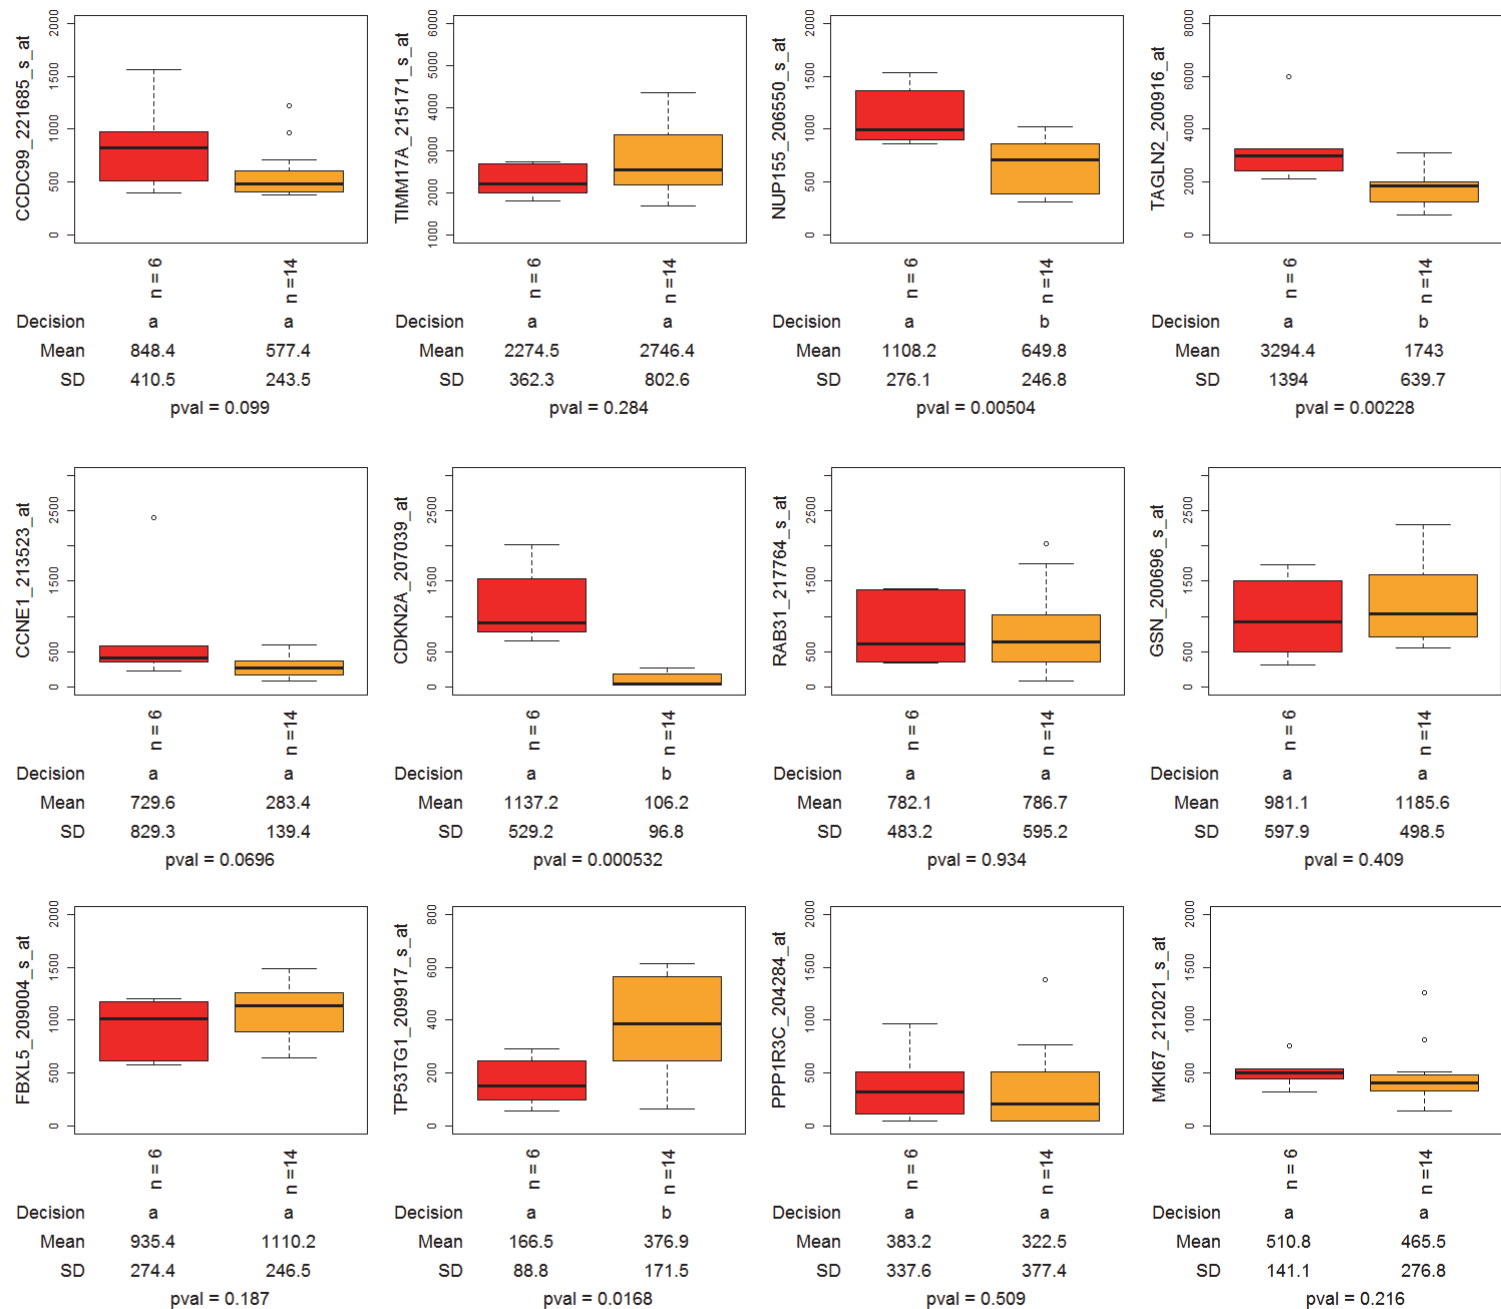

Appendix Figure S6

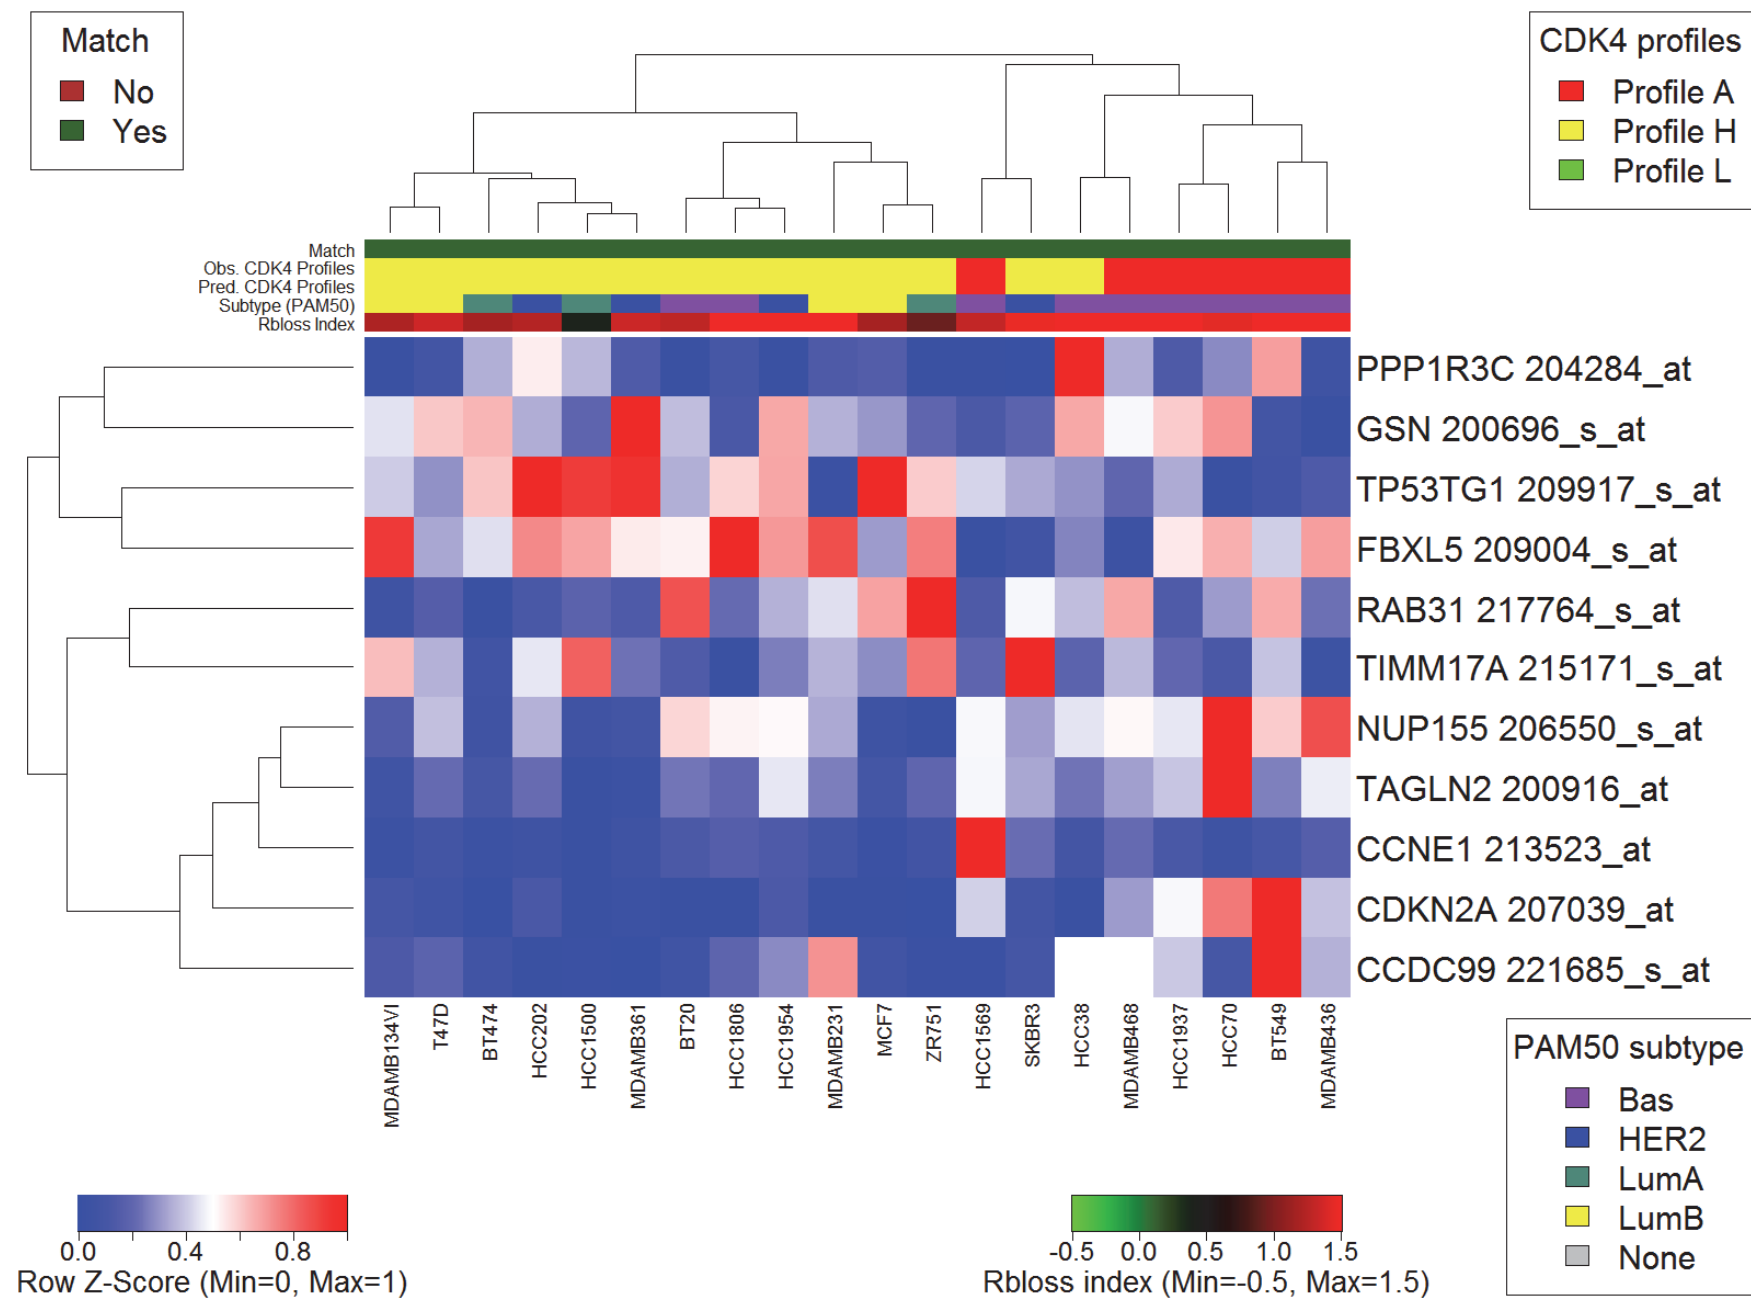

Appendix Figure S7

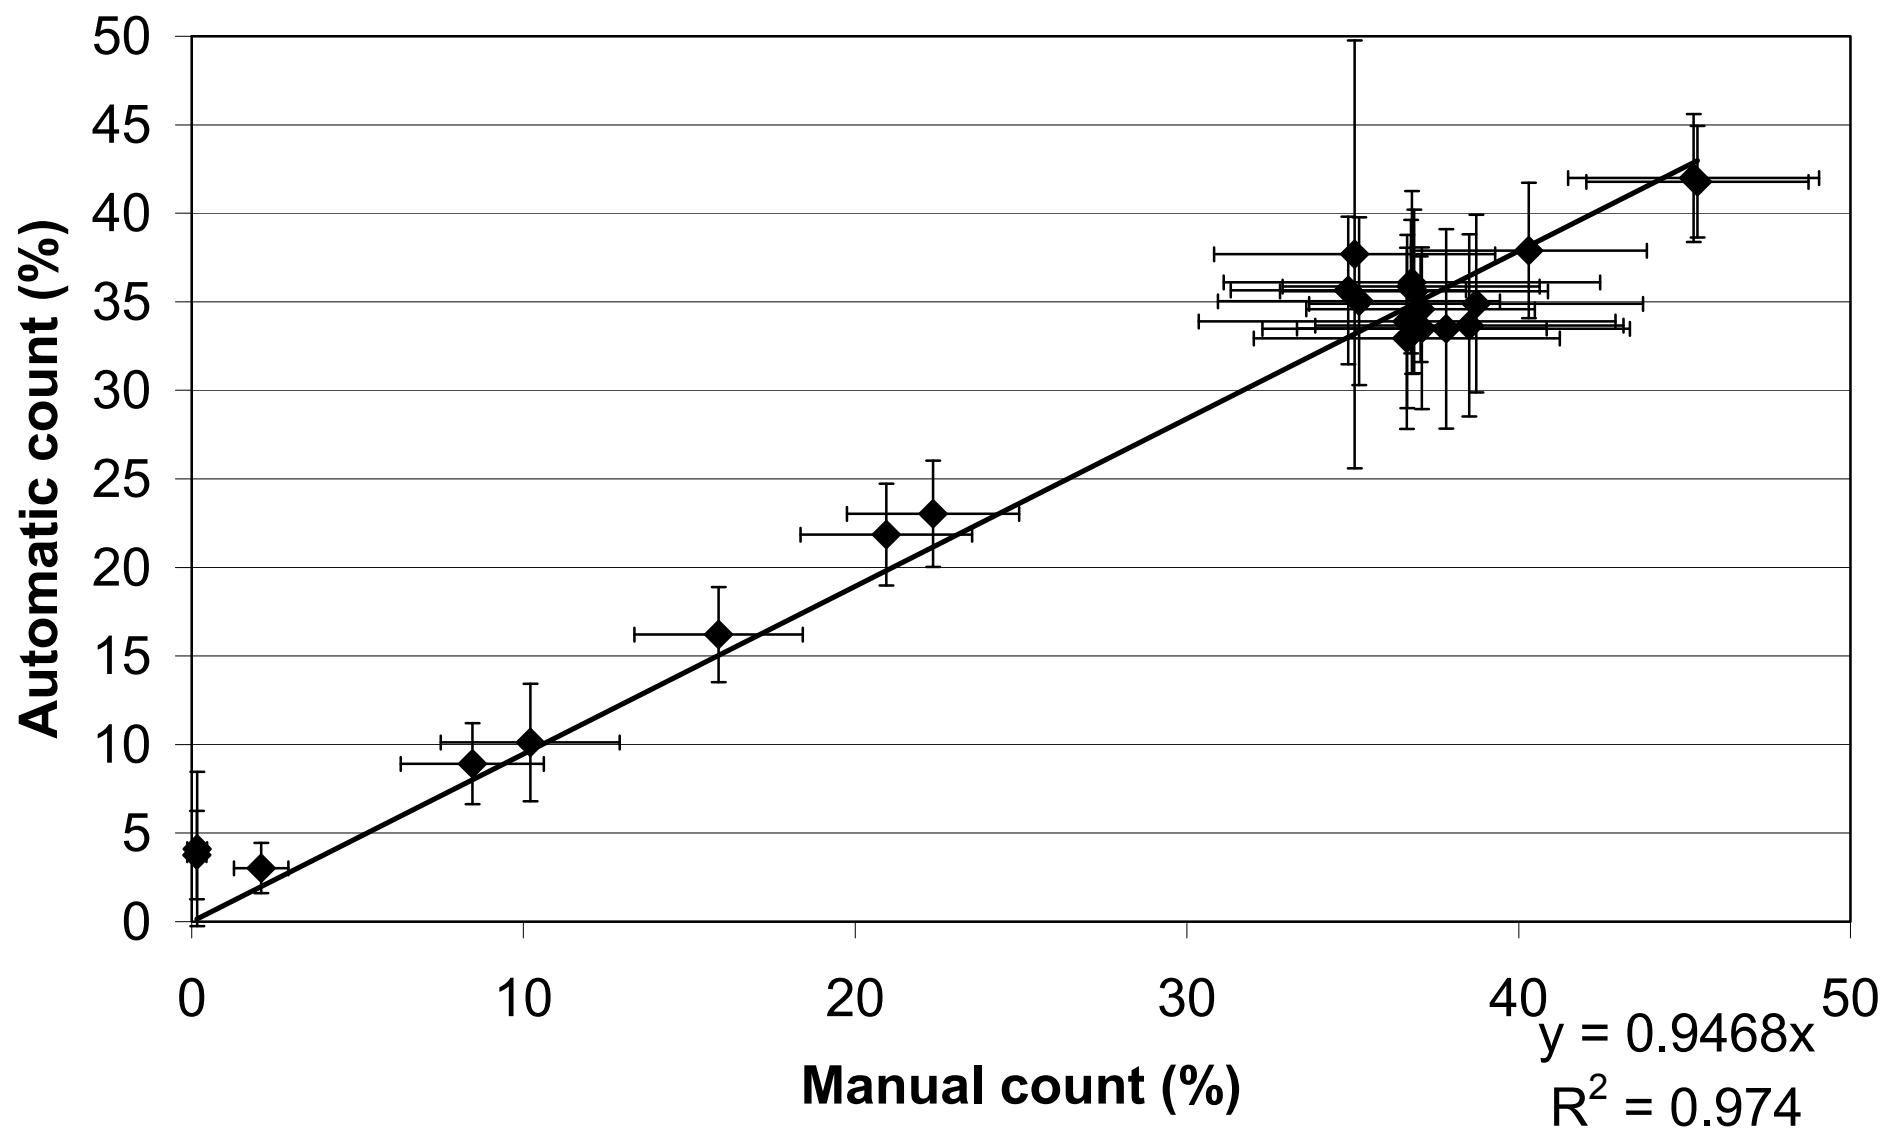

Appendix Figure S8

A

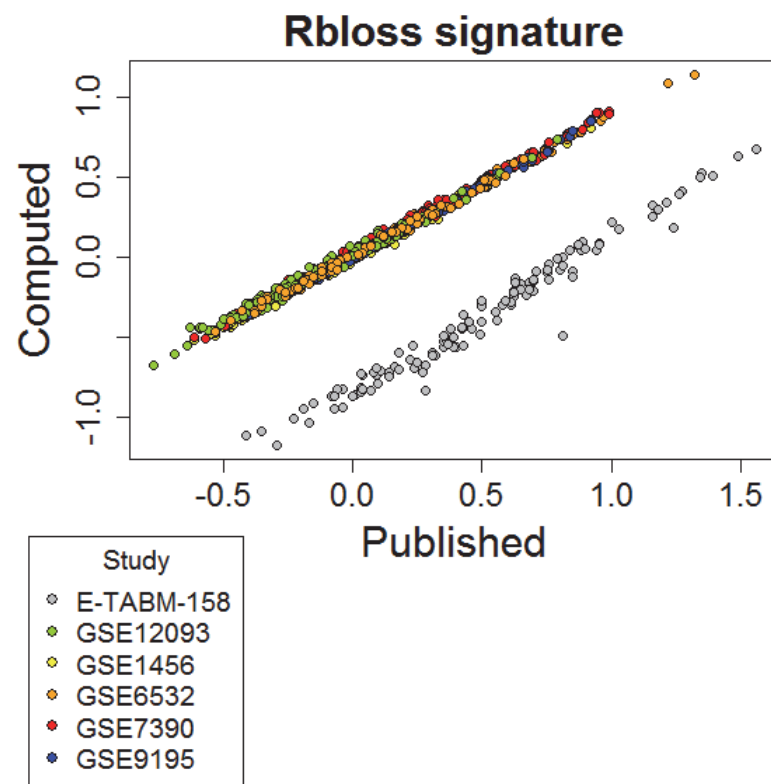

B

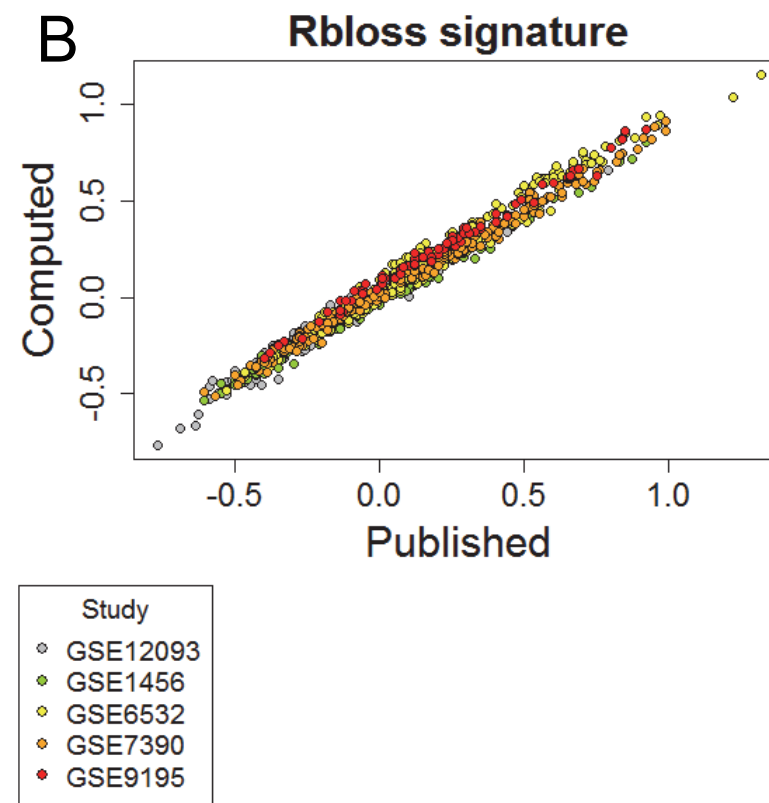

Antibodies and reagents	Provider	Reference	use	dilution
anti Ki-67	DAKO	IR626	IHC	1/1
anti BrDU	BD Bioscience	#347580	IHC	1/50
biotinylated anti-mouse	GE Healthcare	RPN1001V	IHC	1/50
Alexa Fluor 488-conjugated Streptavidin	Jackson ImmunoResearch	3016-480-084	IHC	1/3600
cyclin D1	Neomarkers	DCS-6	WB	1/200
cyclin D3	Neomarkers	DCS-22	WB	1/200
pRb	BD Pharmingen	#554136	WB	1/500
phospho-pRb (T826)	Abcam	EPR5351	WB	1/1000
cyclin E1	Pierce	HE12	WB	1/200
anti-CDK4 (monoclonal)	Santa Cruz	DCS-31	WB	1/200
anti-CDK4 (polyclonal)	Santa Cruz	H-22	WB	1/200
anti-P-CDK4 (polyclonal)	Cell Signaling Technology	*	WB	1/500
p16	Santa Cruz	DCS-50	WB	1/200
CDK6	Santa Cruz	C-21	WB	1/1000
HRP-coupled anti mouse	Santa Cruz	sc-2005	WB	1/2000
HRP-coupled anti rabbit	Santa Cruz	sc-2370	WB	1/5000
DyLight 680-coupled anti mouse	Pierce Biotechnology	#35518	WB	1/10000
DyLight 800-coupled anti rabbit	Pierce Biotechnology	#SA5-35571	WB	1/10000

* sample of a noncommercialized phosphospecific CDK4 (Thr172) antibody produced by immunizing rabbits with a keyhole limpet hemocyanin-coupled peptide antigen to T172-phosphorylated human CDK4 and purified by protein A- and immunogen-based affinity column separation. See Bockstaele et al Mol. Cell. Biol. 26,5070 (2006) for characterization. This antibody is very phosphospecific on CDK4 but generally requires a prior purification or separation of CDK4 (by IP and/or 2D electrophoresis). Nevertheless, it could be used (it was critical) in a study by Robert Fisher group (Merzel-Schachter et al Mol. Cell 50,250 (2013)). This preparation has never been commercialized and the bulk of its stock was unfortunately lost at CST. To our knowledge, CST was unable to reproduce it until now (one production was sold but it was inactive and removed from the catalog after 6 months). We preciously keep the few microliters left as reference material.

Appendix Supplementary Table S1

Appendix Supplementary Table S2

Study	Plat	Brand	Source	Author	GSE29288	GSE51086	GSE22821	GSE44552	GSE44836	GSE18496	GSE43567	GSE5846	GSE5720	ETABM157	GSE4342	GSE16795	GSE11812	GSE6569	GSE5845	MDACC	GSE36133	EMTAB37	GSE34211	GSE10843	GSE8332	GSE7127	GSE32474	GSE10890	GSE10916	GSE12790	GSE22183	GSE15455	GSE41445	GSE3156	GSE4536
GSE29288	GPL4133	Agilent	NCI60	Reinhold	60	4	59	5	3	6	2	59	58	6	2	4	1	4	0	5	37	16	40	20	15	2	58	6	0	4	0	0	12	5	1
GSE51086	GPL4133	Agilent	Breast	Cunliffe	4	29	4	22	16	22	0	4	4	24	0	22	2	12	0	15	22	6	18	11	0	0	4	18	0	21	0	0	4	12	0
GSE22821	GPL4868	Agilent	NCI60	Liu	59	4	60	5	3	6	2	58	57	6	2	4	1	4	0	5	36	15	39	20	14	2	57	6	0	4	0	0	12	5	1
GSE44552	GPL6480	Agilent	Breast	Finn	5	22	5	52	24	48	0	5	5	34	0	23	2	17	0	14	41	18	33	22	1	0	5	35	0	37	0	0	4	15	0
GSE44836	GPL6480	Agilent	Breast	Di Cello	3	16	3	24	26	24	0	3	3	23	0	18	2	13	0	11	24	9	21	14	0	0	3	21	0	23	0	0	3	11	0
GSE18496	GPL7264	Agilent	Breast	Finn	6	22	6	48	24	51	0	6	6	35	0	23	2	18	0	14	40	18	34	21	1	0	6	35	0	36	0	0	4	16	0
GSE43567	GPL7264	Agilent	NSCL	Finn	2	0	2	0	0	0	34	1	0	0	7	0	0	0	0	0	23	15	9	16	13	0	2	0	0	0	0	0	1	0	0
GSE5846	GPL96	Affymetrix	NCI60	Lee	59	4	58	5	3	6	1	60	59	6	1	4	1	4	0	5	36	16	39	19	14	2	57	6	0	4	0	0	11	5	1
GSE5720	GPL96	Affymetrix	NCI60	Shankavaram	58	4	57	5	3	6	0	59	59	6	1	4	1	4	0	5	35	15	38	18	13	2	56	6	0	4	0	0	11	5	1
ETABM157	GPL96	Affymetrix	Breast	Neve	6	24	6	34	23	35	0	6	6	51	0	27	2	18	0	17	32	11	32	17	1	0	6	28	0	29	0	0	4	17	0
GSE4342	GPL96	Affymetrix	NSCLC	Coldren	2	0	2	0	0	0	7	1	1	0	41	0	0	0	0	0	26	14	13	4	11	0	2	0	0	0	0	0	2	0	0
GSE16795	GPL96	Affymetrix	Breast	Holestelle	4	22	4	23	18	23	0	4	4	27	0	39	2	12	0	15	24	9	20	13	0	0	4	19	0	25	0	0	3	13	0
GSE11812	GPL96	Affymetrix	Multi	Gyorffy	1	2	1	2	2	2	0	1	1	2	0	2	30	2	0	2	12	8	2	6	1	0	1	1	1	2	0	0	1	2	0
GSE6569	GPL96	Affymetrix	Breast	Huang	4	12	4	17	13	18	0	4	4	18	0	12	2	23	0	12	20	6	17	12	0	0	4	17	0	18	0	0	2	14	0
GSE5845	GPL96	Affymetrix	Bladder	Lee	0	0	0	0	0	0	0	0	0	0	0	0	0	0	40	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0
MDACC	GPL96	Affymetrix	Breast	MDACC	5	15	5	14	11	14	0	5	5	17	0	15	2	12	0	19	16	4	13	11	1	0	5	14	0	15	0	0	3	12	0
GSE36133	GPL570	Affymetrix	Multi	CCLC	37	22	36	41	24	40	23	36	35	32	26	24	12	20	0	16	916	236	109	80	87	5	36	40	1	45	15	12	14	18	2
EMTAB37	GPL570	Affymetrix	Multi	GSK	16	6	15	18	9	18	15	16	15	11	14	9	8	6	0	4	236	319	46	35	46	0	16	16	1	16	4	4	3	6	2
GSE34211	GPL570	Affymetrix	Multi	Pfizer	40	18	39	33	21	34	9	39	38	32	13	20	2	17	0	13	109	46	166	35	24	2	40	30	0	30	13	11	10	15	1
GSE10843	GPL570	Affymetrix	Multi	Adai	20	11	20	22	14	21	16	19	18	17	4	13	6	12	0	11	80	35	35	134	48	3	20	26	2	27	0	0	10	11	0
GSE8332	GPL570	Affymetrix	Multi	Wagner	15	0	14	1	0	1	13	14	13	1	11	0	1	0	0	1	87	46	24	48	119	3	15	1	2	0	0	0	6	0	0
GSE7127	GPL570	Affymetrix	Melanoma	Johansson	2	0	2	0	0	0	0	2	2	0	0	0	0	0	0	0	5	0	2	3	3	63	2	0	1	0	0	0	1	0	0
GSE32474	GPL570	Affymetrix	NCI60	Pfister	58	4	57	5	3	6	2	57	56	6	2	4	1	4	0	5	36	16	40	20	15	2	59	6	0	4	0	0	11	5	1
GSE10890	GPL570	Affymetrix	Breast	Hoeflich	6	18	6	35	21	35	0	6	6	28	0	19	1	17	0	14	40	16	30	26	1	0	6	55	0	41	0	0	4	16	0
GSE10916	GPL570	Affymetrix	Melanoma	Augustine	0	0	0	0	0	0	0	0	0	0	0	0	1	0	0	0	1	1	0	2	2	1	0	0	50	0	0	0	0	0	0
GSE12790	GPL570	Affymetrix	Breast	Januario	4	21	4	37	23	36	0	4	4	29	0	25	2	18	0	15	45	16	30	27	0	0	4	41	0	50	0	0	4	16	0
GSE22183	GPL570	Affymetrix	Stomach	Anderson	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	15	4	13	0	0	0	0	0	0	0	37	23	0	0	0
GSE15455	GPL570	Affymetrix	Stomach	Ooi	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	0	12	4	11	0	0	0	0	0	0	0	23	25	0	0	0
GSE41445	GPL570	Affymetrix	Multi	Bayer	12	4	12	4	3	4	1	11	11	4	2	3	1	2	0	3	14	3	10	10	6	1	11	4	0	4	0	0	21	3	0
GSE3156	GPL570	Affymetrix	Breast	Bild	5	12	5	15	11	16	0	5	5	17	0	13	2	14	0	12	18	6	15	11	0	0	5	16	0	16	0	0	3	19	0
GSE4536	GPL570	Affymetrix	Glioblastoma	Fine	1	0	1	0	0	0	0	1	1	0	0	0	0	0	0	0	2	2	1	0	0	0	1	0	0	0	0	0	0	0	12

# Supplementary material for: CDK4 phosphorylation status and a linked gene expression profile predict sensitivity to palbociclib
**Source:** EMBO Mol Med. 2017 May 31;9(8):1052–66. doi: 10.15252/emmm.201607084
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

Figure EV1. Observed and predicted CDK4 modification profiles differentially associate with different clinical parameters in the 56 breast tumors examined in this study and in a cohort of 4,034 tumors with published gene expression profiles.

The relative proportions of the observed CDK4 modification profiles according to the different levels of the ER, PR, HER2, and triple-negative (TNM) status, intrinsic molecular subtypes, grade, GGI risk, and Oncotype DX risk of the 56 breast tumors samples analyzed in this study (topmost panels) are compared to the relative proportions of the predicted values of the same samples (middle panels) and those predicted using a database of 4,034 published gene expression profiles of breast cancer samples with published clinical records (lowest panels).

- A The ER, PR, and HER2 statuses were defined by immunohistochemistry. The triple-negative status was defined based on whether the gene expression of *ESR1*, *PGR*, and *ERBB2* genes measured using the probe sets 205225_at, 208305_at, and 216836_s_at, respectively, were below a threshold predefined with pROC.
- B The molecular subtype, grade, GGI risk, and Oncotype DX risk (OnDx) were determined in R with the *genefu* package using the corresponding reference probe sets.

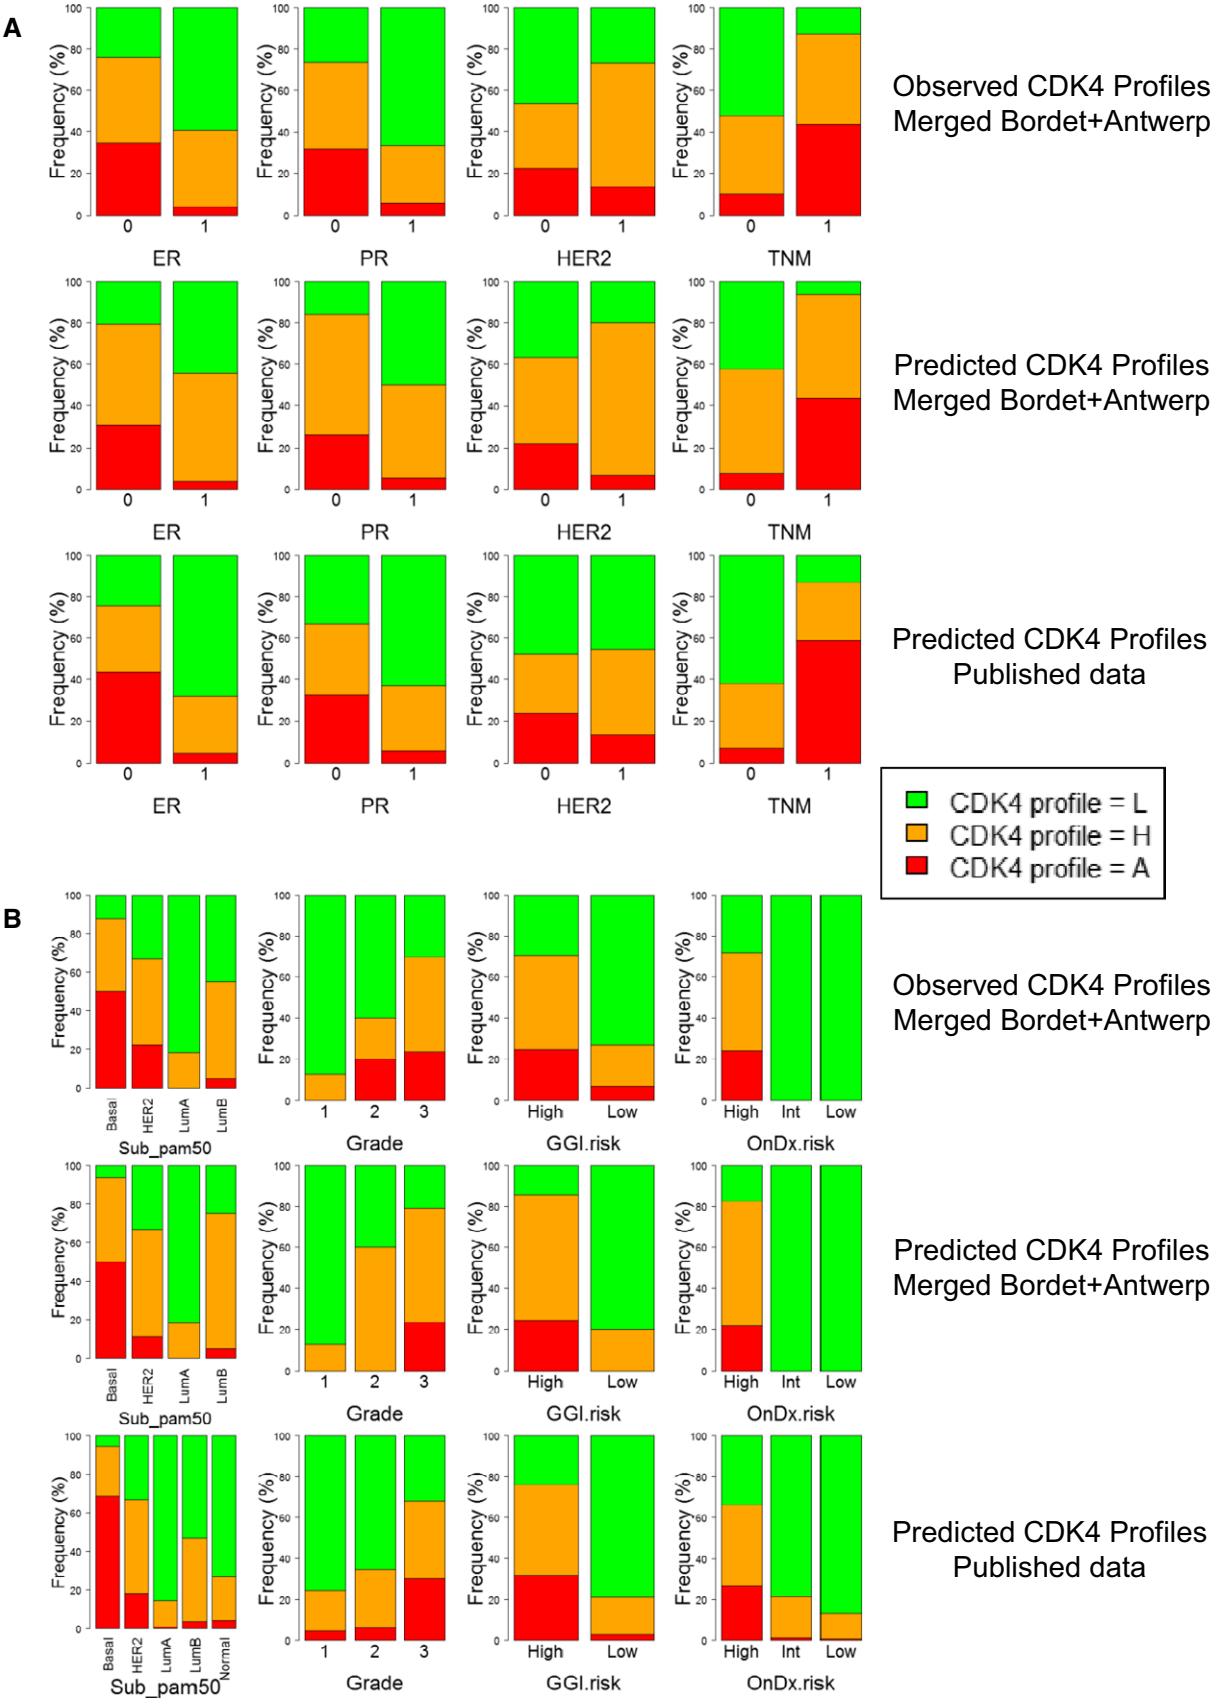

Figure EV1.

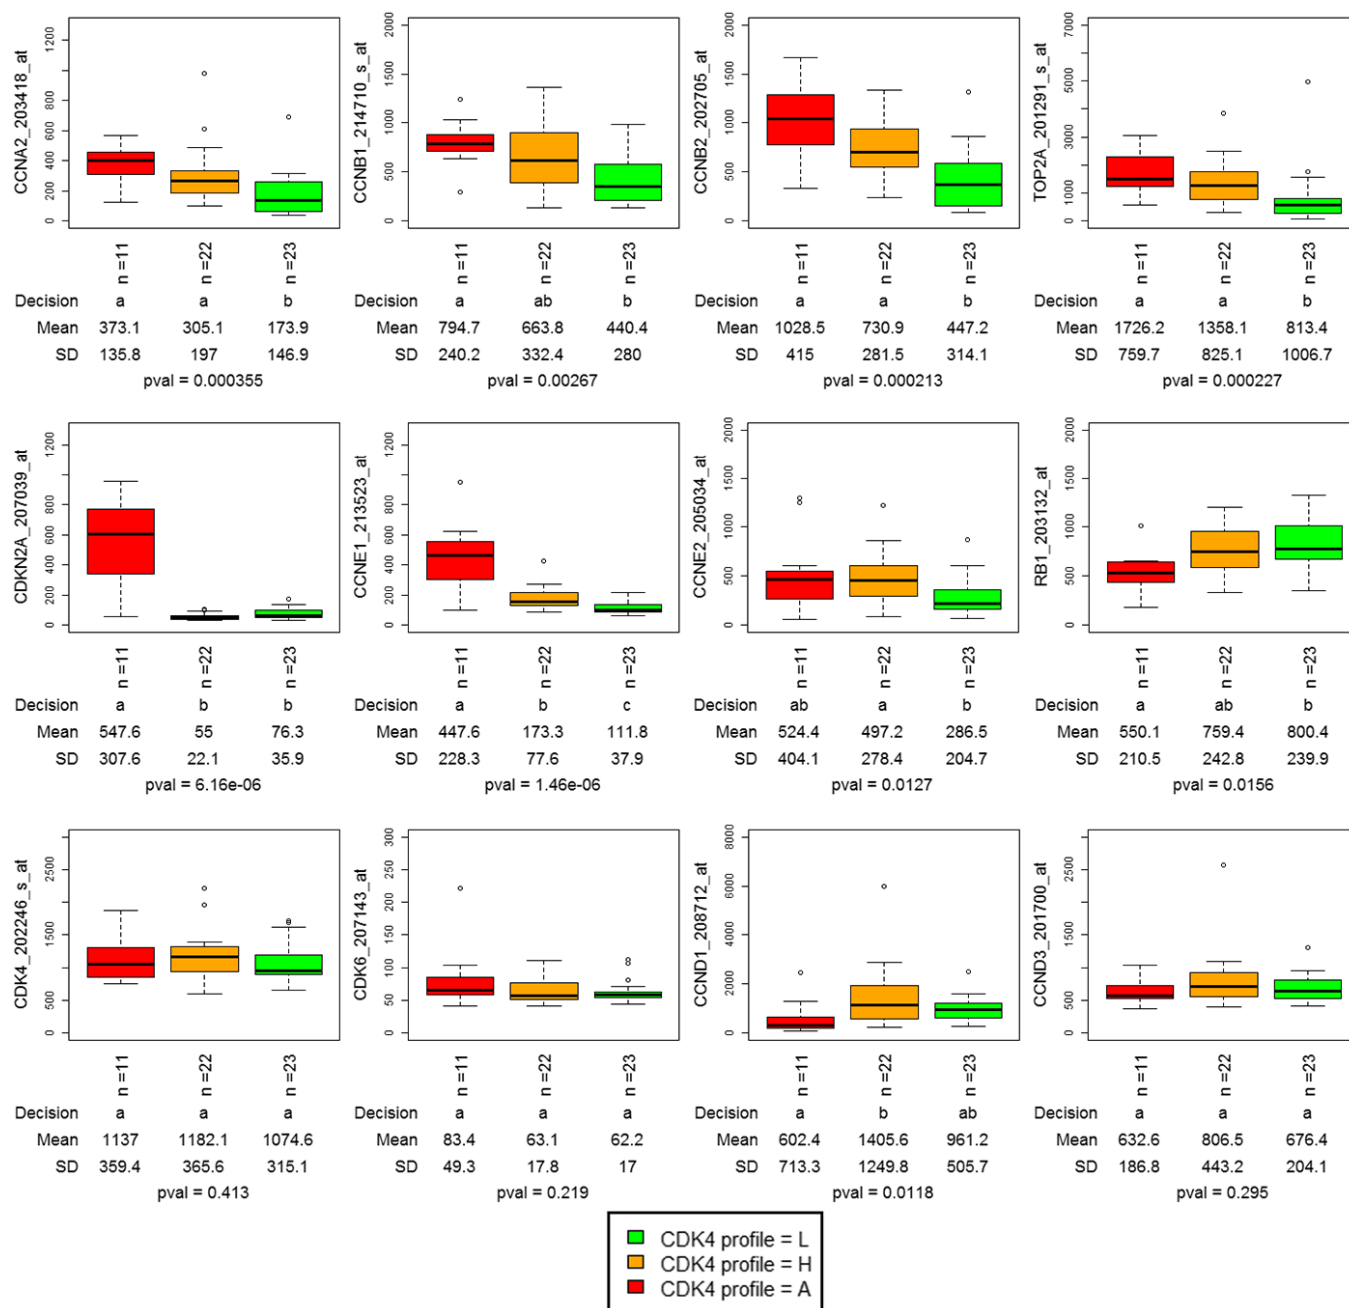

Figure EV2. Distributions of expression levels of selected cell cycle genes among tumors with the three observed CDK4 modification profiles.

The gene expression levels of selected cell cycle genes were measured using the indicated probe sets. The distributions of these levels among the three CDK4 modification profiles are illustrated. Only the expression levels of *CDKN2A*, *CCNE1*, and *CCND1* were significantly different in profile A relative to profile H tumors. By contrast, expression levels of *CCNA2*, *CCNB1*, *CCNB2*, *TOP2A*, and *CCNE2* were significantly lower in profile L tumors than in profile A and/or profile H tumors. Data (box and whiskers) represent median, quartiles and the largest and smallest values with outliers excepted. The first line below the plot reports whether the true effect of CDK4 modification profile is significant (levels with the same letter are not significantly different at $\alpha = 0.05$). The second and third lines report the respective means and SD. The last line provides the *P*-value of rejection of the null hypothesis that all means are equal. Pairwise comparisons were performed with the Kruskal–Wallis test (level of confidence set at 0.95).

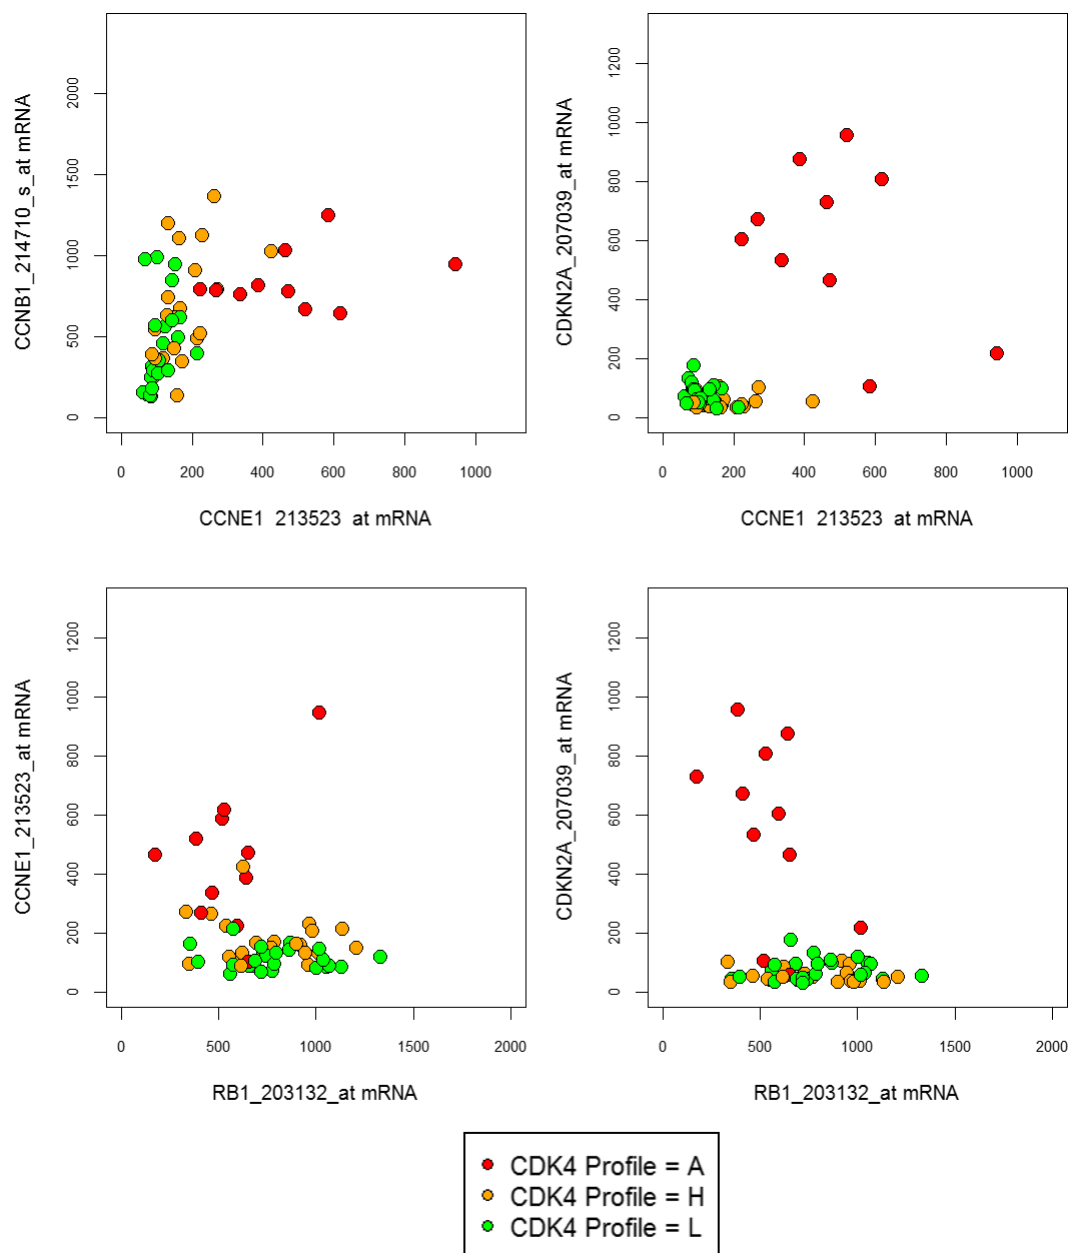

Figure EV3. Relationships among selected cell cycle markers in breast tumors according to their CDK4 modification profiles.

The gene expression levels of selected cell cycle genes were measured with the Affymetrix HG-U133 plus2 platform using the indicated probe sets. The following comparisons are illustrated for tumors characterized by the three CDK4 modification profiles: *CCNE1* and *CCNB1* (cyclin B1) used as a cell cycle progression marker; *CCNE1* and *CDKN2A*; *RB1* and *CCNE1*; *RB1* and *CDKN2A*.

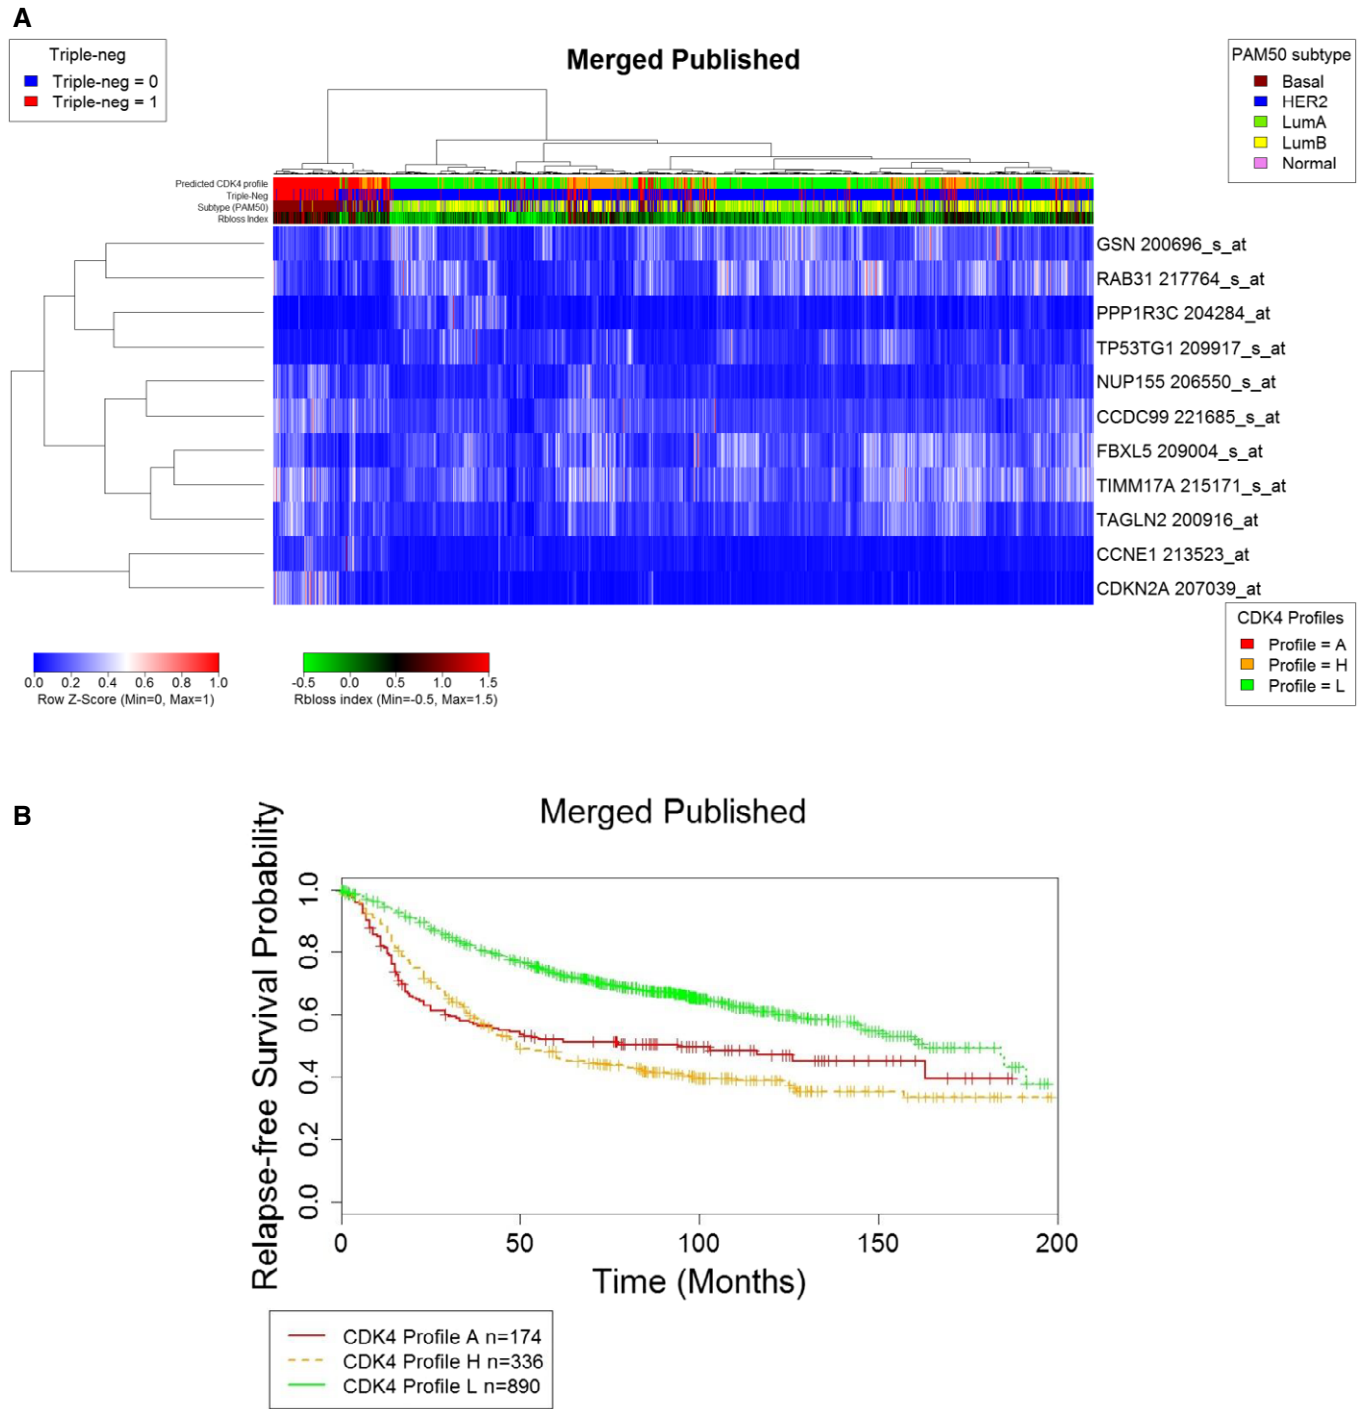

Figure EV4. The 11-probe predictor of CDK4 modification profiles classifies 4,034 breast tumors and is associated with their relapse hazard.

A The published expression levels of the 11 selected genes (see Dataset EV7 for the probes) of the CDK4 modification profile predictor are displayed for 4,034 tumors analyzed with the Affymetrix HG-U133 plus2 or HG-U133A platforms. The heatmap was drawn with the heatmap.plus R package using the fRMA-normalized expression values of the 11 probes. Displayed above the heatmap are the predicted CDK4 modification profiles, the triple-negative status, the molecular subtype defined with the geneFu package by the PAM50 expression value, and the Rb loss index computed as reported by Knudsen's laboratory (Ertel *et al*, 2010).

B The association of the predicted CDK4 modification profile type with relapse hazard was estimated using the Survival package in R in a cohort of 1,400 non-redundant patients with available survival data and gene expression profiles published before September 2009.

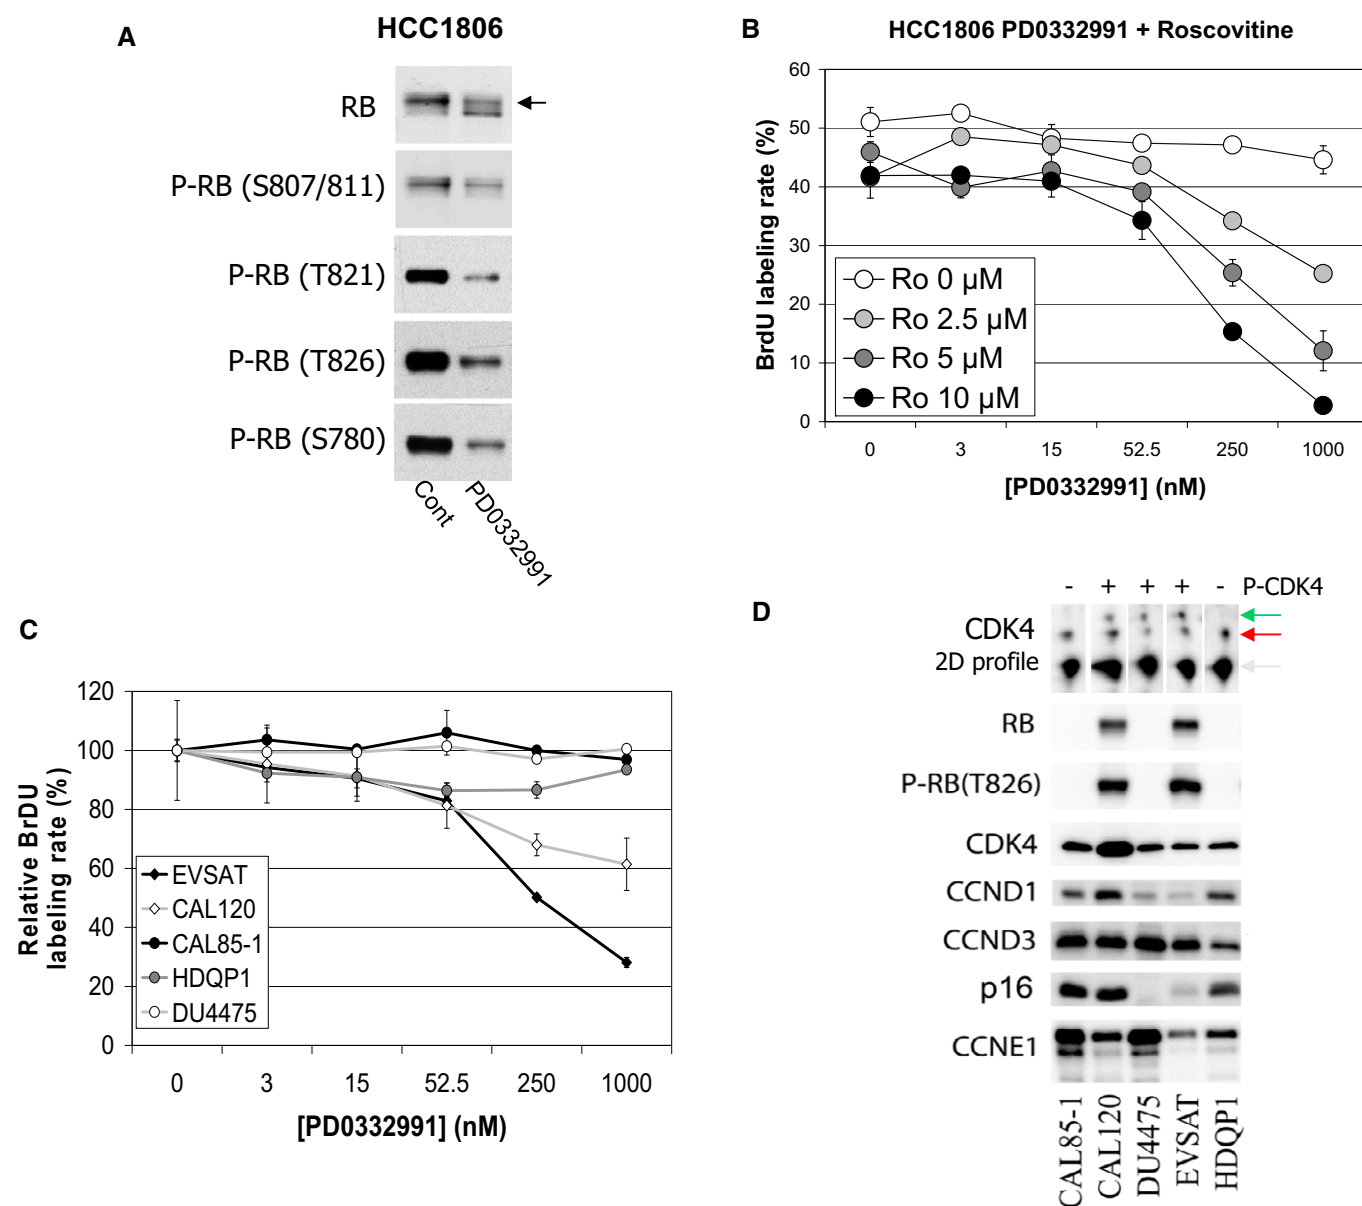

Figure EV5. Characterization of PD0332991 sensitivity and proteomic profiles of HCC1806, CAL85-1, CAL120, DU4475, EVSAT, and HDQP1 breast cancer cell lines.

- A** Effect of PD0332991 on different phosphorylations of pRb. HCC1806 cells were cultured in the presence of 10% FBS and challenged with or without (Cont) 250 nM PD0332991 for 24 h. pRb and its phosphorylations were immunodetected after SDS-PAGE of whole-cell extracts. The arrow indicates the band corresponding to hyperphosphorylated pRb.
- B** Effects of the combined administration of increasing concentrations of PD0332991 and R-roscovitine (Ro) on the proportion of BrdU-incorporating HCC1806 cells. Treatment and BrdU labeling are as in Fig 4. Values are mean $\pm$ SD from triplicates.
- C** Effect of increasing concentrations of PD0332991 on the DNA synthesis rate of CAL85-1, CAL120, DU4475, EVSAT, and HDQP1 breast cancer cell lines. Treatment and BrdU labeling are as in Fig 4. Relative proportion of BrdU-labeled cells is expressed as % of the mean value of untreated control cells. Values are mean $\pm$ SD from triplicates.
- D** CDK4 modification profile and expression of cell cycle regulatory proteins in CAL85-1, CAL120, DU4475, EVSAT, and HDQP1 breast cancer cell lines. Total protein extracts from asynchronous cells in culture were resolved by SDS-PAGE or 2D-gel electrophoresis and detected with the indicated antibodies. The position of the T172-phosphorylated form of CDK4 is indicated by a green arrow. Grey and red arrows indicate the non-phosphorylated forms of CDK4 corresponding to spots 1 & 2, respectively. Chemiluminescence was imaged with a Vilber Lourmat Fusion Solo camera.

# Supplementary material for: CDK4 phosphorylation status and a linked gene expression profile predict sensitivity to palbociclib
**Source:** EMBO Mol Med. 2017 May 31;9(8):1052–66. doi: 10.15252/emmm.201607084

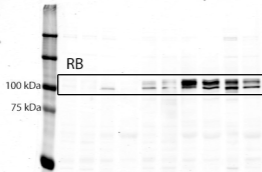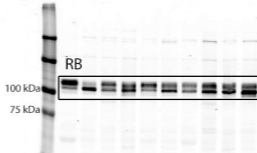

115
p-RB (T826)

75 kDa

204/115-2
p-RB (T826)

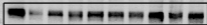

75 kDa

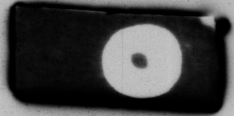

1 min

29/09/15

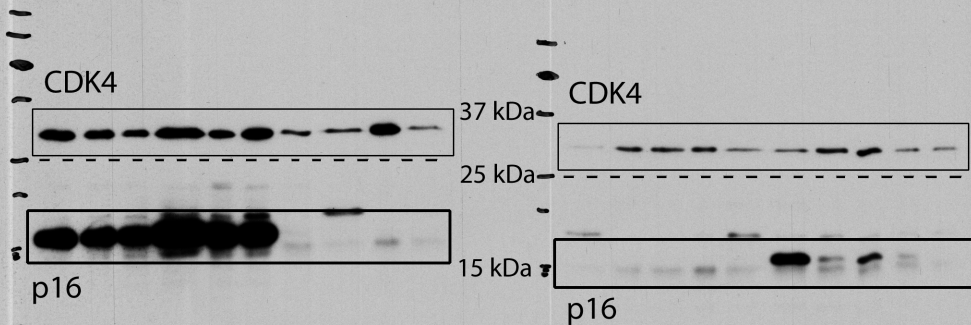

Note: For detections of CDK4 and p16, the membranes were cut at molecular weight 25 kDa (broken line). CDK4 and p16 antibodies were incubated separately. Membranes were reassembled for film exposure.

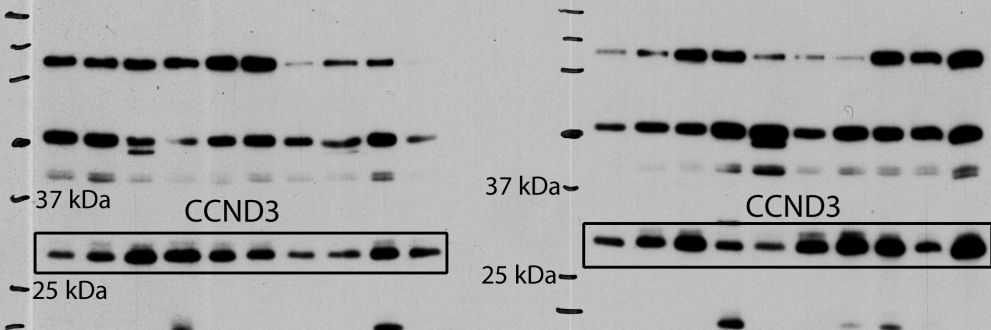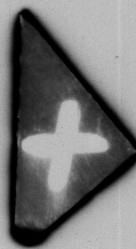

06/10/05

5 min (Repeated ECL)

CCND1

CCND1

37 kDa

37 kDa

CCND1

CCND1

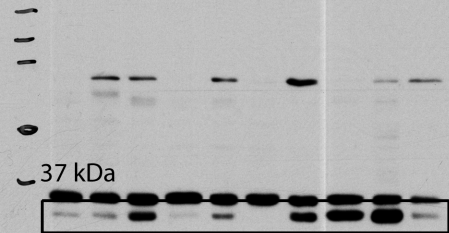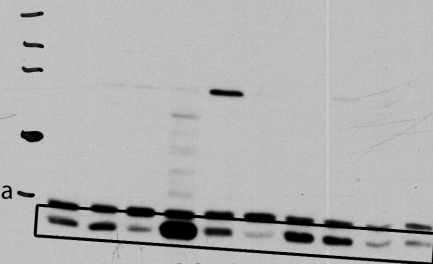

1min CCNE1

CCNE1

50 kDa

37 kDa

**Supplement:** Supplementary file 13 — Source Data for Figure 5

How the deposited data were processed for this re-analysis (not part of the article)

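RNA from 20 breast cancer cell lines was measured on Affymetrix Human Genome U133 Plus 2.0 arrays, with 1 array per line and no repeated array. The authors subtracted the background, normalized and summarized the scans by median polish with the frozen RMA package in R, and deposited log2 values; the package version is not given in the sources used here. The deposited log2 table holds 22215 probe sets, fewer than the array. For the tumors, the Appendix starts from the probe sets that this array shares with the U133A array; whether the deposited table was made the same way was not settled. All values lay between 4.23 and 14.68, the median of an array between 7.07 and 7.15, and the correlation between any 2 arrays between 0.8515 and 0.951. Intensities in the text are 2 to the power of the deposited value, a scale taken from the data, since these intensities give the means and SDs printed in Appendix Fig S6. No array was left out, and no further normalization or filter was applied.

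The lines were grouped by the CDK4 modification profile that Dataset EV9 lists as observed on 2D gels: 6 lines with profile A and 14 with profile H. IC50 of PD0332991, culture medium and the status of the ERBB2, RB1, CCNE1, CCND1 and CDKN2A loci were taken from the same dataset and subtype from the sample labels. The replicates of a profile are different cell lines, so the spread holds both differences between lines and errors of single arrays, which cannot be told apart. Probe sets were named through the platform annotation, which gives 1 gene for 19065, several for 1043 and none for 2107; a probe set with several genes was not named.

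All probe sets were compared between the profiles with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjusted p under 0.05), over all lines, within the 10 basal lines, and with subtype as a covariate. On simulated data limma recovered 41% of the probe sets shifted by 1 on the log2 scale and 76% of those shifted by 2 in the 10 basal lines. The simulated probe sets were independent with normal errors, and 200 of them were shifted, so these shares need not hold for real genes. Single genes were compared with exact permutation tests of the rank sum, the statistic behind the Kruskal-Wallis test that Appendix Fig S6 names, with Benjamini-Hochberg adjustment within each family of genes. The profile of a line was predicted as the methods describe, by the highest Spearman coefficient of its 11 probe sets with the 3 tumor centroids of Dataset EV6, and compared with the observed profile by Fisher's exact test. Lines were clustered on the 11 probe sets with complete linkage on Euclidean distances of centred and scaled log2 values, since Appendix Fig S7 names the heatmap.plus package without its settings, and the tree was split into 2 branches. Correlations with IC50 used 100000 permutations, and 10000 random lists of 11 probe sets were drawn from the 106 probe sets for which Datasets EV5 and EV6 give tumor means.

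Before the data were examined, 18 gene lists were fixed, and the 14 lists on pathways and cell types were tested with camera from limma at a preset correlation of 0.01 between genes, with 1 probe set per gene (the brightest, or that of Dataset EV6). They cover the CDK4 pathway, E2F targets and replication, mitosis, luminal, basal and mesenchymal genes, the ERBB2 amplicon, p53 targets, interferon response, hypoxia and glycolysis, estrogen response, immune cells, fibroblasts and endothelial cells. The genes around 9p21, 19q12 and 13q14 and the genes the paper names for the lines were counted, not tested as lists. On simulated data with independent genes, camera called 10 of 10 lists shifted by 0.7 on the log2 scale and none of 200 lists without a shift. In the real lists that passed, genes varied together, with an estimated correlation from 0.28 (E2F targets and replication) to 0.71 (ERBB2 amplicon). The simulation does not cover such lists, and p-values at the preset correlation do not allow for it. The rule for the genes the text names, fixed with the lists, takes the 11 signature genes and MKI67, the genes the paper names for the lines, up to 10 passing genes in each direction with the largest differences, and up to 4 members of each list with the smallest p; the values printed in Appendix Fig S6 and Datasets EV5 to EV7 had been seen by then.

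The alternatives were, for limma, a filter at a mean log2 value of 5, array weights, a variance trend, the medium as a covariate, quantile normalization, the Kruskal-Wallis test and leaving out lines; for single genes, other statistics and basal lines alone; for the prediction, other correlations and fewer probe sets; for the clustering, other linkages, distances and scales; and for the gene lists, an estimated correlation, fry and other choices of probe set. Other tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and statmod 1.5.0 in R. The tumors of the study and the published profiles of other cell lines were not analysed here.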

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

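All tests on HCC1500 and ZR751 in this part, and the omission of profile H lines, were chosen after their values had been seen. Of 43 groups of 4 to 10 lines searched for a line far from the others, 5 held such a line, and chance gives about 1 group in 20.

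HCC1500 is listed as basal, but the mean of its 14 luminal genes was 11.49 on the log2 scale against at most 8.98 in the other 9 lines listed as basal, a gap of 0.508 of the whole range. Intensities of ESR1 (4366), GATA3 (9507) and PGR (365.5) were high. An exchange of its array with that of a luminal line would leave basal RNA under a luminal label, yet the lowest mean among the 3 luminal lines was 10.52, and an exchange with a line of amplified ERBB2 is argued against by an ERBB2 intensity of 431.7, between the 241.5 and 686.2 of the lines without amplification. Over the 9 luminal genes other than ESR1, GATA3, FOXA1, PGR and KRT19, HCC1500 was at 11.59. It lay within the 10.4 to 11.67 of the luminal lines and above the 9.27 of the highest other basal line. These 9 genes are part of the 14-gene mean that flagged HCC1500, so a high value was close to given in advance. It goes with a label that differs from the RNA of this culture but is no separate evidence for it. The PAM50 row of Appendix Fig S7 shows luminal A for this line. CDKN2A (30.55) and MTAP (24.68) were low where the locus is listed as deleted and CCND1 (3396) was high where it is listed as amplified; an exchange with a sample from outside the series was not excluded.

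ZR751 is listed with amplified ERBB2, but its ERBB2 intensity of 842.1 stood far below the 4097 of the next of the 7 amplified lines, a gap of 0.636 of their range on the log2 scale, and above all 13 lines without amplification. An exchange with one of those 13 would put amplified RNA among them, and their highest intensity was 686.2. A failed ERBB2 probe set would leave the neighboring genes high, but GRB7 was at 205.6, against at least 520.5 in the 6 other amplified lines, so this is argued against. STARD3, on the other side of ERBB2, was at 191.8, within the 143.8 to 223.2 of the lines without amplification, which is consistent with a culture of ZR751 in which the locus is not amplified.

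CCND2, which encodes cyclin D2, stood apart in MDAMB436 among the profile A lines on both of its probe sets, at 117.6 against 50.27 in the next line (a gap of 0.75 of the range on the log2 scale) and at 402.6 against 64.88 (0.753). The dimmer RB1 probe set was at 320.9 in BT549 against 71.65 in the next profile A line, a gap of 0.695 of the range on the log2 scale. Outside the genes the paper discusses, limma called TM4SF1, a cell surface protein, higher in profile A by 1.56 on the log2 scale (SE 0.24, adjusted p = 0.027) and DZIP1, a zinc finger protein of the primary cilium, by 2.81 (SE 0.46) and 2.05 (SE 0.34) on its 2 probe sets (adjusted p = 0.0376 for both), each above the profile H mean in 6 of 6 profile A lines. Among the profile A lines, leaving out BT549, HCC1569, HCC1937, MDAMB436 or MDAMB468 ended a call for DZIP1 and leaving out HCC70 that for TM4SF1 (adjusted p = 0.0641). Without HCC70 or MDAMB436 limma called 2 probe sets, so at least 2 of the 4 calls over all genes ended with each. Among the profile H lines, leaving out BT474, HCC1500, MCF7, MDAMB231, MDAMB361 or ZR751 ended all 3 of these calls, leaving out BT20, HCC202, MDAMB134VI, SKBR3 or T47D ended 2 of the 4 calls over all genes, and leaving out HCC1806, HCC1954 or HCC38 ended none.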

How the results depend on the processing

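Of 1184 values under alternative settings, 1071 kept their direction and their side of the threshold, or stayed within 1.5 times where they are counts. Among 1069 for single genes or lists, 63 lost the threshold, 1 gained it and 15 reversed. A value that had not passed counts as kept when it stays short of the threshold with the same sign. These shares therefore do not measure how firm the calls are. The alternatives that leave out a profile H line, leave out a line from the gene lists, or leave HCC1500 out of the basal lines were chosen after seeing the data, as was the scaling from 0 to 1 in the clustering. Where no reason is given, the cause was not tested. The count of 4 probe sets in limma became 0 with the Kruskal-Wallis test (2124 at an unadjusted p under 0.05). With 6 against 14 lines the p of that test cannot go below 0.000532, the value of CDKN2A. Over 22215 probe sets very many would have to reach this value together to pass, so the 0 says little about the limma calls. In limma the count of 4 became 9 with array weights. It ranged from 2 to 6 without a profile A line and from 0 to 8 without a profile H line: 0 without BT474, HCC1500, MCF7 or ZR751 (1984, 1957, 1965 and 1907 at an unadjusted p under 0.05; adjusted p of CDKN2A 0.0516 to 0.0605), 1 without MDAMB231 or MDAMB361, 2 without BT20, MDAMB134VI, SKBR3, HCC70 or MDAMB436, 7 without HCC1954 and 8 without HCC38. Of 14 gene lists, 8 passed, against 0 with an estimated correlation (1 at an unadjusted p under 0.05), 1 with fry, 4 in basal lines only, 2 in basal lines without HCC1500 and 5 to 8 without any line in turn (5 without HCC1937 or HCC70). The signature genes past the threshold went from 4 to 2 in basal lines only, with fewer lines, and to 1 with limma adjusted over all probe sets, where far more tests enter the adjustment. The lines matched by the prediction went from 20 to 11 with log2 values centred per probe set, 14 without CDKN2A and 12 without CDKN2A and CCNE1. Lines clustered with their own profile went from 14 to 12 with average linkage and to 13 with Ward's method, with linear values scaled, or with 3 branches; it was 16 with linear values scaled from 0 to 1 (exact p = 0.0609). The log2 difference of RB1 by locus status turned to 0.36 on the dimmer probe set (exact p = 1.0) and was -1.91 with BT20 counted as changed, which ended the call. Of the CDK4 pathway, 4 probe sets passed and 0 in basal lines only (4 at an unadjusted p under 0.05), where 5 against 5 lines leave the exact test little room.

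Reversed values, for lists by the direction of the test, and none past its threshold on either side unless said, were, in basal lines only, -0.0877 for hypoxia and glycolysis, -0.044 for RAB31, 0.056 for CDK4, -0.29 for CDK6, -0.068 for the dimmer RB1 probe set and -0.37 for RBL1 (log2). In basal lines without HCC1500 the list medians were -0.20 for mitosis, -0.25 for basal and -0.11 for mesenchymal genes, all of which had passed over the 20 lines, and -0.18 for hypoxia and glycolysis and 0.0383 for immune cells; for endothelial cells (-0.0129) the test turned down while the median kept its sign. The median alone changed sign, without the test, in basal lines only for the CDK4 pathway (-0.0300), the ERBB2 amplicon (0.000734) and immune cells (0.00314), and without HCC1500 for luminal genes (0.0766), of which the ERBB2 amplicon and luminal genes had passed over the 20 lines. For immune cells this holds with probe sets chosen anew in the basal lines, and with those of the 20 lines the median was -0.013. The median of endothelial cells came to between 0.00126 and 0.00846 in 6 settings. Without each line in turn, the median of hypoxia and glycolysis was 0.032 to 0.18, with its test turning down without BT549, and that of fibroblasts -0.10 (without BT549) to 0.23. Spearman's rho of NUP155 with IC50 was 0.129 without HCC1806. No paired analysis was possible because the profiles hold different cell lines with no shared replicate numbers. Probe sets near the lower end of the signal, such as CDKN2A in lines with a deleted locus, give differences that may be compressed; without probe sets of a mean log2 below 5, limma called 6.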

Differences from the paper's values

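No p-value, count or concordance compared with the paper's was more than 1.5 times away from it at the main settings, chosen before the data were examined. Of the alternatives, basal lines only (CCNE1 p = 0.548, FBXL5 p = 0.421, exact tests) and the prediction with log2 values centred per probe set (55% of lines) or without CDKN2A and CCNE1 (60%) were. The exact test gave p = 0.0757 for CCNE1 and p = 0.207 for FBXL5, where the paper gives 0.069 and 0.187, and the Kruskal-Wallis test gave 0.0696 and 0.187. For the sensitive lines, Dataset EV9 lists IC50 values of 3 to 25 nM, a range other than the one in the paper's text. For the clustering, the paper describes the tree of the lines as fitting their observed CDK4 profiles, and its heatmap (Appendix Fig S7) shows the 6 profile A lines with SKBR3 and HCC38 in a branch of their own. Here the branch of the 6 profile A lines held 6 profile H lines, with HCC38 and without SKBR3, and 14 of the 20 lines lay with their own profile. None of the 10 settings tried gave the branch shown in the heatmap, among them 2 chosen after seeing the data that scale each probe set from 0 to 1, as the color key of the heatmap does. The nearest to the profiles was the log2 version of these, with 5 profile A lines and SKBR3 in a branch.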

Other observations

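The alternatives that leave out a line from the gene lists, a profile H line from limma, or HCC1500 from the basal lines were chosen after seeing the data. Luminal genes were lower in the 6 profile A lines than in the 14 profile H lines: all 14 measured members had negative differences, with a median of -1.93 on the log2 scale (camera, adjusted p = 5.97e-11). With an estimated correlation the adjusted p = 0.215. KRT19 (-4.11), GATA3 (-2.87), KRT8 (-1.95) and MLPH (-1.60) had the smallest p; 10 members were lower when adjusted over the list alone, and none by limma over all genes (12 at an unadjusted p under 0.05). All 8 genes of estrogen response were lower, with a median of -1.30 (adjusted p = 2.33e-04, and adjusted p = 0.305 with an estimated correlation), among them TFF1 (-2.91), GREB1 (-2.81) and PGR (-1.57), which the estrogen receptor induces. The 5 measured genes of the ERBB2 amplicon were lower by a median of -0.76 (adjusted p = 0.0431, and adjusted p = 0.449 with an estimated correlation), a call that ended in 11 of the 20 omissions of a single line, HCC70 and SKBR3 among them (adjusted p = 0.102 for both). Mesenchymal genes were higher in profile A in 14 of 14 members, with a median of 1.12 (adjusted p = 1.26e-04, and adjusted p = 0.305 with an estimated correlation), with MSN at 2.85, VIM at 2.66, LOX at 2.21 and SPARC at 2.01; without BT549 the median fell to 0.60 (adjusted p = 0.0227). Basal genes were higher in 8 of 8, with a median of 0.97 (adjusted p = 0.00833, and adjusted p = 0.305 with an estimated correlation; 0.51 without HCC70, adjusted p = 0.102, and 0.73 without HCC1937, adjusted p = 0.0575, which both end the call), with EGFR at 1.56 and KRT16 at 1.22. No member of these last 4 lists passed alone, over all genes or over its list (3, 1, 4 and 1 at an unadjusted p under 0.05 in limma). Profile and subtype overlap, since 5 of 6 profile A lines but 5 of 14 profile H lines are listed as basal, and by the PAM50 row of Appendix Fig S7, which differs from the labels for 5 lines, all 6 profile A lines and 3 profile H lines are.

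Genes of replication and division were also higher in profile A. Of 26 E2F targets and replication genes 23 had positive differences, with a median of 0.34 on the log2 scale (camera, adjusted p = 1.63e-06, and adjusted p = 0.305 with an estimated correlation), among them DNMT1 (0.58), ASF1B (0.55), MCM4 (0.50) and E2F1 (0.23). All 23 mitosis genes had positive differences, with a median of 0.31 (adjusted p = 4.22e-05, and adjusted p = 0.449 with an estimated correlation), among them CDC20 (0.99), TTK (0.72), FOXM1 (0.48) and PLK1 (0.31); the median fell to 0.17 without HCC1500. Of 12 interferon response genes 11 had positive differences, with a median of 0.59 (adjusted p = 0.0262, and adjusted p = 0.511 with an estimated correlation), such as IFI44 (1.80) and IFIT2 (0.76). The interferon call ended without HCC1937 (median 0.27, adjusted p = 0.3), HCC70 (0.16), BT474 (0.0819), SKBR3 (0.0786) or HCC38 (0.0521). Single members of these 3 lists did not pass in limma (6, 2 and 1 at an unadjusted p under 0.05). The lists of the CDK4 pathway (adjusted p = 0.211), p53 targets (0.283), fibroblasts (0.236), hypoxia and glycolysis (0.384), immune cells (0.556) and endothelial cells (0.556) did not pass; for immune cells the test and the median (-0.08) pointed down and the mean (0.14) up, with CD14 at 1.71 (adjusted p = 0.0197 over its list), and for endothelial cells the test and the mean (0.12) pointed up and the median (-0.04) down. Around 9p21, all 4 measured genes were higher in profile A and 3 passed when adjusted over the list alone: CDKN2A, CDKN2B (1.01) and MTAP (1.42). The CDKN2A locus there is listed as deleted in 6 profile H lines and as wild type in all 6 profile A lines. For CDKN2A, the 8 profile H lines with the locus listed as wild type also lay below every profile A line (at most 277.1 against at least 648.4). This argues against deletion alone as the source of the CDKN2A difference. The other genes were not tested without the deleted lines, and their differences cannot be told apart from loss of the locus in profile H. Around 13q14 RB1 alone was lower when adjusted over the list, and around 19q12 none of 4 genes passed (1 at an unadjusted p under 0.05). Of the 20 genes the paper names for the lines, 3 were higher and 3 lower when adjusted over the list alone.

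With 100 splits of the lines into groups of 6 and 14, the 8 lists past the threshold were reached by 1 split, the real one, and the highest other split gave 7, which argues against chance in the grouping of the lines. Luminal, estrogen response, mesenchymal, E2F target and mitosis genes passed without each of the 20 lines in turn, but none of these calls holds with an estimated correlation (adjusted p from 0.215 to 0.449). Within the 10 basal lines, 4 lists passed: E2F targets and replication (adjusted p = 2.83e-06) and mitosis, luminal and estrogen response genes (0.0183 each). HCC1500, the line listed as basal with luminal RNA, carried 3 of these 4 calls: without it, E2F targets and replication and interferon response passed (adjusted p = 0.0458 for both), while luminal genes had a median of 0.08 (adjusted p = 0.962), estrogen response genes an adjusted p of 0.986, and mitosis genes a median of -0.20 (adjusted p = 0.132).

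Over all 22215 probe sets, limma called 4 higher in profile A and none lower, with 2122 at an unadjusted p under 0.05 either way. Of these 4, CDKN2A had the largest difference (3.90, SE 0.56). Of 100 splits 1, the real one, gave as many, and the highest other split gave 2, which argues against chance, although the count falls to 0 without BT474, HCC1500, MCF7 or ZR751. All 4 probe sets had differences of the same sign and an unadjusted p under 0.05 within basal lines. There, limma called 3, both CDKN2A probe sets and BARX2 (1.13, SE 0.12, adjusted p = 0.0368); the call for BARX2 ended without any 1 of the 10 basal lines (adjusted p from 0.0513 to 0.196), while those for CDKN2A held. For this count, 4 of 100 splits gave as many, and the highest other split gave 19. With subtype as a covariate it called 2, both of CDKN2A, but 5 of 100 splits gave as many, so that chance is not excluded for this count, and the highest other split gave 72. In each of these 2 comparisons 2 splits called over 3 times as many as the real one, which points to a structure of the lines, and what these splits share was not tested.

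RNA of the proteins in Fig 5 can be set beside the paper's immunodetection, although both were not tested against each other. CCND1, for cyclin D1, was lower in profile A, at an intensity of 686.2 ± 471.5 (SD, n = 6) against 2346 ± 2322 (SD, n = 14), a log2 difference of -2.04 (exact permutation test, adjusted p = 0.0325 over 21 probe sets); HCC1937 was the highest profile A line at 1359 and HCC1569 the lowest at 33.5. CDK4 was at 1275 ± 289 and 1417 ± 344 (exact p = 0.397), where the paper reports a tendency to more protein in insensitive lines. The CDK inhibitor gene CDKN2B was at 85.6 ± 53.0 and 37.4 ± 8.69 (exact test, adjusted p = 0.0339). Of the 2 lines with amplified CCNE1, HCC1569 was at 2405 and HCC1806 at 467, below SKBR3 and MDAMB468, which have no amplification; the paper reports very high cyclin E1 in both. CDKN2A RNA was at 50.6 in ZR751, 37.5 in BT474 and 91.3 in MDAMB361, where the paper detected p16, and at 166 in T47D and 229 in MDAMB134VI, where it did not; in SKBR3, where p16 was also detected, it lay between these last 2.

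Tests set up before the result were run on what the prediction rests on. One hypothesis was that any list of 11 cell cycle and tumor marker probe sets would predict the profile of the lines; of 10000 random lists, 0.36% matched all 20 lines (median 11 lines), which argues against it. Another was that the prediction rests on CDKN2A and CCNE1 alone; without both, 12 of 20 lines matched, 2 of them profile A (Fisher's exact p = 1.0), and the difference between the coefficients with centroids A and H no longer separated the profiles beyond the spread (-0.006 ± 0.051, n = 6, against -0.036 ± 0.056, n = 14, exact p = 0.198). This is consistent with a prediction that needs CDKN2A, but removing both at once shows no role for CCNE1, since without CCNE1 alone 19 lines still matched, and a difference too small for 20 lines is not excluded. Random lists without these 2 genes matched a median of 11 lines, with a 95th percentile of 15, and all 20 lines in 0.01% of draws. The 12 lines matched by the signature without both genes lay within this range.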
